# TDP-43 directly inhibits mRNA accumulation in neurites through modulation of mRNA stability

**DOI:** 10.1038/s44318-025-00653-4

**Published:** 2025-12-15

**Authors:** Charlie Moffatt, Ankita Arora, Katherine F Vaeth, Bryan B Guzman, Gurprit Bhardwaj, Audrey Hoelscher, Levi B Gifford, Holger A Russ, Daniel Dominguez, J Matthew Taliaferro

**Keywords:** RNA Localization, RNA Trafficking, TDP-43, RNA Stability, ALS, Neuroscience, RNA Biology

## Abstract

The subcellular localization of many mRNAs to neuronal projections allows neurons to efficiently and rapidly react to spatially restricted external cues. However, for most of these RNAs, the mechanisms that govern their localization are unknown. Here, using subcellular fractionation and single-molecule RNA FISH, we found that loss of TDP-43 results in increased accumulation of hundreds of mRNAs in neurites. Using high-throughput functional assays in cells and high-throughput binding assays in vitro, we subsequently identified specific regions within these mRNAs that mediate their TDP-43-dependent localization and interaction with TDP-43. We found that the same regions also mediated TDP-43-dependent mRNA instability, suggesting a mechanism by which TDP-43 regulates mRNA localization. ALS-associated mutations in TDP-43 resulted in similar mRNA mislocalization phenotypes as did TDP-43 loss in mouse dorsal root ganglia and human iPS-derived motor neurons. These findings establish TDP-43 as a direct negative regulator of mRNA abundance in neurites and suggest that mislocalization of specific transcripts may occur in ALS patients.

## Synopsis

The ALS-linked RNA binding protein TDP-43 regulates the pre-mRNA splicing and subcellular mRNA localization in neurons. Here, TDP-43 is found to bind a subset of mRNAs to inhibit their accumulation in neurites, possibly through promoting their degradation.

- Dozens of mRNAs become significantly more neurite-enriched upon loss of TDP-43.
- These mRNAs are highly enriched for TDP-43 binding sites in their 3′-UTRs.
- Specific motifs within these UTRs are necessary and sufficient for TDP-43-dependent mRNA localization and directly bind recombinant TDP-43 in vitro.
- The same motifs also regulate mRNA stability in a TDP-43-dependent manner.
- mRNA mislocalization upon loss of TDP-43 is partially recapitulated by the expression of ALS-associated TDP-43 mutants.

## Abstract (web summary)

TDP-43 directly binds a subset of neuronal mRNAs at specific sequences in their 3’-UTR and reduces their stability.

## Introduction

Thousands of mRNAs are asymmetrically distributed in diverse cell types and across species. The correct localization of many of these mRNAs is critical to normal organism development and cellular function (Ephrussi et al, 1991; Ephrussi and Lehmann, 1992; Long et al, 1997). Localized transcripts enable local translation of proteins, which in turn allows rapid, localized responses to internal cues or external stimuli (Lennox et al, 2018; Zappulo et al, 2017; Cajigas et al, 2012; Liu-Yesucevitz et al, 2011; Khalil et al, 2018). In particular, the elongated shape and large distances associated with neuronal morphology mean that RNA localization plays a key role in the ability of these cells to efficiently populate their subcellular proteomes to allow spatially restricted function (Liu-Yesucevitz et al, 2011; Zappulo et al, 2017).

The localization of these RNAs is regulated through the presence of features within the transcript, often called “zip codes” (Arora et al, 2022; Mendonsa et al, 2023; Mikl et al, 2022). These *cis-*elements are recognized by *trans*-factors, often RBPs, that mediate transport (Jambhekar and Derisi, 2007; Engel et al, 2020; Sahoo et al, 2018; Lipshitz and Smibert, 2000; Goering et al, 2020; Lo et al, 2025b). Although thousands of RNAs are regulated in their spatial distributions, the detailed mechanism of the *cis-*elments and *trans-*factors involved in such control is known for only a handful (Engel et al, 2020; Martin and Ephrussi, 2009). For most localized RNAs, the processes that regulate their transport are unknown.

Mutations in RBPs that regulate RNA localization are often associated with neurological disease (Ling et al, 2013; Sreedharan et al, 2008; Khalil et al, 2018; Dictenberg et al, 2008; Lo et al, 2025b; Martinez et al, 2016; Wang et al, 2016; Goering et al, 2020). Of these RBPs, TAR DNA-binding protein 43 (TDP-43) has been the subject of much work due to its association with amyotrophic lateral sclerosis (ALS) (Lagier-Tourenne et al, 2010; Ling et al, 2013; Sreedharan et al, 2008; Volkening et al, 2009; Mitchell et al, 2015; Pesiridis et al, 2009). TDP-43 is perhaps best known as a regulator of alternative pre-mRNA splicing (Polymenidou et al, 2011), and TDP-43-related defects in alternative splicing have been directly linked to ALS phenotypes (Klim et al, 2019). TDP-43 also negatively regulates RNA stability, including of its own transcript (Ayala et al, 2011), and defects in this process have also been linked to ALS phenotypes (Tank et al, 2018).

Multiple studies have provided evidence that TDP-43 also regulates RNA localization (Alami et al, 2014; Chu et al, 2019; Briese et al, 2020; Fallini et al, 2012; Nagano et al, 2020). These studies have found that TDP-43 typically promotes RNA transport to neuronal projections. However, the RNAs that depend upon TDP-43 for proper localization in neurons remain largely unidentified. Furthermore, how TDP-43 recognizes these RNAs in order to mediate their localization similarly remains generally unknown.

Here, using subcellular fractionation, single-molecule imaging, and multiple quantitative high-throughput binding, functional, and RNA metabolic assays, we find that direct interaction between TDP-43 and its RNA targets instead reduces the accumulation of those RNAs in neurites. We find that this is likely due to TDP-43 promoting the turnover of its RNA targets, preventing the neurite accumulation of these RNAs. We identify specific regions within these RNAs that are responsible for this effect, as well as targeted mutations that abolish it. Finally, we find evidence of this effect in multiple primary and iPS-derived neuronal samples, as well as evidence that TDP-43-mediated RNA localization effects are inhibited by ALS-associated mutations. Together, these findings establish new mechanisms by which TDP-43 regulates neuronal RNA metabolism.

## Results

### Generation of TDP-43 knockout mouse neuronal cell lines

To quantify RNA localization in neuronal cell types, we and others have repeatedly used microporous transwell membranes (Taliaferro et al, 2016b; Goering et al, 2023; Arora et al, 2022; Zappulo et al, 2017; Arora et al, 2021; Mikl et al, 2022; Mendonsa et al, 2023). The pores in these membranes are large enough to allow neurites to pass through, but cell bodies are restricted to the top of the membrane. After neurite growth, scraping the top of the membrane mechanically separates cells into cell body and neurite fractions (Fig. 1A). By isolating RNA from each fraction and analyzing it using high-throughput sequencing, the relative abundance of an RNA in each fraction can be quantified.

**Figure 1:**
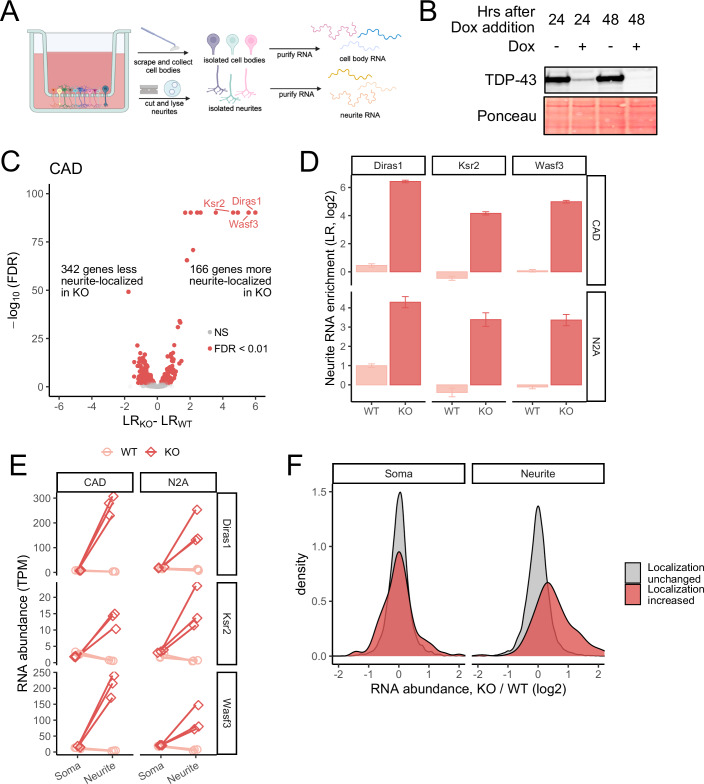
TDP-43 inhibits RNA localization to neurites. (**A**) Schematic of subcellular fractionation and RNA isolation setup. (**B**) Immunoblot of CAD conditional TDP-43 knockout cells demonstrating loss of TDP-43 expression following doxycycline addition. (**C**) Changes in RNA localization to neurites in CAD cells upon loss of TDP-43. (**D**) Changes in RNA localization to neurites of *Diras1*, *Ksr2*, and *Wasf3* transcripts in CAD and N2A cells following TDP-43 loss. Error bars represent the standard error around the mean. *n* = 3 for all measurements. (**E**) Changes in abundances of *Diras1*, *Ksr2*, and *Wasf3* transcripts in soma and neurite compartments following TDP-43 loss. (**F**) Changes in neurite and soma abundances in CAD cells for all transcripts following TDP-43 loss. Source data are available online for this figure.

In order to identify RNAs whose localization to neurites depends on TDP-43, we first sought to create TDP-43 knockouts in two unrelated mouse neuronal cell lines, CAD and N2A, that have repeatedly been used to investigate RNA localization to neurites (Taliaferro et al, 2016b; Goering et al, 2023; Arora et al, 2022; Lo et al, 2025b). These cell lines contain a single loxP-flanked cassette in their genome, allowing efficient and controlled expression of transgenes (Khandelia et al, 2011).

Given that TDP-43 is essential for survival in many cell types (Tsherniak et al, 2017), we reasoned that a simple knockout approach may not be viable. We therefore designed a genetic bypass approach whereby a single-copy TDP-43 transgene under the control of a doxycycline-off promoter was site-specifically integrated using *cre*/lox recombination. This HA-tagged transgene contained silent mutations that rendered it immune to guide RNAs that were then used to inactivate endogenous TDP-43 alleles with CRISPR/Cas9. Using immunoblotting, we then screened for clones in which endogenous TDP-43 expression was ablated (Fig. EV1A). In these clones, the only functional TDP-43 allele remaining was the transgene, which could then be inactivated with the addition of doxycycline. After 48 h of doxycycline treatment, TDP-43 was undetectable by immunoblotting (Fig. 1B). Extended incubation in doxycycline for 2 weeks resulted in cell death, likely pointing again to TDP-43 being essential. All further experiments were done following 48 h of doxycycline treatment. Following acute TDP-43 depletion at the 48 h timepoint, we observed that neurites were slightly shorter (Fig. EV1B), but did not observe noticeable cell death.

### Hundreds of RNAs are mislocalized in TDP-43 knockout cells

To identify RNAs that were mislocalized following TDP-43 loss, we fractionated these cells into cell body and neurite fractions following 48 h of doxycycline treatment (knockout) or the omission of doxycycline (wild-type). 

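RNA from the soma and the neurites of 3 wild-type and 3 knockout cultures of CAD cells, a mouse neuronal line, was sequenced. The sample labels give doxycycline at 2 μg/mL, while the paper's methods give 1 μg/mL. The authors trimmed adapters with cutadapt, quantified transcripts with salmon and deposited an estimated count and a TPM per transcript. The estimated counts were summed to genes with the GENCODE vM21 annotation of GRCm38, rounded and scaled to library size with edgeR's TMM method, which gives levels as CPM. The localization ratio (LR) of a gene is the log2 of its neurite level over its soma level, and its change is the LR in knockout cells minus the LR in wild-type cells. The change was tested as an interaction of compartment and genotype in edgeR's quasi-likelihood model over the 17343 genes that passed filterByExpr, with Benjamini-Hochberg adjustment. Libraries held between 25009904 and 32895542 estimated counts. Their median was 29481294 in wild-type soma, 31174333 in wild-type neurites, 29902189 in knockout soma and 28343155 in knockout neurites. Tardbp (ENSMUSG00000041459), the gene for TDP-43, lies on chromosome 4 of GRCm38 from 148612382 to 148627019 on the minus strand. Its level in soma was 537 ± 28.6 CPM (SD, n = 3) in wild-type cells and 93.8 ± 4.09 CPM (SD, n = 3) in knockout cells. The log2 fold change in soma was -2.52, with an adjusted p = 3.35e-12 in edgeR's quasi-likelihood test. In neurites, Tardbp was at 509 ± 23.5 CPM (SD, n = 3) in wild-type cells and 138 ± 11.0 CPM (SD, n = 3) in knockout cells. The log2 fold change there was -1.89, with an adjusted p = 3.92e-11 in the same edgeR test. In these cells, functional TDP-43 comes from a transgene, and the endogenous alleles were disrupted. The counts of Tardbp do not tell RNA of the transgene from RNA of the disrupted alleles. The level left in knockout cells is therefore not a measure of functional TDP-43 mRNA.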

For each RNA, we then calculated a Localization Ratio (LR), which we defined as the log_2_ of its relative abundance in the neurite fraction compared to its relative abundance in the cell body fraction. Higher (positive) LR values therefore indicate greater enrichments of an RNA in neurites, while lower (negative) values indicate depletion from neurites. 

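The same fractionation and sequencing were applied to 3 wild-type and 3 knockout cultures of N2A cells, a mouse neuroblastoma line. These libraries held between 22726534 and 31911030 estimated counts. The median was 23683507 in wild-type soma, 29163832 in wild-type neurites, 29136016 in knockout soma and 28648873 in knockout neurites. In N2A soma, Tardbp was at 579 ± 29.2 CPM (SD, n = 3) in wild-type cells and 169 ± 9.34 CPM (SD, n = 3) in knockout cells. Its log2 fold change was -1.78, with an adjusted p = 2.58e-09 in edgeR's quasi-likelihood test. In N2A neurites it was at 683 ± 15.8 CPM (SD, n = 3) and 258 ± 12.3 CPM (SD, n = 3), a log2 fold change of -1.41 with an adjusted p = 1.59e-08 in the same edgeR test. Here too, Tardbp counts do not tell transgene RNA from RNA of the disrupted alleles. Counts of 17912 genes entered the N2A test of LR changes.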

To maximize the generality of these experiments and reduce cell line-associated idiosyncracies, we performed them in both CAD and N2A cells.

We first assayed the efficiency of the cell body/neurite fractionation by calculating LR values for RNAs known to be enriched in neurites. These include RNAs encoding ribosomal proteins and components of the electron transport chain (Taliaferro et al, 2016b). Reassuringly, we found that these RNAs were consistently neurite-enriched in our data, indicating its reliability (Fig. EV1C). 

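In wild-type CAD cells, the median LR was 1.57 across 82 genes for ribosomal proteins and 1.13 across 62 genes for the electron transport chain, against -0.02 across all other tested genes. Every gene of both sets had an LR above 0 in CAD cells. In wild-type N2A cells, the medians were 1.39 across 83 ribosomal protein genes, 98.8% of them above 0, and 1.22 across 62 electron transport chain genes, all of them above 0. The median of a set minus the median of the other genes was then taken in each culture. For ribosomal proteins, this difference was 1.58 ± 0.131 (SD, n = 3) in CAD cells and 1.40 ± 0.223 (SD, n = 3) in N2A cells. For the electron transport chain, it was 1.12 ± 0.0564 (SD, n = 3) in CAD cells and 1.23 ± 0.188 (SD, n = 3) in N2A cells. The difference exceeded the spread between cultures in each case. In limma's fry test, adjusted over 17 set tests, these LRs had adjusted p = 8.35e-08 and 6.83e-07 for the ribosomal and electron transport sets in CAD cells, and adjusted p = 9.05e-07 for each in N2A cells. With limma's camera test at a correlation estimated from the data, the adjusted p was 0.0369 and 0.0674 in CAD cells and 0.170 for each set in N2A cells.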

We further assayed the quality of the data using PCA and hierarchical clustering. 

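The 500 genes with the most variable log2 CPM were used for hierarchical clustering and principal component analysis. In CAD cells, the highest split of the tree parted soma from neurite libraries, and the nearest library of each of the 12 libraries belonged to its own group. The median Pearson correlation was 0.912 between CAD libraries of a group and 0.827 between groups, across genes, which are not independent replicates. The first principal component of the CAD libraries held 40.8% of the variance, and compartment accounted for 96.6% of its scores. The second component held 19.2%, and genotype accounted for 97.0% of its scores. In N2A cells, the 2 highest branches matched neither compartment nor genotype, and 9 of 12 libraries had their nearest library in their own group. With all tested genes in place of the 500 genes, the highest split of the N2A tree parted the compartments, and this count was 12 of 12. The first component of the N2A libraries held 49.3% of the variance, with 73.5% of its scores accounted for by compartment. The second held 12.0%, with 89.1% accounted for by genotype.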

We found that replicates clustered tightly with each other and that samples were cleanly separated first by subcellular location (cell body vs. neurite) and then by TDP-43 status (wild-type vs. knockout) (Fig. EV1D–G).

We then moved to the identification of RNAs whose LR value significantly differed between wild-type and knockout samples. 

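At an FDR of 0.01, the LR was higher in knockout cells for 39 of 17343 genes in CAD cells and lower for 36. An unadjusted p under 0.05 was reached by 1824 genes. All 75 genes past the FDR had LRs in the 3 knockout cultures that did not overlap those in the 3 wild-type cultures. This was so for 16.0% of the tested CAD genes, where chance gives 10%. Without the filter on low counts, 117 genes were higher and 163 lower, and without replicate 2, 16 were higher and 2 lower. Beside Diras1, Ksr2 and Wasf3, the largest CAD rises were those of Fam160b2 and Zfp839. Fam160b2 (ENSMUSG00000022095; chromosome 14 of GRCm38, 70583296 to 70599835, minus strand) rose by 5.56 on the log2 scale (standard error 0.153), and by 5.36 to 5.78 with each culture number left out in turn. Zfp839 (ENSMUSG00000021271; chromosome 12, 110850253 to 110869996, plus strand) went from an LR of -0.80 to 4.44, with an adjusted p = 4.72e-11 in edgeR's quasi-likelihood test. The largest fall was that of Tbc1d9b (ENSMUSG00000036644), whose LR went from 3.41 to 1.57 (standard error of the change 0.154, adjusted p = 3.56e-06 in the same edgeR test). The LR changes of Ppfia3, Fyco1, Hhat and Bsn were -1.21, -1.17, -1.10 and -1.09. Ppfia3 and Fyco1 changed in the opposite direction in N2A cells, at 0.36 and 1.25. In N2A cells, 16 of 17912 genes were higher and 2 were lower, Sos2 at -0.89 and Kif1bp at -0.64, and 5580 genes reached an unadjusted p under 0.05. With DESeq2 in place of edgeR, these N2A counts became 344 and 1565. The LRs of knockout and wild-type cultures did not overlap for 34.6% of the tested N2A genes.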

In both cell lines, we identified hundreds of RNAs that were either more or less neurite-enriched in knockout cells compared to wild-type controls (Figs. 1C and EV1H; Datasets EV1 and EV2). 

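Of the genes with a higher LR in knockout cells, 39 in CAD cells and 16 in N2A cells were among the 16200 genes tested in both lines. The lines shared 10 of these genes, where 0.0385 would be shared by chance. This is a 260-fold enrichment, with a two-sided Fisher's exact p = 1.47e-23 and an adjusted p = 2.95e-23 over 2 such tests. The shared genes include Diras1, Fam160b2, Kank2, Ksr2, Lrrc47, Spock2, Ssc5d, Wasf3 and Zfp839. Of the genes with a lower LR, 35 and 2 were tested in both lines and 1 was shared, Sos2 (Fisher's exact p = 0.00432). With genes called at an FDR of 0.05, 7 lower genes were shared where 5.75 would be by chance (1.22-fold, Fisher's exact p = 0.518). With DESeq2, 23 were shared where 13.8 would be (1.67-fold, Fisher's exact p = 0.0145). A term for the culture left 1 shared (Fisher's exact p = 0.00555), as did at least 10 counts in every library (Fisher's exact p = 0.0552). The CAD change of Sos2 was -0.60. Across all shared genes, which are not independent replicates, the LR changes had a Spearman correlation of 0.133 between the lines. Of the genes higher in CAD cells, 29 (74.4%) also rose in N2A cells, with a median change of 0.28. Of those lower in CAD cells, 21 (60%) also fell in N2A cells, with a median of -0.10.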

When we compared results from the two cell lines, we found a modest but significant overlap in the identities of mislocalized RNAs (Fig. EV1I,J). The relatively low absolute number of overlapping genes may be due to a variety of reasons, including the different brain (CAD) and neuroblastoma (N2A) origins of the two cell lines, but the statistically significant overlap between the groups gave us confidence in the overall reproducibility and generality of the results.

Interestingly, in both cell lines, we found that a handful of RNAs, exemplified by *Diras1*, *Ksr2*, and *Wasf3*, were 20–30-fold more neurite-enriched in knockout cells compared to wild-type cells, indicating that TDP-43 acts to keep them out of neurites (Fig. 1C,D). 

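In CAD cells, the LR of Diras1 (ENSMUSG00000043670; chromosome 10 of GRCm38, 81019589 to 81025662, minus strand) was 0.46 in wild-type and 6.42 in knockout cells. The change was 5.95 on the log2 scale (standard error 0.148, adjusted p = 7.14e-13 in edgeR's quasi-likelihood test), and 5.86 to 6.07 with each culture number left out in turn. Ksr2 (ENSMUSG00000061578; chromosome 5, 117414000 to 117775003, plus strand) went from -0.54 to 4.27, a change of 4.81 (standard error 0.177, adjusted p = 5.08e-11 in edgeR). Leaving out each culture number gave 4.64 to 5.06. Wasf3 (ENSMUSG00000029636; chromosome 5, 146384985 to 146473615, plus strand) had a CAD change of 4.92 (standard error 0.132, adjusted p = 1.08e-12 in edgeR). In N2A cells, the changes were 4.61 for Ksr2 (standard error 0.318, adjusted p = 6.12e-06 in edgeR), 3.53 for Wasf3 (standard error 0.262, adjusted p = 8.45e-06) and 3.30 for Diras1 (standard error 0.265, adjusted p = 1.69e-05). With each N2A culture number left out in turn, Ksr2 stayed between 4.36 and 4.88, Wasf3 between 3.30 and 3.80 and Diras1 between 3.12 and 3.49.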

We confirmed this using qRT-PCR (Fig. EV1K). Because our LR metric is a ratio, in principle, the increased LR value for these RNAs in knockout cells could be due to either an increase in neurite abundance or a decrease in soma abundance. To distinguish between these possibilities, we compared expression values from each subcellular fraction. 

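In CAD soma, the authors' TPM of Diras1 was 7.83 ± 1.61 (SD, n = 3) in wild-type and 7.84 ± 1.29 (SD, n = 3) in knockout cells (two-sided exact permutation test, p = 1). For Ksr2 it was 2.83 ± 0.447 and 1.82 ± 0.198 (SD, n = 3 each), and for Wasf3 12.1 ± 2.07 and 16.3 ± 2.16 (SD, n = 3 each). The knockout cultures did not overlap the wild-type cultures for either gene (exact permutation p = 0.1, the smallest that 3 cultures against 3 allow). From the estimated counts, the log2 fold change in CAD soma was 0.21 for Diras1, with an adjusted p = 0.13 in edgeR's quasi-likelihood test. It was -0.48 for Ksr2 (adjusted p = 0.00656 in edgeR) and 0.61 for Wasf3 (adjusted p = 6.4e-05 in edgeR). In N2A soma, mean TPM went from 15.2 to 19.4 for Diras1, from 2.00 to 3.43 for Ksr2 and from 18.4 to 21.3 for Wasf3. The log2 fold changes in N2A soma were 0.56 for Diras1, 1.10 for Ksr2 and 0.32 for Wasf3, with adjusted p = 0.035, 0.0016 and 0.197 in edgeR's quasi-likelihood test.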

The abundance of these RNAs in soma samples was approximately equal in wild-type and knockout samples. In contrast, neurite abundances were 10–30-fold higher in knockout samples (Fig. 1E). 

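In CAD neurites, Diras1 went from 3.29 ± 0.658 TPM (SD, n = 3) in wild-type cells to 272 ± 39.5 TPM (SD, n = 3) in knockout cells, which is 82.7-fold. Ksr2 went from 0.636 ± 0.125 to 13.2 ± 2.51 TPM (SD, n = 3 each), which is 20.8-fold. Wasf3 went from 3.96 ± 0.944 to 209 ± 35.4 TPM (SD, n = 3 each), which is 52.7-fold. In N2A neurites, Diras1 went from 10.9 ± 3.41 to 173 ± 69.1 TPM, Ksr2 from 0.555 ± 0.172 to 16.2 ± 6.43 TPM and Wasf3 from 6.26 ± 2.32 to 99.6 ± 41.4 TPM (SD, n = 3 each). These are 15.9-fold, 29.2-fold and 15.9-fold. All knockout cultures lay above all wild-type cultures for the 3 genes in both lines (two-sided exact permutation p = 0.1 each). The log2 fold changes of the TMM-normalized counts in neurites were 6.17 for Diras1, 4.33 for Ksr2 and 5.53 for Wasf3 in CAD cells, and 3.86, 5.71 and 3.85 in N2A cells. In wild-type CAD cells, Diras1 was at 3.29 TPM in neurites and 7.83 TPM in soma, while its LR from TMM-normalized counts was positive. The sign of its wild-type LR thus depends on the measure.

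**Figure D1:**
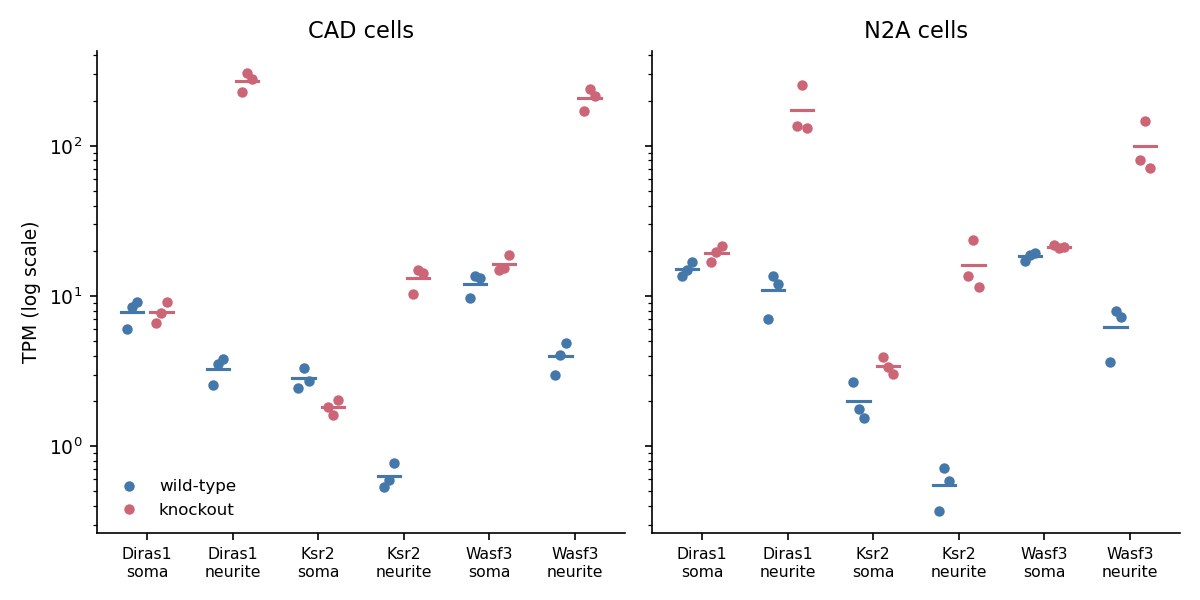
TPM (log scale) of Diras1, Ksr2 and Wasf3 in soma and neurites of CAD cells (left) and N2A cells (right), with a point per culture and a line at the mean of 3 cultures. In CAD neurites, the knockout means are 272, 13.2 and 209 TPM, and the wild-type means 3.29, 0.636 and 3.96 TPM.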

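Among the 39 genes with a higher LR in knockout CAD cells, the median log2 fold change between knockout and wild-type was 0.24 in soma and 1.59 in neurites. The median LR change of this set was 1.15. Levels in neurites were higher in knockout cells for 37 of these genes, and 7 of them were lower in soma. For 36 genes (92.3%), the level moved further in neurites than in soma. With genes called at an FDR of 0.05 in place of 0.01, the medians were 0.11 in soma and 1.14 in neurites. Genes were chosen for a change of neurites over soma in the same libraries, which favors a larger move in neurites. Measured in N2A cells, the 39 genes had medians of 0.22 in soma and 0.44 in neurites. Of them, 28 (71.8%) moved further in neurites there.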

In fact, this trend held throughout the hundreds of RNAs that displayed increased neurite enrichments in knockout cells (Fig. 1F). From these results, we conclude that the increased neurite enrichments of these RNAs observed in knockout cells is primarily due to a neurite-specific increase in their abundance.

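Among the 16 genes with a higher LR in knockout N2A cells, the median log2 fold change in N2A cells was 0.27 in soma and 1.25 in neurites. Levels in neurites were higher in knockout cells for all 16, and 14 (87.5%) moved further in neurites than in soma. The 16 genes too were chosen for this change in the same libraries. The paper reasons that soma levels differed little between genotypes while neurite levels rose, for these genes and for the set (Fig. 1E,F). From this contrast, the paper concludes that the higher neurite enrichments mainly come from an increase in abundance that is specific to neurites.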

### Validation of changes in subcellular RNA localization using single-molecule RNA FISH

Given that we observed similar results in TDP-43-dependent RNA localization changes in both CAD and N2A cell lines (Figs. 1C and EV1H–J), for simplicity, we chose to focus on the CAD cell line for further experiments. To independently validate changes in RNA localization observed via RNAseq, we measured the localization of *Ksr2* RNA using single-molecule fluorescence in situ hybridization (smFISH) (Tsanov et al, 2016). We counted transcript abundances in soma and neurites in wild-type and knockout cells. We found that *Ksr2* became significantly more neurite-enriched in TDP-43 knockout cells, consistent with the subcellular fractionation and RNAseq results (Fig. 2A,B).

**Figure 2:**
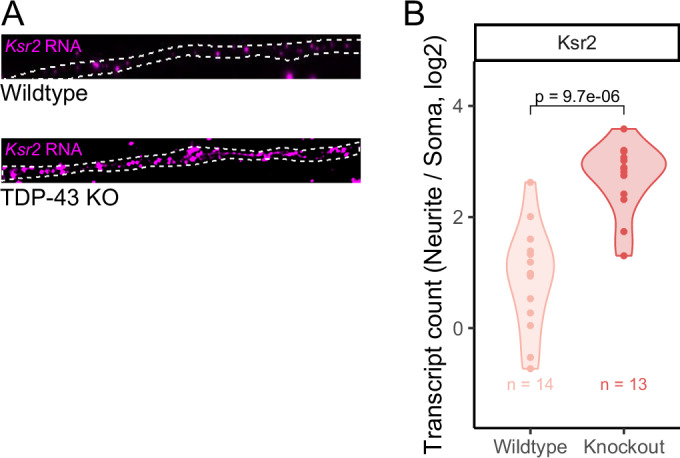
Validation of RNA mislocalization in TDP-43 knockout cells using smFISH. (**A**) Representative images of CAD neurites from wild-type and TDP-43 knockout cells. *Ksr2* RNA is visualized using smFISH (magenta). (**B**) Quantification of smFISH results. *P* values were calculated using a Wilcoxon rank-sum test. Sample sizes represent biological replicates. Source data are available online for this figure.

### TDP-43 RNA localization targets are highly enriched in RNA sequences directly bound by TDP-43

The preferred binding motif of TDP-43 has been extensively studied through a variety of methods including CLIP-seq and RNA Bind-N-Seq (Dominguez et al, 2018; Polymenidou et al, 2011), and has been repeatedly identified as a repeat of a GU dinucleotide with an occasional tolerance for adenosine between two uracil residues (Fig. 3A). If the observed TDP-43-dependent localization of specific transcripts was due to TDP-43 directly binding them, we would expect these transcripts to contain enrichments of these RNA motifs.

**Figure 3:**
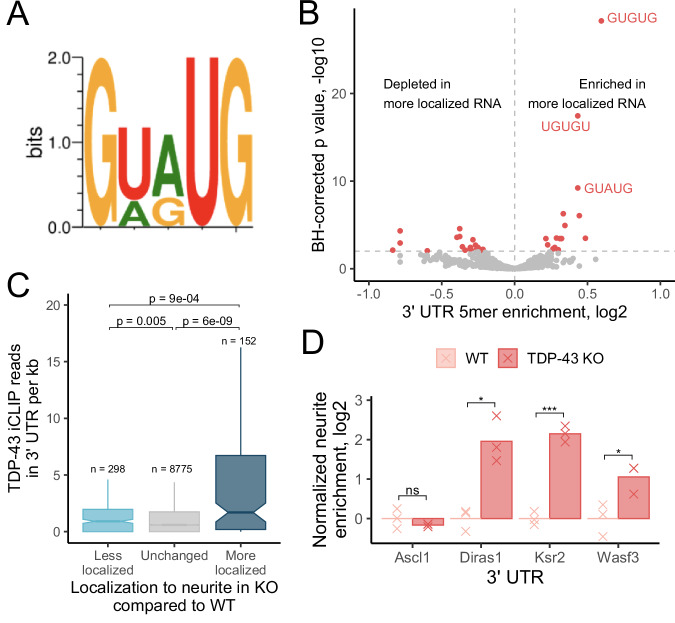
TDP-43 directly regulates its RNA localization targets. (**A**) Preferred RNA motif for TDP-43 binding. (**B**) Enrichment of all 5mers in the 3′ UTRs of RNAs that show increased neurite-enrichment following loss of TDP-43 (*n* = 159 UTRs) compared to the 3′ UTRs of RNAs whose localization was unaffected (*n* = 9305 UTRs). Those that are known to be bound by TDP-43 are explicitly marked. (**C**) Distribution of TDP-43 CLIP-seq reads in the 3′ UTRs of RNAs that became less neurite-enriched, RNAs whose localization did not change, and those that became more neurite-enriched in TDP-43 knockout cells. (**D**) Differences in neurite localization for a reporter transcript containing the indicated 3′ UTRs in wild-type and TDP-43 knockout cells. Samples are biological replicates, *n* = 3. Exact *P* values: Ascl1 0.38, Diras1 0.015, Ksr2 0.00018, Wasf3 0.031. (**B**) *P* values were calculated using a Fisher’s exact test. (**C**) *P* values were calculated using a Wilcoxon rank-sum test. (**D**) *P* values were calculated using a *t* test. NS (not significant) represents *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, and **** represents *P* < 0.0001. For boxplots, centers represent medians, the bounds of boxes represent the 25th and 75th percentiles, and the tips of whiskers represent the value furthest from the bounds of the box that is no more than 1.5 times the interquartile range from the bounds of the box. Source data are available online for this figure.

To test this, we compared the 3′ UTR sequences of the RNAs that displayed increased neurite localization in knockout cells to the 3′ UTR sequences of RNAs whose localization was not TDP-43-sensitive. 

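All 5mers were counted in the annotated 3′ UTRs of 38 genes with a higher LR in knockout CAD cells and of 13642 genes without a change. GUGUG occurred 743 times in the former and was 2.99-fold more frequent there (two-sided Fisher's exact p = 7.03e-141), the highest fold and the lowest p of all 5mers. UGUGU occurred 786 times and was 2.51-fold more frequent (Fisher's exact p = 2.85e-111), as the third by fold. GUAUG occurred 115 times and was 1.34-fold more frequent (Fisher's exact p = 0.0024, adjusted p = 0.0378 over all 5mers), ranking 34 by p and 32 by fold. GAGAG was the third by p, with 478 occurrences. Occurrences within a 3′ UTR are not independent of each other. Of the 743 GUGUG occurrences, 86 (11.6%) lay in Fam160b2, and 35 of the 38 genes held at least 1. Counting genes with at least 1 occurrence instead of occurrences lowered the folds to 1.22 for GUGUG and 1.14 for UGUGU, the largest shift under an alternative. Of the 13642 genes without a change, 10344 hold GUGUG and 11054 hold UGUGU, so these folds could not be high in this count. The fold of GUAUG rose to 1.51 there (Fisher's exact test, adjusted p = 0.0122), with a rank of 7 by p. Per gene, the mean density of the 3 motifs was 18.7 per kb against 5.92 per kb in genes without a change, a 3.15-fold difference. A two-sided permutation test over genes gave p = 2e-05 and an adjusted p = 0.00016 over 8 such tests. In N2A cells, the density was 24.6 per kb in the higher set against 5.93 per kb, with a permutation p = 8e-05 (adjusted p = 0.00032).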

We found that the top three 5mers enriched in the RNAs that displayed increased neurite localization were perfect matches for 5mers known to be bound by TDP-43 (GUGUG, UGUGU, GUAUG) (Fig. 3B). These 5mers were not enriched in the 3′ UTRs of RNAs that displayed decreased neurite localization in knockout cells (Fig. EV2A). These results suggest that the RNAs that become more neurite-enriched upon TDP-43 loss are directly bound by TDP-43 in their 3′ UTRs. Conversely, those that become less neurite-enriched are not directly bound by TDP-43, and therefore their mislocalization is likely not directly due to a loss of TDP-43 binding.

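In the 3′ UTRs of the 36 genes with a lower LR in knockout CAD cells, GUGUG occurred 257 times and was 1.28-fold more frequent than in genes without a change. Its Fisher's exact test gave an adjusted p = 0.00246 over all 5mers, a rank of 26 by p. UGUGU was 1.16-fold more frequent (Fisher's exact p = 0.0139, adjusted p = 0.0679), and GUAUG was 0.98-fold as frequent (adjusted p = 0.995). Counted as genes with at least 1 occurrence, GUGUG was 1.03-fold more frequent. The mean motif density per gene was 5.92 per kb in both groups (permutation p = 1.00).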

The enrichments of the TDP-43 binding motifs in the more localized RNAs were specific to their 3′ UTRs as they were not found in their coding sequences or 5′ UTRs (Fig. EV2B,C). However, the motifs were strongly enriched in the 3′ UTRs of the human orthologs of the more-localized RNAs (Fig. EV2D), and the 3′ UTRs of the more-localized RNAs were significantly more conserved than expected (Fig. EV2E). These results suggest that their regulation by TDP-43 may be conserved.

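In the coding sequences of the genes with a higher LR, GUGUG was 1.08-fold, UGUGU 0.994-fold and GUAUG 1.04-fold as frequent as in genes without a change. For GUGUG there, the adjusted p was 0.738 in Fisher's exact test. In their 5′ UTRs, the folds were 0.651, 0.362 and 0.606. The lowest p of these was that of UGUGU (Fisher's exact p = 0.00617, adjusted p = 0.588 over all 5mers). The motif density was 3.34 per kb against 3.21 per kb in coding sequences (permutation p = 0.75) and 1.26 per kb against 2.95 per kb in 5′ UTRs (permutation p = 0.138).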

To look for more direct evidence of TDP-43 binding to these RNAs, we analyzed a TDP-43 CLIP-seq dataset derived from mouse brain tissue (Polymenidou et al, 2011). We found that the 3′ UTRs of RNAs that became more neurite-enriched in knockout cells were approximately 3.5 times more likely to contain a TDP-43 CLIP-seq peak and contained a 3.5-fold higher density of TDP-43 CLIP-seq reads compared to TDP-43-insensitive RNAs (Figs. 3C and EV2F). The direct binding of the 3′ UTRs of these RNAs by TDP-43 was again conserved as the 3′ UTRs of their human orthologs were also highly enriched for direct binding in a human TDP-43 CLIP-seq experiment (Fig. EV2G) (Consortium, ENCODE Project et al, 2012; Van Nostrand et al, 2020).

RNAs that became less neurite-enriched in knockout cells were again significantly less associated with TDP-43 binding in these CLIP-seq datasets (Figs. 3C and EV2F). Combined with the motif enrichment findings, these results suggest that the primary direct role for TDP-43 in the regulation of RNA localization in neuronal cells is to keep RNAs out of neurites. They further suggest that TDP-43 accomplishes this through binding specific sequences in the 3′ UTRs of its target RNAs.

### 3′ UTRs of TDP-43 RNA localization targets are sufficient to drive TDP-43-sensitive RNA localization

To directly experimentally test whether TDP-43-dependent changes in RNA localization were dependent upon the 3′ UTRs of the mislocalized transcripts, we turned to a reporter assay. In this experiment, the ratio of two reporter RNAs is measured in soma and neurite RNA samples using qRT-PCR. Comparing these ratios across the subcellular locations allows the quantification of the relative neurite-enrichment of the two reporters. By asking how that relative enrichment changes depending on the 3′ UTR appended onto one of the reporters, we can quantify the effect of that 3′ UTR on RNA localization (Fig. EV2H).

We appended the 3′ UTRs from three TDP-43-sensitive RNAs, *Diras1*, *Ksr2*, and *Wasf3*, onto our reporter. As a control, we also fused the 3′ UTR from a TDP-43-insensitive RNA, *Ascl1*. We then measured the neurite-enrichment of these reporters in wild-type and knockout cells. The localization of the control *Ascl1* reporter was unaffected by TDP-43 loss. However, the other three reporters become strongly more neurite-enriched following TDP-43 loss, indicating that these 3′ UTRs contain elements that regulate RNA localization in a TDP-43-dependent manner and that TDP-43 acts to keep them out of neurites (Fig. 3D).

### TDP-43 regulates ribosomal protein mRNA transport, but likely indirectly

Previous studies found that ribosomal protein mRNAs were aberrantly depleted from neurites in both TDP-43 knockdown primary mouse cortical neurons as well as in samples from ALS patients (Nagano et al, 2020). We also found that mRNAs encoding ribosomal proteins were significantly aberrantly depleted from neurites in TDP-43 knockout cells (Fig. EV2I), demonstrating that our CAD inducible knockout system is faithfully reporting on phenomena happening in primary cells. However, as a class, ribosomal protein mRNAs are significantly depleted for TDP-43 CLIP-seq peaks, suggesting that this effect may not be due to a loss of direct binding between TDP-43 and these mRNAs (Fig. EV2J).

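The median LR change of the ribosomal protein genes in CAD cells was -0.17, and 7.32% of them changed upward. The other tested genes had a median change of -0.00. Per culture, the set's LR relative to the other genes was 1.58 in wild-type cells and 1.37 ± 0.128 (SD, n = 3) in knockout cells. The difference of -0.21 was not separable from the spread between cultures (two-sided exact permutation p = 0.2, adjusted p = 0.4 over 6 set comparisons, where 3 cultures against 3 cannot go below 0.1). In limma's fry test, p was 0.102, with an adjusted p = 0.248 over 17 set tests. With limma's camera test at its preset correlation, p was 1.29e-07, and with the correlation estimated from the data it was 0.322. In N2A cells, the median change was -0.36 for ribosomal protein genes and -0.34 for electron transport chain genes, with adjusted p = 0.0504 and 0.0357 in fry. The exact permutation test gave p = 0.2 for each of these N2A sets (adjusted p = 0.4 over 6 set comparisons). In camera, their p was 2.08e-14 and 2.1e-13 at the preset correlation, and 0.187 and 0.146 at the estimated one. For the electron transport chain in CAD cells, the median change was -0.10. Without replicate 1, the change in CAD cells was -0.25 for ribosomal protein genes and -0.20 for electron transport chain genes, and without replicate 2 it was -0.09 and -0.05.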

### Design of a massively parallel assay to identify sequence elements that regulate RNA localization in a TDP-43-dependent manner

Given that we identified full-length 3′ UTRs that regulate RNA localization in a TDP-43-dependent manner, we wanted to know what sequences within these 3′ UTRs were responsible for this effect. To do this, we used a massively parallel reporter assay (MPRA) to simultaneously test the ability of thousands of discrete RNA sequences drawn from endogenous 3′ UTRs to mediate TDP-43-dependent RNA localization (Fig. 4A; Datasets EV8 and EV9). We selected 15 different 3′ UTRs for this experiment. Of these, nine came from RNAs that were more localized in TDP-43 knockout cells, four came from RNAs that were less localized in knockout cells, and two came from RNAs whose localization was not reliably affected by TDP-43 loss (Fig. EV3A).

**Figure 4:**
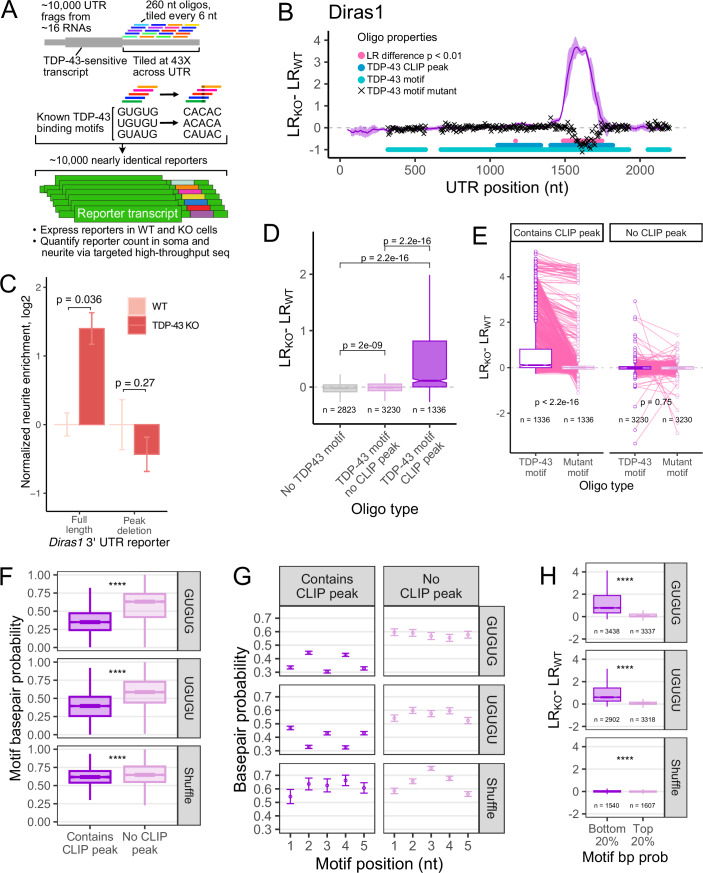
TDP-43 regulates RNA localization through the recognition of discrete sequence motifs in 3′ UTRs. (**A**) Design of MPRA for the interrogation of TDP-43-mediated RNA localization. (**B**) Differences in neurite enrichment between wild-type and knockout cells for all oligos that tile across the *Diras1* 3′ UTR. Oligos that contain a TDP-43 motif are represented by a light blue circle, those that contain a TDP-43 CLIP-seq peak are represented by a dark blue circle, and oligos with mutated TDP-43 motifs are represented by a black x. (**C**) Difference in neurite-enrichment in wild-type and knockout cells for reporters that contain the entire *Diras1* 3′ UTR (left) or the entire 3′ UTR lacking the peak of TDP-43 dependency identified in (**B**, right). *P* values were calculated using a *t* test. Samples are biological replicates, *n* = 3. Bars represent standard deviation around the mean. (**D**) Differences in RNA localization to neurites between wild-type and knockout cells for reporters containing oligos that do not have a TDP-43 motif (left), contain a motif but do not lie within a CLIP-seq peak (middle), or contain a motif and lie within a CLIP-seq peak (right). (**E**) Changes in neurite-localization between wild-type and knockout cells for reporter RNAs with oligos that contain TDP-43 motifs and their companion oligos in which those motifs were mutated. (**F**) Basepair probabilities for motifs in oligos that lie within or outside of TDP-43 CLIP-seq peaks. Exact *P* values: GUGUG 2.2e-16, UGUGU 2.2e-16, Shuffle 7e-8. *N* values: GUGUG CLIP 12255, GUGUG no CLIP 3811, UGUGU CLIP 11334, UGUGU no CLIP 4298, Shuffle CLIP 1120, Shuffle no CLIP 6570. (**G**) As in (**F**), but with basepair probabilities for individual nucleotides shown. Bars represent standard deviation around the mean. *N* values: GUGUG CLIP 12255, GUGUG no CLIP 3811, UGUGU CLIP 11334, UGUGU no CLIP 4298, Shuffle CLIP 1120, Shuffle no CLIP 6570. (**H**) Differences in neurite RNA localization between wild-type and knockout cells for reporters with oligos that contain TDP-43 motifs that were highly single-stranded (left) or highly double-stranded (right). Exact *P* values: GUGUG 2.2e-16, UGUGU 2.2e-16, Shuffle 2e-6. (**D**–**H**) *P* values were calculated using Wilcoxon rank-sum tests. NS (not significant) represents *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. For boxplots, centers represent medians, the bounds of boxes represent the 25th and 75th percentiles, and the tips of whiskers represent the value furthest from the bounds of the box that is no more than 1.5 times the interquartile range from the bounds of the box. Source data are available online for this figure.

We designed and synthesized approximately 10,000 different 260 nt oligonucleotides (oligos) that tiled across each 3′ UTR, with 6 nt of spacing between neighboring oligos (Fig. 4A). In addition to these oligos, for any oligo that contained a TDP-43 motif (defined as UGUGU, GUGUG, or GUAUG), a companion oligo was included in which that motif was mutated (to ACACA, CACAC, and CAUAC, respectively). These oligos were integrated into the 3′ UTR of a reporter transcript in a plasmid to create approximately 10,000 different reporters, each of which was identical except for the identity of the inserted oligo (Arora et al, 2022). These plasmids were then transfected into wild-type and knockout cells, and the localization of the reporters was assayed via subcellular fractionation using UMI-aware RNA amplicon sequencing targeted against the reporter-embedded oligos. 

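In the massively parallel reporter assay (MPRA), 260-nt oligos tiled 3′ UTRs in 6-nt steps and were placed in the 3′ UTR of a reporter expressed in CAD cells. Soma and neurite RNA of 4 wild-type and 4 knockout cultures was sequenced. The authors trimmed reads, aligned them end to end to the oligo sequences with bowtie2 and deposited the reads and the unique molecular identifiers (UMIs) per oligo. UMI counts were used, with TMM normalization and edgeR's quasi-likelihood interaction test. The files list 11955 oligos from 16 UTRs, of which 4566 hold at least 1 of GUGUG, UGUGU and GUAUG, 4566 are the same oligos with these motifs mutated, and 2823 hold none. In the 7 UTRs located in the annotation here, the first oligo begins 100 nt upstream of the UTR. Libraries held between 7923270 and 12208997 UMIs, with medians of 10251733 in wild-type soma, 9788899 in wild-type neurites, 11046246 in knockout soma and 8621759 in knockout neurites. The highest UMI count of an oligo was 32009, out of 65536 sequences that 8 nt allow. Of 11918 tested oligos, 614 had a higher and 33 a lower LR in knockout cells at an FDR of 0.01. With upper-quartile scaling, these were 585 and 61, the furthest that an alternative moved the lower count. The LRs of the 4 knockout and 4 wild-type cultures did not overlap for 644 of the 647 oligos and for 8.80% of all tested oligos, where chance gives 2.86%.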

The abundance of each 3′ UTR-embedded oligo was therefore quantified in the neurites and soma of wild-type and knockout cells (Dataset EV3).

To ensure the quality of MPRA data, we performed PCA and hierarchical clustering analysis on the oligo abundance counts from each compartment and genotype. 

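Over the 500 oligos with the most variable UMI counts, hierarchical clustering of the 16 MPRA libraries into 4 branches gave the 4 groups of compartment and genotype. The 2 highest branches followed neither genotype nor compartment. The nearest library of all 16 libraries belonged to its own group. The lowest Pearson correlation within a group was 0.978 and the median 0.991, against a median of 0.545 between groups, across oligos, which are not independent replicates. The first principal component held 93.5% of the variance, and genotype accounted for 65.5% and compartment for 20.6% of its scores. The second held 5.71%, and compartment accounted for 76.0% of its scores.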

Oligo abundances clustered by genotype then subcellular compartment, indicating the data were of high quality (Fig. EV3B,C). We then quantified the neurite enrichment (LR) of each reporter-embedded oligo by comparing its normalized counts in the neurite RNA to its normalized counts in the soma as before. Comparing LR values for each oligo across genotypes therefore allowed us to identify discrete 260 nt RNA sequences that were sufficient to make the localization of an RNA TDP-43-sensitive.

### Characteristics of sequence elements that regulate RNA localization via TDP-43

We then examined the patterns of change in LR between wild-type and knockout cells on the gene level. To visualize the localization activity of the oligos derived from specific regions of each 3′ UTR, we plotted the rolling mean of the difference in LR by the position of each oligo in the 3′ UTR. 

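The library holds 362 wild-type oligos of the Diras1 3′ UTR. At an FDR of 0.01 in edgeR's quasi-likelihood test, 44 of them had a higher LR in knockout cells and 0 a lower one. The median LR change of all Diras1 oligos was 0.02. The authors' own LR changes of these oligos, listed in their source data, correlated with the values here at a Pearson r of 1.0 across oligos.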

Focusing on *Diras1*, oligos derived from most regions of the 3′ UTR do not exhibit any change in LR. However, oligos from one region made the localization of reporter transcripts highly sensitive to TDP-43 loss (Fig. 4B**)**. 

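The highest mean LR change over 8 neighboring Diras1 oligos was 3.68. These oligos span nucleotides 1431 to 1732 of the 3′ UTR, on chromosome 10 of GRCm38 from 81020087 to 81020388. The mean LR of these oligos was 4.09 ± 0.132 (SD, n = 4) in knockout cells and 0.42 ± 0.179 (SD, n = 4) in wild-type cells. The knockout and wild-type cultures did not overlap (two-sided exact permutation p = 0.0286, the smallest that 4 cultures against 4 allow, adjusted p = 0.0416 over 16 UTRs). This window was chosen for its height, so the mean of its change is biased upward. The mutated counterparts of these oligos had a mean change of -0.55.

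**Figure D2:**
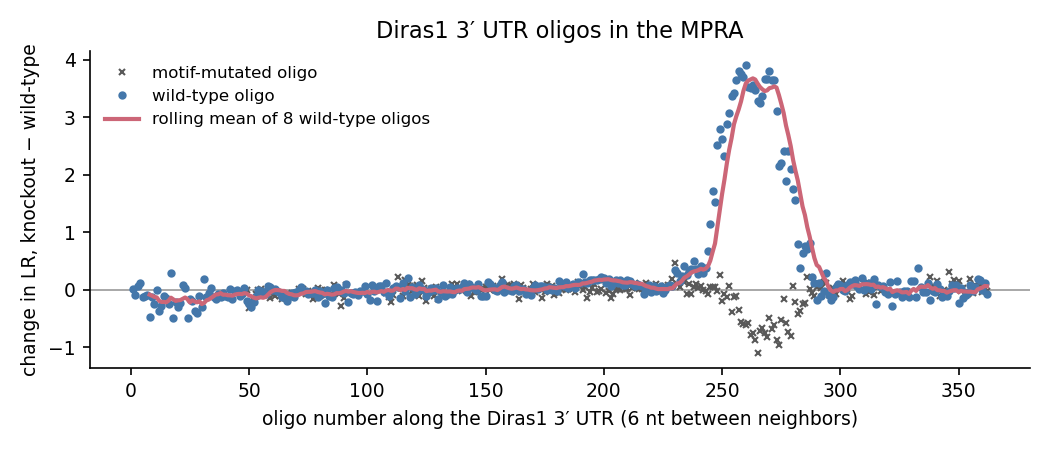
Change in LR, knockout minus wild-type, of each wild-type oligo (points) and each motif-mutated oligo (crosses) along the Diras1 3′ UTR, against the oligo number, with the mean over 8 oligos that ends at each oligo (line). The 44 oligos with a higher LR lie between oligos 191 and 287.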

Interestingly, this region lined up perfectly with a previously known site of interaction with TDP-43 identified via CLIP-seq in mouse brain (Polymenidou et al, 2011). 

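Of 7367 tested wild-type oligos, 520 had a higher LR in knockout cells, and they came from 10 of the 16 UTRs. The highest mean change over 8 neighboring oligos was 4.84 in Ksr2, 4.06 in Fam160b2, 3.40 in Wasf3, 3.09 in Kank2, 2.80 in Spock2, 2.76 in Lrrc47, 1.54 in Kcnj12 and 0.67 in Cacna1b. In all 10 of these UTRs, no other arrangement of the 8 cultures into 4 and 4 gave a window as high. The remaining 6 UTRs, of Lars2, Soga3, Sos2, Ssc5d, Synj2bp and Tub, held 0 wild-type oligos with a higher LR at the FDR of 0.01. Their highest windows had mean changes between 0.02 and 0.18, and 17 to 66 of the 70 arrangements of the cultures gave a window as high. For the Synj2bp window, the knockout and wild-type cultures did not overlap (exact permutation p = 0.0286, adjusted p = 0.0416 over 16 UTRs), at a change of 0.11, so this test alone does not set a peak apart. The endogenous Ssc5d RNA had a higher LR in both lines, with a change of 1.38 in CAD cells.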

Similar results were seen with 3′ UTRs from other TDP-43-sensitive RNAs (Fig. EV3D,E), but no peaks of activity were observed in 3′ UTRs of TDP-43-insensitive RNAs (Fig. EV3F).

When the *Diras1* 3′ UTR region containing this peak of activity was deleted from a reporter RNA containing the full length 3′ UTR, the localization of the reporter RNA was no longer TDP-43-sensitive, indicating that this 260 nt region is both necessary and sufficient for regulation by TDP-43 (Fig. 4C). Furthermore, oligos that made the reporter become more neurite-enriched were significantly more conserved than expected, suggesting that the ability of TDP-43 to regulate localization of their parent RNAs may also be conserved (Fig. EV3G). These results suggest that TDP-43 directly interacts with these 3′ UTR regions to regulate RNA localization.

To expand this analysis more generally, we separated oligos based on whether or not they contained a TDP-43 sequence motif and whether or not they contained a known site of TDP-43 interaction as identified by CLIP-seq (Polymenidou et al, 2011). Although many oligos contained at least one TDP-43 sequence motif, only a small subset of these were observed to actually be bound by TDP-43 by CLIP-seq (Fig. 4B). While the presence of a TDP-43 motif alone in an oligo was associated with increased neurite abundance in knockout cells, the size of this effect was very modest (Fig. 4D). However, if that oligo also lay within a TDP-43 CLIP-seq peak (i.e., the motif was occupied by TDP-43 in vivo), the effect size was much larger. These results suggest the factors that determine whether or not a TDP-43 motif will be occupied by the protein are contained within the local (~260 nt) sequence context and recapitulated in the MPRA.

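The median LR change was 0.01 for oligos with a TDP-43 motif and -0.02 for oligos without one. Per culture, the median LR of motif oligos minus that of oligos without a motif was 0.05 ± 0.0138 (SD, n = 4) in knockout cells and 0.00 ± 0.0359 (SD, n = 4) in wild-type cells. This difference of 0.0487 parted the groups (two-sided exact permutation p = 0.0286, adjusted p = 0.0381 over 4 comparisons). Within UTRs, the difference in LR change was above 0 in 12 of 16, with a median of 0.03 and an exact sign-flip permutation p = 0.0448 (adjusted p = 0.0448 over 5). A higher LR at the FDR of 0.01 was found for 442 of 4554 motif oligos (9.71%), 78 of 2813 oligos without a motif (2.77%) and 94 of 4551 mutated oligos (2.07%).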

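The CLIP-seq peaks used here are those that the authors' source data mark on the oligos of Diras1 and Lrrc47, and the other UTRs were not analysed here. For Diras1, the median LR change was 0.23 over 119 motif oligos within a peak, -0.01 over 159 motif oligos outside one and -0.08 over 84 oligos without a motif. A higher LR was found for 44 of the 119 oligos (37.0%) and for 0 of the 159. For Lrrc47, the medians were 1.60 over 101 motif oligos within a peak and -0.05 over 73 outside one, with a higher LR for 81 (80.2%) and 0 of them. Motif oligos within a peak also held more motifs, with a median of 19 against 1 outside one in Lrrc47. In Diras1 it was 6 against 1, over the 95 and 158 oligos that also had binding data. The effects of a peak and of motif number cannot be told apart here. In both UTRs, the knockout and wild-type cultures did not overlap for oligos within a peak (exact permutation p = 0.0286, adjusted p = 0.0667 over 7 comparisons). This was also so for the Diras1 oligos without a motif, with a median LR of -0.16 in knockout and -0.11 in wild-type cells (exact permutation p = 0.0286).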

### The ability of TDP-43 to regulate RNA localization requires a discrete, canonical sequence motif

Although TDP-43 motifs (UGUGU, GUGUG, and GUAUG) were enriched in the 3′ UTRs of affected RNAs, this does not necessarily mean they are required for TDP-43 function upon those RNAs. To directly test the necessity of these motifs, we compared the change in LR values for wild-type, motif-containing oligos to their motif-mutated counterparts (Fig. 4A). We found that mutation of TDP-43 motifs within TDP-43-sensitive oligos drastically reduced the ability of the oligo to regulate RNA localization in a TDP-43-dependent manner (Figs. 4E and EV3D–F,H). However, this effect was dependent upon the motif lying within a TDP-43 CLIP-seq peak (i.e., being occupied by the protein in vivo) (Figs. 4E and EV3H,I). These results further indicate that sequence motifs themselves are not alone sufficient and that additional contextual features in the surrounding RNA sequence distinguish functional and nonfunctional motifs. 

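Among the 442 motif oligos with a higher LR in knockout cells, the median change was 1.73, and that of their mutated counterparts was 0.05. The wild-type oligo changed more than its counterpart in 98.4% of these pairs, and the mutated oligo kept less than 50% of the change in 79.4%. Per culture, the median difference in LR within pairs was 0.91 ± 0.0801 (SD, n = 4) in knockout cells and -0.25 ± 0.169 (SD, n = 4) in wild-type cells (exact permutation p = 0.0286, adjusted p = 0.0381). These oligos were chosen for a high change in the same libraries, which favors a smaller change in their counterparts. Over all 4551 tested pairs, the medians were 0.01 and -0.01 (exact permutation p = 0.0857). By UTR, the median difference in LR change over all pairs was above 0 in 14 of 16 UTRs, with a median of 0.02 (exact sign-flip permutation p = 0.00162, adjusted p = 0.00488 over 5). All 10 UTRs with such oligos had a positive median difference (exact sign-flip permutation p = 0.00195, adjusted p = 0.00488). Within CLIP-seq peaks, the median difference within pairs was 0.22 for Diras1 and 1.60 for Lrrc47, and outside peaks -0.01 and -0.00. From the dependence of this loss on CLIP-seq peaks, the paper concludes that the motifs alone are not sufficient and that the surrounding sequence sets functional motifs apart. In Diras1 and Lrrc47, motif oligos within peaks also held more motifs. The contrast given here for these UTRs therefore does not tell surrounding sequence from motif number.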

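The highest window of the Ksr2 3′ UTR lay at oligos 1441 to 1448 of 1548, on chromosome 5 of GRCm38 from 117774197 to 117774498 on the plus strand. Its mean LR was 4.71 ± 0.201 (SD, n = 4) in knockout and -0.11 ± 0.342 (SD, n = 4) in wild-type cells. Of the Ksr2 oligos, 81 had a higher LR in knockout cells, 57 of them with a TDP-43 motif and 24 without one. The median change of the 57 motif oligos was 4.25, and that of their mutated counterparts 3.93. The mutated oligo itself had a higher LR for 55 of these 57 pairs (96.5%), and for 38 of 385 pairs (9.87%) of the other UTRs. In Kank2, the mutated oligos kept 59.9% of the change, with medians of 2.41 and 1.44. In Wasf3, 9 motif oligos had a median change of 1.31 and their counterparts 1.32.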

Interestingly, although the 3′ UTR of *Ksr2* contained a peak of activity coincident with a TDP-43 CLIP site, mutation of the TDP-43 motifs within this peak did not abrogate activity (Fig. EV3E), suggesting that perhaps TDP-43 binds a cryptic motif at this location or is tethered to the site via another RBP.

### TDP-43’s occupancy and functional impact on an RNA is determined by RNA secondary structure

We wanted to further investigate what distinguished occupied (i.e., functional) from unoccupied (i.e., nonfunctional) TDP-43 motifs in these UTRs. Given that the distinguishing factor must be contained within the local RNA context due to the design of the MPRA, we reasoned that RNA secondary structure may be involved. Many RNA-binding proteins have a preference for single-stranded RNA (Dominguez et al, 2018), and we reasoned that TDP-43 may more efficiently recognize its sequence motif when the motif is single-stranded (Buratti and Baralle, 2001).

To test this, we computationally folded each 260 nt RNA sequence used in the MPRA (see “Methods”) (Lorenz et al, 2011). We then binned oligos depending on whether or not they contained a TDP-43 CLIP-seq peak and calculated the probability that TDP-43 motifs within those oligos were participating in basepairing interactions. We found that TDP-43 motifs from oligos lying within CLIP-seq peaks were significantly more single-stranded than motifs from oligos that were not within CLIP-seq peaks (Fig. 4F). Furthermore, this effect was specific to TDP-43 motifs, as it was clearly dampened for shuffled, control motifs (Fig. 4F). We then analyzed the single-stranded character of each nucleotide of the motif individually. We found that guanosine nucleotides within the motif showed a particular preference for being unpaired when the motif was occupied (Fig. 4G).

If RNA secondary structure were a driving factor in determining whether or not a TDP-43 motif was able to regulate RNA localization, we should be able to predict TDP-43-dependent changes in RNA localization based solely on the basepairing properties of the motif. To test this, we ranked all 260 nt oligos in the MPRA by the basepairing probability of the TDP-43 motifs they contained. We then compared the LR values of the top and bottom 20% of oligos ranked by motif basepair probability. 

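Base-pairing probabilities were predicted with ViennaRNA over 80-nt windows around each motif, for the motif oligos of the 2 UTRs whose complete oligo sequences are used here, Cacna1b and Lrrc47. The oligos were ranked by the mean pairing probability of their motifs, and the outer 20% were compared. For Cacna1b, 22 of the 90 least paired oligos had a higher LR in knockout cells (24.4%, 95% Wilson interval 16.7% to 34.3%) and 0 of the 90 most paired. The median LR change was 0.11 in the former and -0.02 in the latter, and the Spearman correlation over 447 oligos was -0.300. For Lrrc47, 15 of the 35 least paired oligos had a higher LR (42.9%, 28.0% to 59.1%) and 0 of the 35 most paired, with medians of 0.20 and -0.03. The Spearman correlation was -0.542 over 174 oligos, and oligos that overlap are not independent replicates. The Wilson intervals cover counting error only. With whole oligos folded in place of 80-nt windows, the shares of the least paired oligos were 11.1% for Cacna1b and 77.1% for Lrrc47.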

We found that oligos with predicted single-stranded motifs were much more likely to drive TDP-43-dependent changes in RNA localization than those with motifs that were more paired. Again, this effect was dependent upon the motif itself as control, scrambled motifs had much smaller effects (Fig. 4H).

### Sequences that regulate RNA localization via TDP-43 in cells are directly bound by TDP-43 in vitro

The relationship between TDP-43 CLIP-seq peaks and oligos with TDP-43-sensitive LR values suggested that direct TDP-43 binding may be critical in the localization of these RNAs. 

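In RBNS, the oligo pool was incubated with recombinant TDP-43, and the RNA bound by the protein was sequenced beside the input pool. The authors deposited the number of reads per oligo for 1 input library, 1 library without TDP-43, and 2 libraries each at 5 nM, 50 nM and 500 nM TDP-43. No UMIs are named for these reads, so they are not independent molecules. The input held 6028366 reads and the library at 0 nM 6803478 reads, and the medians were 3141037 at 5 nM, 6280540 at 50 nM and 7794835 at 500 nM. The range over the libraries was 1806779 to 9646262 reads. The R value of an oligo is its share of the bound reads over its share of the input reads, with 0.5 added to each count. Of 11537 listed oligos, 11317 had input reads, with a median of 362 reads per oligo. R at 500 nM was averaged over both libraries.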

To directly assay the affinity of TDP-43 for the same pool of RNA sequences used in the MPRA, we used RNA Bind-n-seq (RBNS) with purified recombinant TDP-43 (Dominguez et al, 2018; Taliaferro et al, 2016a). By comparing results from the MPRA and RBNS, we are able to draw direct connections between TDP-43-dependent RNA localization activity and TDP-43 binding for the same defined pool of thousands of discrete 260mer RNA sequences.

With RBNS, the relative in vitro affinity (R) of a protein for any RNA within a complex pool can be calculated by comparing the abundances of each RNA in input and protein-bound samples (Fig. 5A; Dataset EV4). In these experiments, R is defined as the relative frequency of a sequence in the protein-bound sample divided by its relative frequency in the input sample. Reassuringly, we found that R values for all oligos calculated using different concentrations of TDP-43 clustered together, demonstrating the reproducibility of the RBNS assay (Fig. EV4A). Furthermore, as expected, we found that oligos with increasing numbers of TDP-43 motifs displayed higher affinities for TDP-43 (Fig. EV4B). These results gave us confidence in the RBNS data.

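Across oligos, which are not independent replicates, Pearson's r of R was 0.9302 between both 500 nM libraries, 0.904 between both 50 nM libraries and 0.430 between both 5 nM libraries. Between 500 nM and 50 nM libraries it was 0.606 to 0.781. Between the 500 nM libraries and the library without TDP-43, it was 0.115 and 0.165. With at least 50 input reads per oligo, r between the 50 nM libraries was 0.927.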

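At 500 nM, the median log2 R was -1.05 for the 2641 wild-type oligos without a motif, -0.50 for 2428 with 1 motif, -0.31 for 936 with 2 and 1.83 for 1003 with 3 or more. In the first library these medians were -1.17, -0.60, -0.46 and 1.92, and in the second -0.94, -0.44, -0.21 and 1.74. The step from 2 to at least 3 motifs exceeded the difference between the libraries. With only 2 libraries, the order was not tested across replicates. Between oligos with and without a motif, the difference in median log2 R within a UTR was above 0 in 11 of 16 UTRs, with a median of 0.60 (two-sided exact sign-flip permutation p = 0.0886). At 50 nM, the difference between 3 or more motifs and none was 1.76 on the log2 scale, against 2.88 at 500 nM, the largest shift under an alternative. The medians at 50 nM did not rise at each step, with -0.74 for 1 motif and -0.95 for 2 motifs.

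**Figure D3:**
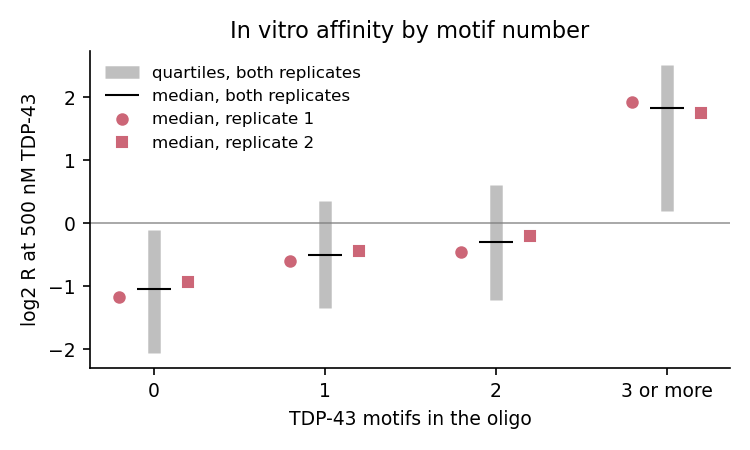
Log2 R at 500 nM TDP-43 of wild-type oligos with 0, 1, 2 and 3 or more TDP-43 motifs, with the median and quartiles of R averaged over both libraries (line and bar) and the median in each library (circle and square). The medians rise from -1.05 to 1.83.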

**Figure 5:**
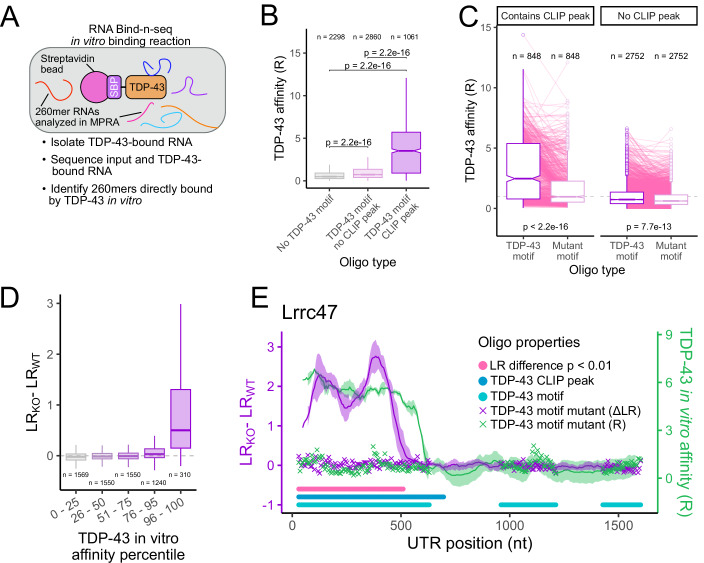
Sequences that regulate RNA localization via TDP-43 are directly bound by TDP-43 in vitro. (**A**) Schematic of RNA-Bind-n-seq assay used to determine relative affinities for TDP-43. (**B**) Differences in TDP-43 affinity for 260mer sequences that do not contain a TDP-43 motif (left), contain a motif but do not lie within a TDP-43 CLIP-seq peak (middle), or contain a motif and lie within an CLIP-seq peak (right). (**C**) Differences in TDP-43 affinity for RNA sequences that contain TDP-43 motifs and their companion sequences in which those motifs were mutated. (**D**) Differences in RNA localization to neurites in wild-type and knockout cells for oligos that had low TDP-43 affinities (left) and high TDP-43 affinities (right). (**E**) TDP-43 affinities (green) and differences in neurite enrichment between wild-type and knockout cells (purple) for all oligos that tile across the *Lrrc47* 3′ UTR. Oligos that contain a TDP-43 motif are represented by a light blue circle, those that contain a TDP-43 CLIP-seq peak are represented by a dark blue circle, and values for oligos with mutated TDP-43 motifs are represented by a purple and green x marks. *P* values were calculated using Wilcoxon rank-sum tests. For boxplots, centers represent medians, the bounds of boxes represent the 25th and 75th percentiles, and the tips of whiskers represent the value furthest from the bounds of the box that is no more than 1.5 times the interquartile range from the bounds of the box. Source data are available online for this figure.

Mirroring the MPRA data, we found that while a motif alone was sufficient to give a slight increase in affinity, the increase in affinity was much larger if that motif lied within a TDP-43 CLIP-seq peak (Fig. 5B). 

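For Diras1, the median R at 500 nM was 5.23 over 95 motif oligos within a CLIP-seq peak, 0.974 over 158 motif oligos outside one and 1.73 over 53 oligos without a motif. For Lrrc47, it was 5.38 over 101 motif oligos within a peak, 0.619 over 73 outside one and 0.410 over 78 without a motif. A motif outside a peak thus went with a lower median R than no motif in Diras1 and with a higher one in Lrrc47. The median number of motifs was 6 within a peak and 1 outside one in Diras1, and 19 and 1 in Lrrc47. Peaks and motif number are therefore not separated in this contrast.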

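Over 4245 pairs of a wild-type motif oligo and its mutated counterpart, the median log2 R at 500 nM was -0.23 and -0.58, with a median difference within pairs of 0.29. The wild-type oligo had the higher R in 65.2% of pairs, and the median difference was above 0 in all 16 UTRs (two-sided exact sign-flip permutation p = 3.05e-05). In 898 pairs with 3 or more motifs, the median difference was 1.42. At 50 nM, the median difference over all pairs was -0.05, and 4 of 16 UTRs were above 0. Within CLIP-seq peaks, the mutated oligos had a median R of 1.33 for Diras1 and 0.665 for Lrrc47, and the log2 ratio of wild-type to mutated R was 1.81 and 2.81. Outside peaks, this log2 ratio was -0.10 for Diras1 and -0.29 for Lrrc47.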

Mutation of the TDP-43 motif within an oligo drastically reduced its affinity for TDP-43, again much more so if that motif laid within a TDP-43 CLIP-seq peak (Fig. 5C). These results reinforce the idea that the information that discriminates between occupied and non-occupied TDP-43 motifs is contained within the local sequence context. They also demonstrate that the motif discrimination happening in cells can be recapitulated in vitro (Taliaferro et al, 2016a).

To more directly compare the MPRA and RBNS results, we compared LR (function) and R (binding) values for each oligo. 

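Wild-type oligos with both measures were parted into 5 bins of equal size by R at 500 nM. From the lowest to the highest bin, 2, 5, 5, 18 and 412 oligos had a higher LR in knockout cells. These are 0.143% of the lowest bin, 1.29% of the fourth and 29.4% of the highest. The mean LR change in the highest bin was 0.60 and the median 0.09. With at least 50 input counts per oligo, 188 of 1210 oligos of the highest bin had a higher LR (15.5%), with a mean change of 0.23. The Spearman correlation of R and LR change was 0.316 across 7006 oligos, which overlap and are not independent replicates. Taken within each UTR, it was positive in 13 of 16, with a median of 0.22 (two-sided exact sign-flip permutation p = 0.000519, adjusted p = 0.00156 over 3 comparisons).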

We found that the oligos with the highest R values also had the highest differences in LR values between wild-type and knockout cells (Fig. 5D), indicating that TDP-43-dependent RNA localization activity in cells can be predicted from in vitro affinity. Similarly, oligos with the highest LR differences had the highest R values, indicating that TDP-43 affinity can be predicted from RNA localization activity (Fig. EV4C).

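The 442 wild-type oligos with both a higher LR in knockout cells and an R value had a median R of 5.48, against 0.636 for 6545 oligos without a change in LR. Within UTRs, the difference in median log2 R was above 0 in all 10 UTRs with such oligos, with a median of 2.98 (exact sign-flip permutation p = 0.00195, adjusted p = 0.00293). Among the oligos with a higher LR, the median R was 5.54 for 365 with a motif and 5.12 for 77 without one. Among oligos without a change, these medians were 0.792 and 0.465. From the relation between R and LR in both directions, the paper concludes that affinity in vitro and localization activity in cells predict each other.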

These results can be summarized by visualizing LR and R values for oligos drawn from across a single 3′ UTR (Fig. 5E). 

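The 263 oligos of the Lrrc47 3′ UTR were parted into 3 stretches of near equal length. Oligos 1 to 88, at the 5′ end, had a median R of 5.49 and a median LR change of 1.73, and 81 of them had a higher LR in knockout cells. Oligos 89 to 176 had medians of 0.602 and 0.01, and oligos 177 to 263 of 0.524 and -0.05, with 0 oligos of a higher LR in either.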

For the *Lrrc47* 3′ UTR, oligos from the 5′ end of the UTR show both a high affinity for TDP-43 in vitro (green line) and are sufficient to cause a reporter RNA to be more neurite-enriched when TDP-43 is lost (purple line). These oligos overlap with a TDP-43 CLIP-seq peak (dark blue line), and mutations of the TDP-43 motifs within these oligos abrogate both the affinity of these oligos for TDP-43 and their ability to regulate RNA localization in a TDP-43-dependent manner. In contrast, although oligos from the 3′ end of the UTR contain TDP-43 motifs (light blue line), they are not sufficient to regulate RNA localization in a TDP-43-dependent manner and are not bound by TDP-43 in cells or in vitro.

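All 88 oligos of the 5′ stretch of Lrrc47 held a TDP-43 motif and lay within a CLIP-seq peak. In the middle stretch, 34 oligos held a motif and 24 lay within a peak, not all of them with a motif. In the last stretch, 0 lay within a peak. The last stretch held 52 oligos with a motif. After mutation, the oligos of the 5′ stretch had a median R of 0.705 and a median LR change of 0.03, and 0 of them had a higher LR in knockout cells.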

### TDP-43 regulates RNA localization by promoting RNA instability

We found that the TDP-43 represses the neurite localization of specific RNAs, and that it does so by binding discrete motifs in their 3′ UTRs. However, the mechanism by which TDP-43 regulates RNA localization was unclear. A recent study reported that changes in the stability of an RNA can have predictable effects on the localization of an RNA in neurons, with an increase in stability for an RNA resulting in an increased abundance of that RNA in neurites (Loedige et al, 2023). Given that TDP-43 is known to promote RNA instability (Ayala et al, 2011; Avendaño-Vázquez et al, 2012), we reasoned that TDP-43 loss may result in an increased stability of its RNA targets, leading to their observed increase in neurite abundance.

To test this hypothesis, we used SLAM-seq to measure the stability of the same group of thousands of reporter RNAs used in the RNA localization MPRA (Fig. 4A) in wild-type and TDP-43 knockout cells. SLAM-seq uses pulse-chase metabolic labeling of cellular RNA with 4-thiouridine (4SU) (Herzog et al, 2017). At given chase timepoints following the 4SU pulse, RNA is collected, and 4SU within cellular RNA is quantified by high-throughput sequencing as T > C conversions to determine relative stabilities for all RNAs in the sample. As in the MPRA, we performed targeted RNA sequencing of our pool of reporter-embedded oligos. We then compared their 4SU content in wild-type and knockout cells at 0 h and 12 h uridine chase timepoints (Fig. 6A).

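In SLAM-seq, CAD cells with the MPRA library were given 4SU at 125 μM for 24 h and then chased with uridine for 0 h or 12 h. Labeled RNA shows T > C conversions after treatment with iodoacetamide. The authors deposited, for each oligo, the numbers of T positions read as T and as C, counted with a modified version of PIGPEN. Groups have 3 libraries, apart from wild-type at 0 h, for which 2 are listed. Libraries held between 10782983 and 33024830 reads. The median was 13001860 in wild-type cells at 0 h, 18119815 in wild-type cells at 12 h, 16165360 in knockout cells at 0 h, 11469358 in knockout cells at 12 h and 25571091 without 4SU. The change in stability is the log2 ratio of the T > C rate at 12 h over 0 h in knockout cells, minus that in wild-type cells. It was tested on the T and C counts with edgeR at an FDR of 0.05, for 10576 of 11594 oligos with at least 1000 T positions read in every library. At this FDR, 0 oligos changed, and 261 had an unadjusted p under 0.05. The lowest adjusted p was 0.453 in edgeR's quasi-likelihood test. With rates relative to their library, an alternative chosen after seeing the data, 0 oligos changed and 955 had an unadjusted p under 0.05. In the other tested alternatives, the latter count ranged from 2 without replicate 3 to 395 with limma. The median change over all oligos was -0.43, with 4.13% of oligos above 0. Without replicate 1 of the knockout cells at 12 h, an alternative chosen after seeing the data, this median was -1.34.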

**Figure 6:**
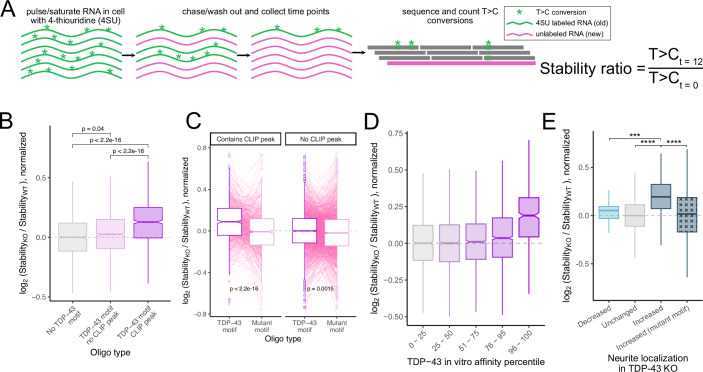
TDP-43 regulates RNA localization through regulating RNA stability. (**A**) Schematic of SLAM-seq experiment for the study of RNA stability. RNA samples were collected at 0 hr and 12 hr following the chase with unlabeled uridine. For each oligo, its relative stability in a given sample was calculated by comparing rates of T > C conversions in the 12 h and 0 h timepoints. (**B**) Differences in stability between wild-type and knockout cells for reporter RNAs containing oligos that do not have a TDP-43 motif (left), contain a motif but do not lie within a CLIP-seq peak (middle), or contain a motif and lie within a CLIP-seq peak (right). (**C**) Changes in stability between wild-type and knockout cells for reporter RNAs with oligos that contain TDP-43 motifs and their companion oligos in which those motifs were mutated. (**D**) Changes in stability between wild-type and knockout cells for reporter RNAs with oligos that showed low affinity for TDP-43 in vitro (left) and those that showed high affinity for TDP-43 (right). (**E**) Changes in stability between wild-type and knockout cells for reporter RNAs that showed the indicated change in neurite-enrichment between wild-type and knockout cells. Exact *P* values: Decreased vs Increased 0.0015, Unchanged vs Increased 2.2e-16, Increased vs Increased (mutant motif) 2.2e-16. *P* values were calculated using Wilcoxon rank-sum tests. NS (not significant) represents *P* > 0.05, *P< 0.05, **P < 0.01, ***P < 0.001, and **** represents *P* < 0.0001. For boxplots, centers represent medians, the bounds of boxes represent the 25th and 75th percentiles, and the tips of whiskers represent the value furthest from the bounds of the box that is no more than 1.5 times the interquartile range from the bounds of the box. Source data are available online for this figure.

To test our ability to perform SLAM-seq on a pool of thousands of reporters, we performed a small pilot experiment. We found that, as expected, our MPRA reporters only contained T > C conversions when both 4SU was added to cells and RNA was treated with the alkylating agent iodoacetamide (IAA) (Fig. EV5A). 

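Summed over oligos, the T > C rate was 0.201% ± 0.0401 (SD, n = 3) without 4SU. At 0 h of chase, it was 1.94% ± 0.00672 (SD, n = 2) in wild-type and 1.85% ± 0.0485 (SD, n = 3) in knockout cells. The 5 labeled libraries at 0 h had a 9.40-fold higher rate than the 3 unlabeled libraries (two-sided exact permutation p = 0.0179, the smallest that 5 against 3 allow). At 12 h, the rate was 1.23% ± 0.0942 (SD, n = 3) in wild-type and 0.782% ± 0.510 (SD, n = 3) in knockout cells. The knockout libraries at 12 h were at 1.37%, 0.465% and 0.511%. Libraries without iodoacetamide were not analysed here.

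**Figure D4:**
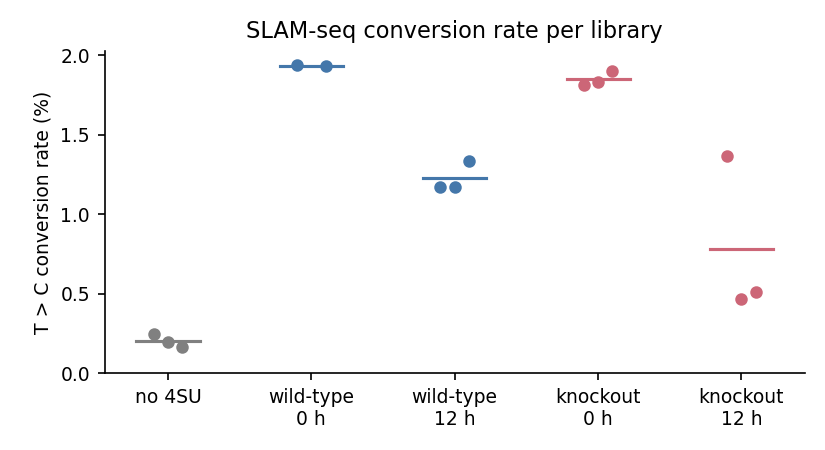
T > C conversion rate (percent of T positions read) of each SLAM-seq library, with a point per library and a line at the mean of its group. The library of knockout cells at 12 h with a rate of 1.37% lies apart from the others of its group.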

We then moved to calculating the stability of our reporters within and without TDP-43. To do this, we treated cells with 4SU for 24 h and chased with unlabeled uridine for 12 h. We then calculated relative stabilities for all reporters by comparing T > C conversion rates at the beginning of the chase period (*t *= 0) to those after 12 h of chase (*t* = 12). To quantify how a reporter’s stability depended on TDP-43, we then asked how these *t *= 12/*t* = 0 stability ratios differed between wild-type and knockout samples (Dataset EV5).

Again mirroring the MPRA and RBNS results, reporter-embedded oligos that contained TDP-43 motifs showed significantly increased stability upon TDP-43 loss, consistent with TDP-43 promoting RNA decay. However, the effect size of this increased stability was much larger if that oligo lied within a TDP-43 CLIP-seq peak (Fig. 6B). 

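The median change in stability of oligos with a TDP-43 motif exceeded that of oligos without one by 0.01 on the log2 scale. The same contrast taken from the median log2 rates of each library was -0.01. Redrawing the genotypes within each timepoint gave a two-sided exact permutation p = 0.465 over 200 arrangements (adjusted p = 0.558 over 6 contrasts). The difference was above 0 in 9 of 16 UTRs (exact sign-flip permutation p = 0.675).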

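For Diras1, the median change in stability was -0.10 over 116 oligos within a CLIP-seq peak, -0.35 over 128 motif oligos outside one and -0.31 over 75 oligos without a motif. For Lrrc47, it was -0.07 over 101 oligos within a peak, -0.40 over 53 outside one and -0.42 over 78 without a motif. In both UTRs, motif oligos within a peak also held more motifs than those outside one. Oligos within a peak exceeded those without a motif by 0.21 in Diras1 and by 0.35 in Lrrc47. Neither passed a two-sided exact permutation test of the libraries (p = 0.4 and p = 0.14), with adjusted p = 0.278 for Lrrc47 over 6 contrasts. Every knockout library lay above every wild-type library at 12 h in both UTRs (-0.45 to -0.23 against -0.61 to -0.51 in Diras1, 0.23 to 0.64 against -0.30 to -0.25 in Lrrc47). This was also so at 0 h, and with these 0 h values p could not fall below 0.095 in Diras1 and 0.1 in Lrrc47. Taken from the library medians, the contrast was 0.11 in Diras1 and 0.55 in Lrrc47. Without replicate 1, it was -0.03 and 0.67, and without replicate 2 0.46 in Lrrc47, values with no test.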

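The median change in stability of wild-type oligos exceeded that of their mutated counterparts by 0.02 over all pairs, and the contrast from the library medians was 0.00 (two-sided exact permutation p = 0.9). Within UTRs, the difference was above 0 in 11 of 16 (exact sign-flip permutation p = 0.0269, adjusted p = 0.0538 over 6 contrasts). For motif oligos within CLIP-seq peaks, wild-type oligos exceeded their counterparts by 0.26 in Diras1 and by 0.32 in Lrrc47, and by 0.26 and 0.31 in the library medians (exact permutation p = 0.1 for each). In both UTRs, every knockout library lay above every wild-type library at 12 h (-0.22 to -0.09 against -0.50 to -0.42 in Diras1, -0.25 to -0.13 against -0.67 to -0.63 in Lrrc47) and at 0 h. With the values of these 0 h libraries, 20 of the 200 arrangements match at any size of the 12 h difference, so p could not fall below 0.1.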

As with the MPRA and RBNS, mutation of the TDP-43 motifs abrogated this effect (Fig. 6C). Similarly, oligos that had the highest affinity for TDP-43 in the RBNS assay showed the largest increases in stability upon TDP-43 loss (Fig. 6D). 

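From the lowest to the highest of 5 bins of R at 500 nM, with 1275 oligos each, the median change in stability was -0.48, -0.44, -0.42, -0.42 and -0.33. The highest bin exceeded the lowest by 0.15, and by 0.26 in the library medians (two-sided exact permutation p = 0.095, adjusted p = 0.25 over 6 contrasts). At 12 h, every knockout library (-0.07 to 0.16) lay above every wild-type library (-0.24 to -0.20), and the 19 of 200 arrangements as extreme as the data all keep these 12 h groups or swap them. It did so in 12 of 14 UTRs (exact sign-flip permutation p = 0.00903, adjusted p = 0.0538). The Spearman correlation of R and the change in stability was 0.243 over 6375 oligos, which are not independent replicates.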

Finally, oligos that mediated increased neurite enrichment upon TDP-43 loss in the MRPA also showed the largest increases in stability upon TDP-43 loss, and this increase in stability was abrogated upon mutation of their TDP-43 motifs (Fig. 6E). These results connect TDP-43 affinity for unstructured motifs, TDP-43’s ability to modulate RNA stability, and TDP-43-mediated changes in RNA localization. Together, they support a mechanism where RNAs with unstructured TDP-43 motifs are bound by TDP-43 and destabilized. 

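The 518 oligos with a higher LR in knockout cells in the MPRA had a median change in stability of -0.13, against -0.43 for 6165 oligos without a change in LR. The difference was 0.30, and 0.44 in the library medians (two-sided exact permutation p = 0.1, adjusted p = 0.25 over 6 contrasts). Every knockout library lay above every wild-type library at 12 h (-0.11 to 0.18 against -0.47 to -0.44) and at 0 h (-0.17 to -0.15 against -0.28 to -0.26). With these 0 h values, this test could not give a p below 0.1. The difference was above 0 in 9 of 10 UTRs (exact sign-flip permutation p = 0.0254, adjusted p = 0.0538). Over 400 pairs, the wild-type oligos with a higher LR had a median of -0.17 and their mutated counterparts of -0.33, a difference of 0.16, and 0.20 in the library medians (exact permutation p = 0.125). For this contrast too, every knockout library lay above every wild-type library at 12 h (-0.39 to -0.26 against -0.63 to -0.61) and at 0 h. With its 0 h values, p could not fall below 0.1. The 19 oligos with a lower LR had a median of -0.43. The change in stability and the LR change had a Spearman correlation of 0.157 over 6702 oligos, which are not independent replicates. From these comparisons, the paper proposes that TDP-43 binds and destabilizes RNAs with unstructured motifs.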

When TDP-43 is knocked out, that repression is relieved, allowing more of those RNAs to survive long enough to complete the journey to neurites.

### Evidence of loss of TDP-43-mediated regulation of RNA stability in patient samples

In ALS samples, TDP-43 is often aggregated, leading to a loss of function (Suk and Rousseaux, 2020). We wondered whether previously reported changes in RNA stability in ALS patient samples could be linked to signatures of the loss of TDP-43 activity. We used previously reported data in which RNA stability had been measured transcriptome-wide in iPSCs derived from sporadic ALS (sALS) and C9orf72-mediated ALS (C9ALS) using BruChase-seq (Tank et al, 2018). We compared the stability of RNAs in these samples to those from unaffected patient controls. For both sALS and C9ALS, we found a significant positive correlation between the number of TDP-43 motifs in the 3′ UTRs of RNAs and their increase in stability in ALS samples compared to control. In both cases, RNAs with the highest number of TDP-43 motifs in their 3′ UTRs showed the highest increase in stability in disease samples (Fig. EV5B,C).

TDP-43 can also be induced to aggregate by overexpressing it without its self-regulatory endogenous 3′ UTR (Ash et al, 2010; Wils et al, 2010). Even moderate overexpression of wild-type TDP-43 leads to TDP-43 aggregation as well as cellular and organismal phenotypes that mimic those seen in ALS (Yang et al, 2022; Xu et al, 2010). When we looked in previously published stability data from iPSC cells in which TDP-43 had been overexpressed (Tank et al, 2018), we again found that RNAs with the most TDP-43 motifs in their 3′ UTRs showed the greatest increase in stability upon TDP-43 overexpression (Fig. EV5D). These results suggest that loss of TDP-43 function in ALS results in the increased stability of its RNA targets. Given our results linking TDP-43-mediated stability and RNA localization, they further suggest that TDP-43 target RNAs may be mislocalized in ALS samples.

### TDP-43 inhibits RNA localization to axons in primary mouse neurons

As we had established that TDP-43 binding and changes in RNA stability lead to changes in RNA localization in our mouse neuronal cell line, we then asked if these patterns are observed in other systems. One published study reported changes in soma and axon RNA content following TDP-43 knockdown in primary mouse dorsal root ganglia (DRG) (Briese et al, 2020). When we compared this data to our own, we found that the RNAs that showed increased neurite enrichment in TDP-43 knockout CAD neuronal cells also showed axon enrichment following TDP-43 knockdown in the primary DRG data (Fig. 7A). Further, the RNAs that became more axon-enriched after TDP-43 knockdown in the DRG data contained significantly more TDP-43 motifs in their 3′ UTRs than expected (Fig. 7B). These results suggest that CAD cells are generally faithful reporters of RNA localization mechanisms that operate in primary cells, and that, as in CAD cells, TDP-43 binds 3′ UTRs to repress RNA accumulation in the axons of primary neurons.

**Figure 7:**
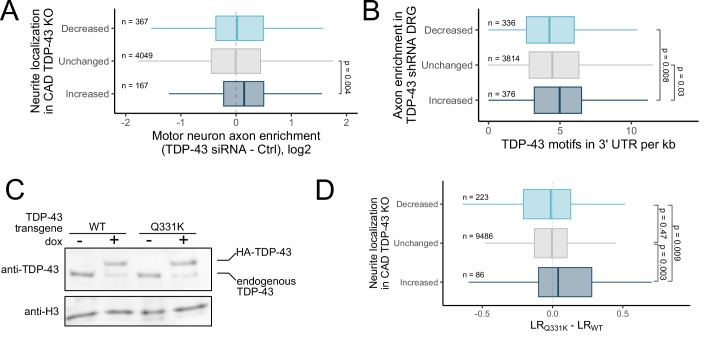
Evidence of TDP-43-mediated RNA localization in other neuronal systems and of its misregulation in ALS samples. (**A**) Changes in axon enrichment in mouse DRG samples following TDP-43 knockdown for RNAs with the indicated changes in localization following TDP-43 knockout in CAD cells. (**B**) TDP-43 motif density in the 3′ UTRs of RNAs with the indicated changes in localization following TDP-43 knockdown in mouse DRG. (**C**) Immunoblot of CAD cells with single copy, site-directed integration of doxycycline-inducible wild-type or Q331K TDP-43 transgenic alleles. (**D**) Changes in neurite RNA localization in cells expressing Q331K TDP-43 compared to wild-type TDP-43 for RNAs with the indicated changes in localization following TDP-43 knockout in CAD cells. *P* values were calculated using Wilcoxon rank-sum tests. For boxplots, centers represent medians, the bounds of boxes represent the 25th and 75th percentiles, and the tips of whiskers represent the value furthest from the bounds of the box that is no more than 1.5 times the interquartile range from the bounds of the box. Source data are available online for this figure.

### TDP-43 inhibits RNA localization to neurites in human motor neurons

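Soma and neurite RNA of iPSC-derived human motor neurons treated with an shRNA against TDP-43 or a scrambled shRNA was sequenced from 3 cultures of each. The authors deposited estimated counts from salmon per transcript, and libraries held between 10117294 and 38848691 of them. The median was 28567187 in scrambled soma, 26653142 in scrambled neurites, 28729970 in knockdown soma and 14742715 in knockdown neurites. No human annotation was used here, so transcripts were tested without summing to genes, and the level of TARDBP is not reported. For each library, the nearest library belonged to its own group for 4 of 12 libraries over the 500 most variable transcripts, and the median Pearson correlation within groups was 0.0987.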

To further probe RNA localization mechanisms in more physiologically relevant systems, we differentiated human motor neurons from iPSCs and quantified their RNA localization patterns by fractionating them into soma and neurite fractions as before (Hudish et al, 2020) (Fig. 1A). To quantify the effect of TDP-43 on RNA localization in this system, we performed this experiment after treating cells with an shRNA targeting TDP-43 or a scrambled control shRNA (Fig. EV6A,B). 

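At an FDR of 0.01 in edgeR's quasi-likelihood test, 1 of 69932 transcripts had a higher LR after knockdown and 1 a lower LR, while 3204 had an unadjusted p under 0.05. With DESeq2, 753 were higher and 761 lower, while with upper-quartile scaling 0 changed and 3494 had an unadjusted p under 0.05. The files do not pair transcript identifiers with gene names. ENST00000379939 was at 108 ± 40.8 CPM (SD, n = 3) in scrambled neurites and at 0 in the 3 knockdown neurite libraries. In soma it was at 81.3 ± 40.4 CPM (SD, n = 3) and 43.1 ± 11.6 CPM (SD, n = 3). ENST00000405240 was at 79.9 ± 58.5 CPM (SD, n = 3) in scrambled soma and at 0 in knockdown soma, with 243 ± 102 CPM (SD, n = 3) and 201 ± 138 CPM (SD, n = 3) in neurites. Both had an adjusted p = 0.00643 in edgeR's quasi-likelihood test, and the LRs of the groups did not overlap (exact permutation p = 0.1). Neither was past the FDR once any of the 3 culture numbers was left out.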

We first verified that TDP-43 loss did not affect differentiation into motor neurons. We found no difference in the expression of a range of pluripotency and neuronal markers between control shRNA and TDP-43 shRNA-treated samples (Fig. EV6C,D). 

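TDP-43 motifs in the 3′ UTRs of the human transcripts were not analysed here, since no human sequence or annotation was used.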

We found that RNAs that became more neurite-enriched following TDP-43 knockdown had significantly more TDP-43 motifs in their 3′ UTRs than expected, again consistent with TDP-43 generally acting to keep RNAs out of neurites (Fig. EV6E).

### ALS-associated mutations in TDP-43 inhibit its ability to regulate RNA localization

Given that mutations in TDP-43 are strongly associated with ALS, we decided to investigate what effects they may have on RNA localization. To do this, we took advantage of TDP-43’s autoregulatory activity to create CAD lines in which the majority of the expressed TDP-43 was either wild-type or contained an ALS-associated mutation (Q331K). Using *cre*-lox recombination, we site specifically integrated a single copy of wild-type or mutant, HA-tagged TDP-43 with a dox-inducible promoter and synthetic 3′ UTR into wild-type CAD cells. Because TDP-43 autoregulates its own expression by binding its 3′ UTR to induce degradation of its RNA (Avendaño-Vázquez et al, 2012), dox-induced expression of the transgene resulted in downregulation of the endogenous alleles (Fig. 7C). The transgene was immune to this regulation as it contained a synthetic 3′ UTR. However, because the transgene is integrated as a single copy, the overall level of TDP-43 remained approximately equal in induced and uninduced cells (Figs. 7C and EV6F,G). Thus, we were able to engineer lines in which we could avoid the overexpression of TDP-43 that can lead to adverse effects (Ash et al, 2010; Wils et al, 2010) but in which the majority of TDP-43 in the cell was either wild-type or Q331K.

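CAD cells expressing wild-type or Q331K TDP-43 from a transgene were fractionated, and soma and neurite RNA of 3 cultures of each was sequenced. Estimated counts were processed as for the knockout cells, with 13940 genes tested. Libraries held between 9783050 and 15870647 estimated counts, with medians of 13984487 and 14911893 in soma and neurites with the wild-type transgene, and of 14390573 and 14291366 with Q331K. Tardbp was at 770 ± 48.9 CPM (SD, n = 3) in soma with the wild-type transgene and 758 ± 42.9 CPM (SD, n = 3) with Q331K. In neurites it was at 804 ± 86.1 CPM and 847 ± 23.7 CPM (SD, n = 3 each), and the LR change of Tardbp was 0.10 (adjusted p = 0.999 in edgeR's quasi-likelihood test). These counts do not tell RNA of the transgene from that of the endogenous alleles. At an FDR of 0.01, 0 genes had a changed LR, and 605 had an unadjusted p under 0.05. Without the filter on low counts, 31 genes had a higher LR and 22 a lower LR, the furthest that an alternative moved these counts. The LRs of the groups did not overlap for 11.4% of tested genes.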

We then fractionated these cells to assay changes in RNA localization between CAD cells expressing wild-type and Q331K TDP-43. In general, the RNAs that became more neurite-enriched in cells expressing Q331K TDP-43 were the same RNAs that became more neurite-enriched in TDP-43 knockout cells, although the effect size was more modest (Fig. 7D). This suggests that Q331K TDP-43 is a partial loss-of-function mutation in the context of RNA localization, consistent with Q331K resulting in at least a partial loss-of-function of other TDP-43 activities (Arnold et al, 2013; Guerrero et al, 2019).

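The 39 genes with a higher LR in knockout CAD cells had a median LR change of 0.08 between Q331K and wild-type TDP-43, against 0.00 for the other genes, and 26 of them (66.7%) were above 0. Per culture, their median LR was -0.09 ± 0.0703 (SD, n = 3) with Q331K and -0.17 ± 0.121 (SD, n = 3) with the wild-type transgene (two-sided exact permutation p = 0.4, adjusted p = 0.9 over 6 set comparisons). In limma's fry test, the adjusted p of this set was 0.285. Without replicate 2, the median was 0.03, with 20 of 39 genes above 0. The 36 genes with a lower LR in knockout cells had a median change of 0.01, with 19 above 0 (exact permutation p = 0.8). The LR changes were 0.38 for Diras1 (standard error 0.233), 0.39 for Wasf3 (standard error 0.194) and -0.02 for Ksr2 (standard error 0.17), each with an adjusted p = 0.999 in edgeR. Across 13798 genes, which are not independent replicates, the Spearman correlation of the Q331K and knockout changes was 0.0332. From the shift of the knockout-sensitive RNAs, the paper proposes that Q331K has a partial loss of the activity that keeps RNAs out of neurites.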

To extend this analysis to human, ALS-relevant samples, we obtained human iPSC lines in which the TDP-43 locus had been engineered to contain Q331K mutations in both alleles. As controls, we also obtained lines in which those mutations had been re-engineered back to wild-type (Ramos et al, 2021). We differentiated these lines into motor neurons and assayed their RNA localization profiles using subcellular fractionation and RNAseq as before. We observed that RNAs that were more neurite-enriched in the Q331K samples relative to controls had significantly more TDP-43 motifs in their 3′ UTRs, consistent with our results in CAD cells (Fig. EV6H). These results suggest that RNAs containing sites of TDP-43 interaction in their 3′ UTRs may be mislocalized in ALS patient samples.

## Discussion

Most of the work done on TDP-43’s impact on RNA metabolism has focused on its ability to regulate alternative pre-mRNA splicing and RNA decay (Ma et al, 2022; Weskamp and Barmada, 2018; Tank et al, 2018). This work has identified connections between TDP-43 regulation of specific RNAs and ALS phenotypes (Ma et al, 2022; Klim et al, 2019). However, as with many RBPs, TDP-43 regulates hundreds of RNAs at multiple points in RNA metabolism, raising the possibility that observed phenotypes may be due to many points of misregulation.

Those studies that have focused on the regulation of RNA trafficking by TDP-43 have generally concluded that TDP-43 promotes RNA transport to neuronal projections. The evidence supporting these conclusions has included the fact that TDP-43 is transported along axons (Fallini et al, 2012) and that knockdown of TDP-43 resulted in decreased transport of RNP granules (Chu et al, 2019). However, from these studies, it was unclear which RNAs, if any, were mislocalized following TDP-43 perturbation. Other studies have found that axonal transcriptomes contain different RNA populations upon TDP-43 perturbation (Nagano et al, 2020; Briese et al, 2020), but it was unclear which of these changes were directly due to the loss of TDP-43 binding on RNAs and which were due to secondary effects of TDP-43 loss.

Here, using a variety of high-throughput and targeted assays, we have found that TDP-43 directly acts to inhibit RNA accumulation in neurites and likely does so through its ability to negatively regulate RNA stability. This is consistent with previous reports of other RBPs that negatively regulate RNA stability, also acting to prevent neurite accumulation of their targets (Loedige et al, 2023; Lo et al, 2025b; Martínez et al, 2019). In the course of these experiments, we tested TDP-43’s ability to regulate the localization of thousands of discretely defined sequences drawn from endogenous 3′ UTRs using a massively parallel reporter assay. We then tested TDP-43’s ability to bind and regulate the stability of those exact same sequences using RNA Bind-n-seq and SLAM-seq, respectively. Because we performed all three of these assays on the same pool of discretely defined RNA sequences, we were able to make inferences about the interconnectedness of the three processes. We envision this approach as a powerful one for future studies of RBP activity.

Clear links have been made between the misregulated splicing of specific transcripts that arise due to TDP-43 loss of function and ALS phenotypes (Ma et al, 2022; Klim et al, 2019). However, the contribution that RNA mislocalization makes to ALS phenotypes, if any, is still unknown. Although mutations in a number of RBPs that regulate RNA localization are associated with a variety of neurologic diseases (Wang et al, 2016), it has been difficult in mammals to assign phenotypic consequences to the mislocalization of specific RNAs. By identifying *cis-*elements within RNAs that regulate their localization through the activity of specific RBPs, we hope that the work presented here will inform future experiments that will perturb the trafficking of specific RNAs, allowing the formation of mechanistic connections between RNA transport and neurological phenotypes.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
CAD loxP cells (*Mus musculus*)	Khandelia et al, 2011	
N2A loxP cells (*Mus musculus*)	Khandelia et al, 2011	
Healthy hPSCs (*Homo sapiens*)	Taylor et al, 2018	
Q331K mutant iPSCs (*Homo sapiens*)	Jackson Laboratory	JIPSC001064
Revertant WT iPSCs (*Homo sapiens*)	Jackson Laboratory	JIPSC001104
**Recombinant DNA**		
pRD-RIPE	Khandelia et al, 2011	
pBT140	Miyamichi et al, 2011	https://www.addgene.org/27493/
pCMV-GFP	Matsuda and Cepko, 2004	https://www.addgene.org/11153/
pGEX-GST-SBP		
**Antibodies**		
Anti-TDP-43	Proteintech	#10782-2-AP
Anti-HA	GenScript	#A01244
Anti-histone H3	Abcam	#10799
Anti-Kif5a	Millipore-Sigma	MAB1614
Anti-mouse AF488-conjugated Fab	Cell Signaling Technologies	# 4408S
Anti-beta-actin	Cell Signaling Technologies	#4970
HRP-conjugated secondary	Invitrogen	#31460
Anti-SMI-32	Biolegend	#801702
Anti-HB9	DSHB	#81.5C10
Anti-ISL-1	Millipore	#AB4326
Anti-bIII-Tubulin	Cell Signaling Technologies	#5568
**Oligonucleotides and other sequence-based reagents**		
sgRNAs	This study	Dataset EV7
PCR primers	This study	Dataset EV7
smFISH probes	This study	Dataset EV6
qPCR probes	Integrated DNA Technologies	Dataset EV7
MPRA oligos	This study	Supplementary file 1
shRNAs	This study	Dataset EV7
**Chemicals, enzymes, and other reagents**		
DMEM/F12	Gibco	#11320-033
Equalfetal	Atlas Biologicals	#EF-0500-A
Penicillin–streptomycin solution	Gibco	#15140122
Lipofectamine LTX reagent	Invitrogen	#15338100
Optimem	Gibco	#31985070
Puromycin hydrochloride	Cayman Chemical Company	#13884
1 M Tris/HCl	Affymetrix	#22G38
0.5 M EDTA	Invitrogen	#AM9261
SpCas9 2NLS Nuclease (300 pmol)	Syntego	N/A
G418	Gibco	#10131027
PureLink Genomic DNA Mini kit	Invitrogen	#K182002
Transwell membranes, 1 µm pores	Corning	#353102
Doxycycline	Fisher Scientific	#AAJ6042203
Quick RNA Micro Kit	Zymo	#R1051
KAPA mRNA Hyperprep library kit	Roche	#08098123702
22 mm Poly-D-lysine-coated coverslips	neuVitro	#H-22-1.5-PDL
Formaldehyde	Fisher Scientific	#BP531-500
Triton-X100	VWR	#80503-490
PBS	Cytiva	#SH30256.FS
BSA	Fisher Scientific	#1265925GM
coverglass	Globe Scientific	#1380-20
Fluoromount G	Southern Biotech	#0100-01
18 mm PDL-coated coverglass	neuVitro	#H-18-1.5-PDL
Ethanol	VWR	#EM-EX0276-3S
SSC	Fisher Scientific	#15557044
Formamide	Sigma-Aldrich	#F7503-100ML
smFISH hybridization buffer	Biosearch Technologies	#SMF-HB1-10
CellBrite® Fix 488	Biotium	#30090-T
DAPI	Invitrogen	#P36935
LunaScript RT SuperMix	New England Biolabs	#E3010
PrimeTime® Gene Expression Master Mix	Integrated DNA Technologies	#1055772
Kapa HiFi HotStart DNA Polymerase	Kapa Biosystems	#KK2601
Exonuclease I	New England Biolabs	#M0293S
AxyPrep MAG PCR Clean-Up	Axygen	#MAG-PCR-CL-5
BstXI	New England Biolabs	#R0113
Zymoclean Gel DNA Recovery Kit	Zymo Research	#D4008
Gibson Assembly Master Mix	New England Biolabs	#E2611L
MegaX DH10B T1R Electrocompetent Cells	ThermoFisher	#C640003
ZymoPURE Plasmid Maxiprep kit	Zymo Research	#D4203
SuperScript IV Reverse Transcriptase	ThermoFisher	#18090200
RNAse H	New England Biolabs	#M0297S
RNaseA/T1	Thermo Fisher Scientific	#EN0551
Zymo DNA Clean & Concentrator kit	Zymo	#D4013
Qubit dsDNA HS Assay Kits	ThermoFisher	#Q32854
D1000 ScreenTape	Agilent	#5067-5582
Rosetta cells	Sigma-Aldrich	#70953
Ampicillin	Sigma-Aldrich	#A0166-5G
Chloramphenicol	Sigma-Aldrich	#C0378-5G
Isopropyl β-d-1-thiogalactopyranoside	Sigma-Aldrich	#I5502-1G
Pierce™ protease inhibitor mini tablet, EDTA-free	Thermo Scientific	#A32955
benzonase nuclease	Millipore	#E1014
RQ1 RNAse-Free DNAse	Promega	#M6101
Glutathione Agarose	Thermo Scientific	#16101
Pierce BCA Assay Kit	Thermo Scientific	#23208
Phusion Polymerase	New England Biolabs	#M0530
Qiagen Gel Extraction kit	Qiagen	#28704
High Capacity T7 In vitro transcription kit	Promega	#P1320
SUPERase IN	Invitrogen	#AM2694
Dynabeads MyOne Streptavidin T1	Invitrogen	#65602
magnetic stand	Invitrogen	#12321D
Amicon Ultra 10 kDa centrifugal filter unit	Millipore	#UFC8010
SuperScript III Reverse Transcriptase	Invitrogen	#18080044
Phusion Polymerase	New England Biolabs	#M0530
Cultrex ReadyBME	Biotechne	#3434-050-RTU
mTeSR Plus media	STEMCELL Technologies	#05826
Rock Inhibitor Y-27632	Tocris	#1254
KO DMEM	Gibco	#10829018
Glutamax	Gibco	#35050061
N2-A Supplement	STEMCELL Technologies	#07152
N21	Biotechne	#AR008
Vitamin C	Sigma	#49752
Compound C	STEMCELL Technologies	#72102
SB431542	STEMCELL Technologies	#72234
CHIR99021	STEMCELL Technologies	#72054
SAG	Cayman	#11914
TTNPB	Tocris	#0761
TrypLE	Thermo Fisher	#12604021
Cryostor 10	Biolife Solutions	#210502
poly-l-lysine	Sigma-Aldrich	#P4707
Matrigel	Corning	#354277
deep well 6-well cell culture plates	Corning	#353502
non-essential amino acids	Gibco	#11140
BDNF	STEMCELL Technologies	#78005
GDNF	STEMCELL Technologies	#78058
gamma-secretase inhibitor	ASIS	#0149
12 mm PDL-coated coverglass	neuVitro	#H-12-15-PLL
12-well plate	Falcon	#351143
Polybrene	VectorBuilder	N/A
Puromycin	Thermo	#A1113803
RIPA lysis buffer	Millipore	#20-188
EDTA-free protease inhibitor	Roche	#4693159001
phosphatase inhibitor	Roche	#04906837001
nitrocellulose membrane	BioRad	#1620112
Clarity Western ECL Substrate	BioRad	#1705061
CAS buffer	Invitrogen	#008120
4-thiouridine	Sigma-Aldrich	#T4509-25MG
DNase	New England Biolabs	#M0303
**Software**		
cutadapt	Martin, 2011	https://cutadapt.readthedocs.io/en/stable/
salmon	Patro et al, 2017	https://github.com/COMBINE-lab/Salmon
tximport	Soneson et al, 2015	https://bioconductor.org/packages/release/bioc/html/tximport.html
DESeq2	Love et al, 2014	https://www.bioconductor.org/packages/release/bioc/html/DESeq2.html
xtail	Xiao et al, 2016	https://github.com/xryanglab/xtail
ICY bioanalysis	de Chaumont et al, 2012	https://icy.bioimageanalysis.org/
FISH-quant	Mueller et al, 2013	https://code.google.com/archive/p/fish-quant/
Oligonucleotide design for MPRA	https://github.com/TaliaferroLab/OligoPools/blob/master/makeoligopools/OligoPools_shortstep_260nt.py	
UMIsperOligo	https://github.com/TaliaferroLab/OligoPools/blob/master/analyzeresults/UMIsperOligo.py	
ViennaRNA 2.4.6	Lorenz et al, 2011	https://bioconda.github.io/recipes/viennarna/README.html
Fiji	https://imagej.net/software/fiji/	
PIGPEN	https://github.com/TaliaferroLab/OINC-seq/blob/master/getmismatches_MPRA.py	
**Other**		
Neon transfection system	ThermoFisher	MPK5000, MPK1025, MPK1096, MPK10025, MPK10096
MoFlo XDP100 cell sorter	Beckman Coulter	
M7000 widefield benchtop microscope	EVOS	
CFX-Opus 384 thermocycler	BioRad	
GenePulser electroporator	BioRad	
Tapestation	Agilent	
ÄTKA Pure HPLC	Cytiva	
ABLE system spinner flasks	Reprocell	ABBWVS03A-6
orbital shaker	Benchmark Scientific	#BT4001
GeneGnome XRQ	Syngene	
Confocal microscope with 63X objective	Leica	

### Cell culture

CAD cells were grown in DMEM/F-12 (Gibco, #11320-033) supplemented with 10% Equafetal (Atlas Biologicals, #EF-0500-A) and 1% penicillin–streptomycin solution (Gibco, #15140122). The cells were grown in a humidified incubator at 37 °C and 5% CO_2_. Cells were screened for mycoplasma and found to be negative.

### Creation of TDP-43 inducible knockout cell lines

Since TDP-43 is an essential protein in many cell lines, we devised a strategy to generate doxycycline-sensitive conditional knockout TDP-43 CAD and N2A cell lines. First, we designed an HA-tagged TDP-43 transgene with multiple silent mutations in two sgRNA binding sites and PAM sites, such that the transgene is immune to gRNA cutting. In addition, the gRNA-resistant TDP-43 ORF was followed by T2A and Neomycin resistance gene, ending with 3′-UTR of TDP-43. This transgene was cloned into a modified version of pRD-RIPE (Khandelia et al, 2011) that was changed to be dox-off instead of dox-on. Cells were co-transfected with this plasmid mixed with 1% of plasmid expressing Cre recombinase, pBT140 (Miyamichi et al, 2011). To transfect one well of a 6-well plate, 1.5 μg of reporter plasmid and 15 ng of Cre-plasmid was mixed with 3 μl Lipofectamine LTX reagent (Invitrogen, #15338100), 1.5 μl PLUS reagent, and 100 μl Opti-MEM (Gibco, #31985070) following the manufacturer’s protocol. These cells were incubated with the transfection mixtures for 24 h. Media was then changed, and the cells were allowed to rest for another 24 h. They were then selected with 2.5 μg/mL puromycin (Cayman Chemical Company, #13884) to generate stable lines.

CAD and N2A lines with the gRNA-resistant HA-tagged TDP-43-T2A-Neo transgene stably integrated were then treated with sgRNAs to target endogenous TDP-43 alleles. Two sgRNAs that target exon 2 and exon 6, respectively (ACCAUCAGAAGACGAUGGGA and CUCCACCCAUAUUACCACCC) were obtained from Synthego and dissolved in 1× TE buffer (10 mM Tris (Affymetrix, 22G38), 1 mM EDTA (Invitrogen, AM9261)) at a final concentration of 100 μM. Purified Cas9 protein was also obtained from Synthego. RNP complexes were assembled using a 3:1 molar ratio of sgRNA:Cas9 at room temperature for 15 min. The RNP complexes were then co-electroporated with a plasmid encoding GFP into CAD cells using the Neon transfection system (ThermoFisher) using the following settings: 1400 V, 1 pulse for 30 ms. The cells were allowed to recover for 72 h, and then GFP-positive single cells were isolated using a MoFlo XDP100 cell sorter (Beckman Coulter). The single cells were allowed to grow undisturbed for 2 weeks in the presence of G418 (Gibco, 10131027) (800 µg/ml) and then expanded for screening.

### Screening of CRISPR clones

Genomic DNA from single-cell clones was isolated using the PureLink Genomic DNA Mini kit (Invitrogen, #K182002). The clones were initially screened for the deletion of a portion of the TDP-43 coding sequence by PCR using primers flanking the gRNA target sites in exon 2 and exon 6.

Integration of the TDP-43 transgene and confirmation of the KO were assayed by western blot by using antibodies against TDP-43 (Proteintech, #10782-2-AP, 1:10,000 dilution), HA tag (transgene, GenScript, #A01244, 1:10,000 dilution), and histone H3 (loading control, Abcam, #10799, 1:10,000 dilution).

KO cells are maintained in DMEM/F-12 with 10% Equalfetal and 1% Penicillin–Streptomycin solution supplemented with 2.5 μg/mL puromycin.

Lastly, once clones with no endogenous expression of TDP-43 were selected, the TDP-43-T2A-Neo transgene cassette was switched using RMCE with a similar plasmid. This plasmid contained a blasticidin resistance gene instead of puromycin resistance and contained the same TDP-43 transgene and its endogenous 3’ UTR but lacked the T2A-Neo resistance gene. The cells were selected in blasticidin (5 µg/ml) and expanded in blasticidin.

### Subcellular fractionation into soma and neurite samples

All subcellular fractionations were performed as in (Arora et al, 2021). Briefly, cells were plated at 90% confluency in complete media on transwell membranes with 1 µm pores (Corning, #353102). Cells were allowed to attach for 1 h, then media was replaced with serum-free media or serum-free media with 1 μg/mL doxycycline to turn off TDP-43 expression. 48 h later, cells were fractionated by scraping the top of the membranes with a cell scraper to remove soma, while neurites remained stuck to the underside of the membrane. RNA was then isolated from each fraction using a Quick RNA Micro Kit (Zymo, #R1051).

### Sequencing of endogenous RNA samples

For the sequencing of endogenous RNA samples, 100 ng of total RNA was prepared into RNAseq libraries using the KAPA mRNA Hyperprep library kit (Roche, #08098123702). Libraries were amplified using 16 PCR cycles.

### Analysis of soma and neurite endogenous RNA samples

Read sequences were trimmed of adapters using cutadapt (Martin, 2011). Transcript abundances were calculated using Salmon (Patro et al, 2017), and gene-level abundances were quantified using tximport (Soneson et al, 2015). Reads were quantified against the mm10 genome and Gencode version 17. Differentially abundant RNAs between soma and neurite fractions were identified using DESeq2 (Love et al, 2014). RNAs with different neurite enrichments between genotypes were identified using xtail (Xiao et al, 2016).

### Analysis of neurite lengths

To measure the neurite length of CAD TDP43 DOX-OFF cells with +/− dox treatment, ~200,000 cells were seeded into each well of a CellTreat six-well tissue culture plate with 22 mm Poly-D-lysine-coated coverslips (Neuvitro, CAT# H-22-1.5-PDL) placed within the wells. Cells were incubated at 37 C with 5% CO_2_ for 1 h in complete F12:DMEM growth media, after 1 h, growth media was then replaced with serum-free F12:DMEM media for 48 h to induce neurite differentiation and +/− dox treatment to turn off TDP-43 expression. 48 h post differentiation, cells were washed with PBS −/− then fixed with 3.7% formaldehyde in PBS −/− for 15 min. After fixation, cells were washed with PBS −/− then permeabilized with 0.1% Triton-X100 for 5 min, followed by washing the cells with PBS −/−. After permeabilization, cells were blocked with 3% BSA (Fisher Scientific, CAT# 1265925GM) in PBST 0.05% for 30 min at room temperature. Cells were then incubated with the Mouse monoclonal anti-Kif5a antibody (1:1000 dilution, Millipore-Sigma, CAT# MAB1614) in blocking buffer overnight at 4 °C. Kif5a antibodies were used since this motor protein provides clear visualization of the complete neurite length. Cells were then washed 3 times with PBST 0.05% for 5 min increments. After washing, cells were incubated with the anti-mouse AF488-conjugated Fab fragment (1:1000 dilution, Cell Signaling Technologies, CAT# 4408S) secondary antibody in blocking buffer for 1 h at room temperature. Cells were then washed again with PBST 0.05% three times for 5 min increments and maintained in PBS −/− until mounting. To mount the coverslips to the coverglass (Globe Scientific, CAT# 1380-20), immunostained coverslips were mounted with 20 μL Fluoromount G (Southern Biotech, CAT# 0100-01) for 20 min at room temperature. Coverslips were secured to the coverglass using nail polish on four regions of the coverslip for 30 min at room temperature. Immunostained cells were imaged on the EVOS M7000 widefield benchtop microscope with the ×10 objective using the GFP (470/525 nm) filter set. Three fields of view were imaged per +/− dox treatment. Fields of view were saved as TIFF files to retain pixel sizes and proper image formatting for accurate micron distances.

To analyze +/− dox-treated anti-Kif5a labeled neurite lengths, the open-source ICY bioanalysis software was utilized (de Chaumont et al, 2012). EVOS TIFF files were loaded onto ICY, and neurite lengths were analyzed using the polyline 2D ROI detection tool to manually measure the length of neurites (base of the neurite/soma region to the end of the neurite synapse) within the image field. The polyline 2D ROI detection method allows the user to accurately draw a 2D line with multiple nodes to allow accurate detection of neurite lengths. Long neurites (>20 μm) were quantified with the polyline 2D ROI tool with. Cells with multiple neurites were also analyzed, but soma projections/dendrite-like projections were not quantified (most cells have only 1 neurite). To derive the neurite lengths from the ROIs, the ROI statistics tool was used with the perimeter function to derive the micron distance per neurite analyzed. Neurite lengths were statistically measured using the Wilcoxon non-parametric test.

### Visualization of RNA localization using single-molecule RNA FISH

CAD TDP-43 KO cells were plated on PDL-coated glass coverslips (neuVitro, H-18-1.5-PDL) that fit within 12-well plates at 4.0 × 10^4^ cells per well in full growth media or full growth media with 2.0 µg/mL doxycycline for 3 h to allow cells to attach to the coverslip. Media was removed and replaced with serum-free media or serum-free media with 2.0 µg/mL doxycycline to induce neurite differentiation for 48 h. The media was aspirated, and cells were washed once with 1× PBS. Cells were fixed in 3.7% formaldehyde (Fisher Scientific, #BP531-500) in PBS for 10 min at room temperature and then washed twice with 1× PBS. Cells were permeabilized with cold 70% ethanol (VWR, #EM-EX0276-3S) for 2 h at 4 °C. The cells were washed with freshly prepared wash buffer (2X SSC (Fisher Scientific, #15557044) and 10% formamide (Sigma-Aldrich, #F7503-100ML) in water) at room temperature for 15 min. In the meantime, the smiFISH probes for each gene were hybridized to the fluorescent Y Flap using the protocol from Tsanov et al, 2016 (Tsanov et al, 2016). *Diras1* and *Ksr2* probe sets each included 48 probes (Dataset EV6).

After hybridization, the probe/flap hybridization product was spun in a benchtop centrifuge for 60 s. Per coverslip, 2 μl (0.833 µM) of smFISH probe was added to 100 μl of smFISH hybridization buffer (Biosearch Technologies, SMF-HB1-10) for each condition and gene. A hybridization chamber was prepared using an empty tip container, wrapped in tinfoil with parafilm and wet paper towels inside the box to retain moisture. 100 μl of the probe-containing hybridization solution was added to the parafilm. The coverslip was then placed on top of this droplet of hybridization buffer with the cell side down. The hybridization chamber with the coverslips was incubated at 37 °C overnight (15–18 h). The coverslips were transferred to a fresh 12-well plate with the cell side up and incubated twice with freshly prepared wash buffer for 45 min at 37 °C. The second wash included a membrane dye (CellBrite® Fix 488, Biotium, #30090-T). Then, the slides were incubated with wash buffer including DAPI (100 ng/mL) at 37 °C for 30 min. Slides were washed twice with PBS for 5 min at room temperature. Coverslips were then mounted onto slides with Fluoromount G (SouthernBiotech, #0100-01) and sealed with nail polish.

Slides were imaged at ×63 with consistent laser intensity and exposure times across samples. DAPI was imaged with an exposure of 100 ms. Membrane dye was used to find cells and was imaged in the FITC channel with an exposure of 100 ms. FISH probes were visualized in the TRITC channel with an exposure of 1500 ms. Z stacks were collected of ~24 images, 0.4 µm apart.

### Analysis of smFISH data

FISH-quant was used to quantify neuronal projection enrichment of smFISH spots as previously described (Arora et al, 2022). Briefly, outlines were drawn in the FITC channel visualizing the cell membrane. Two outlines were drawn per cell: soma and neuronal projection. Prior to quantification, identified smFISH spots were thresholded for intensity, sphericity, amplitude, and position. Transcript enrichment was quantified by the total number of spots in the projection of cells over the total number of spots in the soma.

### Assaying RNA localization of single-defined reporter transcripts via RT-qPCR

Three wells of the six-well plate served as one replicate for the RT-qPCR experiments. Cells were transfected, plated, and fractionated as previously described. 100 ng of RNA from each soma and neurite sample were reverse transcribed using LunaScript RT SuperMix (New England Biolabs, #E3010) in a 10 μL reaction volume following the manufacturer’s instructions. The resulting cDNA was then diluted to 20 μL total volume using nuclease-free water. 2 μL of diluted cDNA is used as the template for qPCR to estimate the abundances of Firefly and Renilla reporter transcripts in the soma and neurite fractions. The qPCR reaction was performed using PrimeTime® Gene Expression Master Mix (Integrated DNA Technologies, #1055772) with differently labeled probe sets for each pair of transcripts, allowing the quantification of two transcripts in the same reaction. Firefly probe sets (Integrated DNA Technologies) are HEX labeled, while Renilla probe sets (Integrated DNA Technologies) are FAM labeled.

The observed Ct values of the transcripts were within the recommended dynamic range of the assay. Reactions were carried out using a CFX-Opus 384 thermocycler with the following conditions: UNG activation at 50 °C for 2 min, followed by polymerase activation at 95 °C for 30 s and 40 cycles of 95 °C for 5 s, and 60 °C for 30 s. Finally, a melting curve was performed by incubating samples at 65 °C for 15 s followed by a temperature gradient increase at 0.5 °C/s to 95 °C. Each sample was measured with three technical replicates. To ensure no contamination, no reverse transcriptase, and no template controls were performed. Fold enrichment was calculated using the ΔΔCt method. MIQE guidelines were followed for all qPCR experiments.

### Oligonucleotide design for MPRA

The code for designing the MPRA oligos is available at https://github.com/TaliaferroLab/OligoPools/blob/master/makeoligopools/OligoPools_shortstep_260nt.py. This script designed 260 nt oligonucleotides with a step size in between neighboring oligonucleotides of 6 nt. For a given gene, oligonucleotides were designed against the 3′ UTRs of all protein-coding transcripts with well-defined 3′ ends (as defined as not having the ‘cds_end_NF’ or ‘mRNA_end_NF’ tags). The polyA site of the UTR was also required to be positionally conserved in humans. This was assessed by getting the syntenic region surrounding the mouse polyA site in the human genome using UCSC liftOver. A polyA site was defined as conserved if there was a polyA site within 200 nt of the corresponding region of the human genome. Additionally, UTRs longer than 10 kb were excluded. Any oligo with a TDP-43 motif (defined as GUGUG, UGUGU, or GUAUG) also had a companion oligo in which those motifs were mutated (to CACAC, ACACA, and CAUAC, respectively).

UTRs of multiple filter-passing transcripts for a single gene were merged together to create a meta-UTR. Oligonucleotides were then designed against this meta-UTR with the addition of 260 nt upstream and downstream of the beginning and end of the UTR in order to give full coverage of the ends of the UTR with multiple oligonucleotides. 20 nt PCR handles were then added to the ends of every oligonucleotide. The pool of oligonucleotides was synthesized by Twist Biosciences.

### Creation of MPRA plasmid pool

The oligonucleotide pool containing the MPRA oligos was obtained from Twist Bioscience and resuspended in 10 mM Tris–EDTA buffer, pH 8.0 to a concentration of 10 ng/μl. The pool was amplified by performing 8 PCR reactions 50 μl each, using Kapa HiFi HotStart DNA Polymerase (Kapa Biosystems, #KK2601) according to the manufacturer’s instructions. A total of 20 ng of the original pool was used as the input DNA template in the 8 PCR reactions with 15 amplification cycles. Following amplification, the PCR reaction was treated with Exonuclease I, at 37 °C for 2 h to digest the single-stranded template and primers. The DNA was then purified using 0.8X magnetic beads from Axygen (AxyPrep MAG PCR Clean-Up, #MAG-PCR-CL-50) according to the manufacturer’s protocol.

The pCMV-GFP reporter plasmid was linearized by digesting it with BstXI (NEB, #R0113) at 37 °C for 4 h to clone the library into the 3′-UTR of GFP reporter. Digested plasmid DNA was gel extracted using Zymoclean Gel DNA Recovery Kit (Zymo Research, #D4008). The digested plasmid and amplified DNA library were ligated using Gibson Assembly reaction (NEB) using the insert:vector molar ratio of 4:1 at 50 °C for 1 h. The cloned reporter plasmid (∼200 ng DNA) was ethanol precipitated to get rid of excess salts and was then transformed into Escherichia coli using MegaX DH10B T1R Electrocompetent Cells (ThermoFisher, #C640003), using a Biorad GenePulser electroporator. The transformed cells were grown in recovery medium at 37 °C for an hour and then plated on pre-warmed Luria broth (LB) agar-Carbenicillin 15-cm plates and incubated at 37 °C overnight. The next day, the colonies were harvested from the plates using LB medium and a spreader. The bacterial culture was then centrifuged at 4000 rpm for 20 min. The reporter plasmid libraries were purified using ZymoPURE Plasmid Maxiprep kit (Zymo Research, #D4203). Restriction digestion was performed to confirm that the plasmid library contains only a single insert of the right size.

### Assaying TDP-43-dependent RNA localization via MPRA

Cells for MPRA were transfected at 80% confluence in a T-75 flask with 15 μg of the MPRA plasmid pool, 48 μL Lipofectamine LTX reagent (Invitrogen, #15338100), 24 μL PLUS reagent, and 1.2 mL of Opti-MEM following the manufacturer’s protocol. Cells were incubated with the transfection mixtures for 2–6 h, followed by a media change. Twenty-four hours later, media was changed again, and 1 μg/mL doxycycline was added. Twenty-four hours later, cells were plated on Transwell membranes and fractionated as in (Arora et al, 2022).

As in (Arora et al, 2022), 500 ng total RNA from each soma and neurite fractions was taken to synthesize into cDNA in a 20 μl reaction using SuperScript IV Reverse Transcriptase (ThermoFisher, #18090200) according to the manufacturer’s protocol, with primers specific to Firefly and GFP CDS containing an 8-nt unique molecular identifier (UMI) and a partial Illumina read 1 primer sequence. The incubation time at extension step (55 °C) was increased to an hour. Post reverse transcription, 1 μL each of RNAse H and RNaseA/T1 mix was added directly into the RT-reaction and incubated at 37 °C for 30 min to digest the remaining RNA and RNA:DNA hybrids. The cDNA was purified using Zymo DNA Clean & Concentrator kit (Zymo, #D4013) using 7:1 excess of DNA-binding buffer recommended for binding ssDNA.

For library preparation, each purified reporter cDNA reaction was split into five PCR reactions (4 μl cDNA/PCR) and amplified using a reporter specific forward primer with Illumina sequencing adapters and a reverse primer binding the partial Illumina read 1 sequence with the remaining sequencing adapters using Kapa HiFi HotStart DNA Polymerase (Kapa Biosystems, #KK2601) using 18× cycles for GFP and 23× for Firefly reporter. The five PCR reactions per sample were pooled together and purified using the double SPRI beads protocol. In the first purification round, 0.5× SPRI beads were used to get rid of longer DNA products. The supernatant from this purification was then removed, and additional SPRI beads were added to bring the final overall concentration to 0.8×. DNA bound to these beads was then washed and eluted. The library was quantified using Qubit dsDNA HS Assay Kits (ThermoFisher, #Q32854), and the size of the library was verified using Tapestation (Agilent D1000 ScreenTape, #5067-5582).

### Analysis of MPRA results

Adapters were removed from reads using cutadapt (Martin, 2011). Specifically, the sequences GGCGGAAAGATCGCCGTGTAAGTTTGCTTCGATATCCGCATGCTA and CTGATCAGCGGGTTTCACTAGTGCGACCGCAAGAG were trimmed from the 5′ ends of the forward and reverse reads, respectively. The trimmed reads were then aligned to the reference oligonucleotide sequences using bowtie2 and the following parameters: -q –end-to-end –fr –no-discordant –no-unal -p 4 -x Bowtie2Index/index -1 forreads.fastq -2 revreads.fastq -S sample.sam. Typically, 99% of reads had the expected adapters, and 95% of those aligned to the reference oligonucleotides.

The number of unique UMIs (the first 8 nt of the reverse read) for each reference oligonucleotide was then calculated using https://github.com/TaliaferroLab/OligoPools/blob/master/analyzeresults/UMIsperOligo.py. These UMI counts were then given to DESeq2 (Love et al, 2014) to quantify oligonucleotide abundances in each sample and identify oligonucleotides enriched in soma or neurite samples.

### In silico folding of MPRA RNA sequences

RNA sequences were folded using ViennaRNA 2.4.6 (Lorenz et al, 2011). For each 260mer, 80 nt windows were folded at a time, with windows sliding 10 nt across the sequence. For each position, basepair probabilities were then recorded as the summed probability that the base was paired to any other base in the sequence.

### Expression and purification of recombinant TDP-43

Plasmid (pGEX-GST-SBP) containing TDP-43 (residues 1–414, UniProtKB Q13148) was transformed into Rosetta cells (Sigma-Aldrich, #70953) and grown in LB media with 100 mg/mL ampicillin and 25 mg/mL chloramphenicol at 37 °C until reaching an optical density of ~0.8. Cultures were cooled to 4 °C and induced with 0.5 mM Isopropyl β-d-1-thiogalactopyranoside (IPTG) for ~16 h at 16 °C at which point cells were harvested by centrifugation at 4000 × *g* for 13 min at 4 °C. Cell pellets were resuspended in lysis buffer (1% TritonX-100, 5 mM DTT, 4 mM MgCl_2_, 200 mM NaCl, 20 mM HEPES, 1 tablet of Pierce™ protease inhibitor mini tablet, EDTA-free (Thermo Scientific, #A32955) per 2 liters of culture). Lysates were sonicated and subsequently incubated at 25 °C for 15 min with 250 units of benzonase nuclease (Millipore, #E1014) and 3 units of RQ1 RNAse-Free DNAse per liter of culture. Following nuclease treatment, lysate was centrifuged at 17,500 × *g* for 30 min, and the supernatant was collected. The supernatant was incubated for 1 h at 4 °C with Glutathione Agarose (Thermo Scientific, #16101) beads to capture GST-tagged TDP-43. Protein-bound beads were washed three times with wash buffer (0.1% TritonX-100, 200 mM NaCl, 20 mM HEPES, 3.5 mM EDTA). Protein was eluted with cleavage buffer (10% glycerol, 5 mM DTT, 100 mM NaCl, 20 mM HEPES, 0.01% TritonX-100, 1 mg/mL in-house PreScission Protease) for ~1.5 h at 25 °C. To improve purity, cleaved proteins were passed through a heparin column on a ÄTKA Pure HPLC in a low salt buffer (50 mM NaCl, 50 mM HEPES) and high salt buffer (1 M NaCl, 50 mM HEPES), and relevant fractions were pooled. Triton and glycerol were spiked in for a final concentration of 0.01% and 3%, respectively. Protein was concentrated using an Amicon Ultra 10 kDa centrifugal filter unit (#UFC8010), and final concentration and quality were determined by Pierce BCA Assay Kit (Thermo Scientific, #23208) and SDS–PAGE followed by Coomassie staining for visualization.

### Generation of RNA pool for RBNS

Using the plasmid library pool described above, we designed primers to amplify inserted fragments and simultaneously add Illumina 5’ and 3’ adapters as well as a T7 promoter. This procedure was done using the following primers:

FWD:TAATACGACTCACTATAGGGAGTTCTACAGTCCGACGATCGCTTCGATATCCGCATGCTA

REV: 5’ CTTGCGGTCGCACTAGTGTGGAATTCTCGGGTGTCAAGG.

PCR cycles were kept to ×10–12 and amplification was carried out with Phusion Polymerase (NEB, #M0530) per the manufacturer’s specifications. PCR products were resolved on a 2% agarose gel, the product of the correct size excised, and purified using a Qiagen Gel Extraction kit (Cat. #28704). Purified PCR products were used for in vitro transcription using the Promega High Capacity T7 In vitro transcription kit (Cat. #P1320) following the manufacturer's protocols with but with the reaction running for 18 h at 42 °C. RNAs were DNAse (RQ1) treated and purified as previously described (Dominguez et al, 2018).

### Quantification of TDP-43 binding to RNA with RNA-bind-n-seq

Recombinant SBP-tagged TDP-43 was diluted to target concentrations in binding buffer (25 mM Tris-HCl, 150 mM KCl, 3 mM MgCl_2_, 500 mg/mL BSA, 20 units/mL SUPERase IN (Invitrogen)). Dynabeads MyOne Streptavidin T1 (Invitrogen, #65602) beads were washed thoroughly with binding buffer before incubation with recombinant SBP-tagged TDP-43 for 30 min at 4 °C. Unbound protein was then removed using a magnetic stand (Invitrogen, #12321D), and protein-beads complexes were resuspended with binding buffer. The MPRA pool with natural TDP-43 targets was added for a final concentration of 500 nM and incubated for 1 h at 4 °C. Following incubation, protein-bound RNAs were washed 3 times with wash buffer (25 mM Tris-HCl, 150 mM KCl, 20 units/mL SUPERase IN (Invitrogen)), and washes were performed on a magnetic stand. Samples were eluted twice with elution buffer (4 mM biotin, 25 mM Tris-HCl) for 30 min at 37 °C, and eluates were combined. Eluted RNAs were further purified by phenol–chloroform extraction and ethanol precipitation. Isolated RNA was subjected to reverse transcription (SuperScript III Reverse Transcriptase, Invitrogen #18080044) and PCR (Phusion Polymerase, NEB #M0530)) amplified following the same procedures as previously described (Dominguez et al, 2018). RBNS experiments were done in duplicate with two independent protein batches and at three different protein concentrations (500, 50, and 5 nM).

### Analysis of RBNS results

RBNS reads were analyzed and assigned to oligos as in the MPRA experiment. Specifically, adapters were trimmed using cutadapt (Martin, 2011), and reads were then assigned to oligo sequences using bowtie2 with the following parameters: -q –end-to-end –fr –no-discordant –no-unal -p 4 -x Bowtie2Index/index -1 forreads.fastq -2 revreads.fastq -S sample.sam. Oligo abundances were then normalized by the total number of mapped reads in each sample, and R values were calculated by dividing normalized abundances in a given sample to those in the input sample.

### Human pluripotent stem cell culture and motor neuron differentiation

Human pluripotent stem cells (hPSC) were cultured on Cultrex ReadyBME (Biotechne, #3434-050-RTU) in mTeSR Plus media (STEMCELL Technologies, #05826) at 37 °C in a humidified 5% CO2 atmosphere. hPSCs employed here, have been a derivation from a healthy individual as previously described (Taylor et al, 2018). For direct differentiation into motor neurons, we used our previously published protocol as described by Hudish et al with minor modifications (Hudish et al, 2020).

The differentiation was initiated by cluster formation in spinner flasks (ABLE system, ABBWVS03A-6, Reprocell), seeding 0.5e6 cells/ml for 48 h in mTeSR Plus media in the presence of 10 μM Rock Inhibitor Y-27632 (RI, Tocris, #1254). Thereafter, clusters were washed once with KO DMEM (Gibco, #10829018) and transferred to six-well suspension plates on an orbital shaker (Benchmark Scientific, #BT4001) set at 90 rpm in progenitor medium. Progenitor media consists of base media: KO DMEM, 1:200 Glutamax (Gibco, #35050061), 1:400 N2-A Supplement (STEMCELL Technologies, #07152), 1:200 N21 (Biotechne, #AR008), 0.189 mM Vitamin C (Sigma, #49752) and 1X Penicillin/streptomycin (Gibco, #15140), that is further supplemented with 1 μM Compound C (STEMCELL Technologies, #72102), 10 μM SB431542 (STEMCELL Technologies, #72234), 4 μM CHIR99021 (STEMCELL Technologies, #72054), and 5 μM RI. Clusters were cultured for 6 days in this progenitor media with daily partial media changes followed by culture in induction medium for 2 days. Induction media consist of base media supplemented with 1 μM Compound C, 10 μM SB431542, 200 nM SAG (Cayman, #11914), 1.5 μM TTNPB (Tocris, #0761), and 5 μM RI. Clusters were supplemented with induction media with 10 μM RI for days 8–9. At day 9, clusters were dissociated into single cells using 1X TrypLE (Thermo Fisher, #12604021) for 12 min at 37 °C followed by quenching with base media. Single-cell suspensions can be frozen at this time in Cryostor 10 (Biolife Solutions, #210502) at 10e6 cells/ml.

Fresh or frozen day 9 progenitors were seeded on transwell cell culture inserts (Corning, #353102) with top and bottom coated with 0.01% poly-l-lysine (Sigma-Aldrich, #P4707) and 1xMatrigel (Corning, #354277), respectively, and placed in deep well 6-well cell culture plates (Corning, #353502) in maturation medium comprising of base media containing 10 mM glucose, 1× non-essential amino acids (NEAA) (Gibco, #11140), 10 μM RI, 200 nM SAG, 1.5 μM TTNPB, 0.02 μg/mL BDNF (STEMCELL Technologies, #78005), and 0.02 μg/mL GDNF (STEMCELL Technologies, #78058). Cells are kept in this media for 4 days with daily partial media changes. Thereafter, culture media is changed to base media containing 2.5 μM gamma-secretase inhibitor (ASIS #0149), 0.02 μg/mL BDNF and 0.0 μg/mL GDNF, and 2 μM RI for 3 days with daily partial media changes. Finally, motor neurons (MNs) were cultured in base media containing 0.02 μg/mL BDNF and 0.02 μg/mL GDNF until day 19.

iPSC lines containing engineered TDP-43 loci (Q331K and revertant wild-type control) were obtained from the iPSC Neurodegenerative Disease Initiative (iNDI) via the Jackson Laboratory. We obtained lines in which the Q331K mutation had been engineered into both alleles at the TDP-43 locus (JAX product code JIPSC001064) as well as a control in which the Q331K mutation was engineered back to wild-type (JAX product code JIPSC001104). These lines were differentiated and fractionated as detailed above.

### Lentiviral transduction, TDP-43 knockdown, immunostaining, and RNA fractionation of human motor neuron samples

Frozen day 9 motor neuron progenitors were seeded on glass coverslips (Neuvitro,# H-12-15-PLL) pre-coated with poly-l-lysine and then coated with Matrigel (Corning #354277) in a 12-well plate (Falcon #351143). On day 11, cells were infected with lentiviral vectors containing a scramble shRNA control sequence (CCTAAGGTTAAGTCGCCCTCG) or an shRNA against TDP-43 (AGATCTTAAGACTGGTCATTC) at 2 × 10^5^ IU/ml (Infective units/ml) with polybrene (4 μg/mL; VectorBuilder). After 24 h, fresh media was supplemented. Cultures were treated with 0.5 μg/ml Puromycin (Thermo, #A1113803) for 4 days with daily media changes to select for infected cells. MNs were harvested at day 19 in antibiotic-free maintenance media for the last 24 h. Mechanical fractionation of cultured neuronal cells into cell body and neurite fractions were performed as described in Arora et al (Arora et al, 2021). RNA was isolated using the Quick RNA Microprep kit (Zymo, #R1051). Six membranes were combined for each single preparation, which yielded typically 500 ng to 1 μg of total RNA. Analysis of knockdown efficiency was checked by western blotting. Total protein was extracted from the cell body suspension using 1× RIPA lysis buffer (Millipore, # 20-188) supplemented with EDTA-free protease inhibitor (Roche, #4693159001) and phosphatase inhibitor (Roche, #04906837001) cocktails. Lysates were resolved on SDS–PAGE, transferred to a nitrocellulose membrane (BioRad, #1620112). After blocking for 60 min, blots were probed with beta-actin (CST, # 4970) and TDP-43 (Proteintech, #10782-2-AP) primary antibodies overnight at 4 °C. After washing, membranes were then incubated for 1 hr at room temperature with secondary antibody conjugated to horseradish peroxidase (HRP) (Invitrogen, #31460). After incubation with Clarity Western ECL Substrate (BioRad, #1705061), images were captured on a chemiluminescence imaging system (Syngene GeneGnome XRQ).

For immunofluorescence, day 19 cells were fixed with 4% paraformaldehyde for 15 min at room temperature. After three washes with PBS, cells were incubated with Primary antibodies: SMI-32 (for neurofilament H), 1:500 (Biolegend# 801702), HB9 (for MNR2), 1:50 (DSHB# 81.5C10), ISL-1, 1:100 (Millipore# AB4326), bIII-Tubulin, 1:100 (Cell Signaling# #5568) in CAS buffer (Invitrogen #008120) with 0.4% TritonX at 4 C for overnight. Cells were then incubated with secondary antibodies (1:500, Invitrogen) for 1 h at room temperature after washing with PBS. The coverslips were then mounted with mounting media having DAPI (Invitrogen #P36935). MN were visualized using a Leica confocal microscope with ×63 objective. Quantification was performed using Fiji software by analyzing mean fluorescence intensity from 50 to 80 cells from two to three independent experiments.

### Analysis of RNA stability with SLAM-seq

SLAM-seq was performed in triplicate as described in (Herzog et al, 2017), with a modified RNA isolation procedure. The MPRA plasmid pool was transfected into cells as described above 48 h before labeling. 24 h later, cells were seeded at 100% confluency into six-well plates, allowed to adhere, then subject to differentiation by serum starvation. Cells were labeled with 125 μM 4-thiouridine (Sigma-Aldrich, #T4509-25MG) in serum-free media (DMEM/F-12, 1% penicillin–streptomycin), replacing media every 12 h for 24 h of labeling time, then exchanging media for typical serum-free media. Samples were then collected at time points after exchanging media (0 and 12 h). Total lysate was collected in RNA lysis buffer and frozen at −80 °C for less than 24 h then isolated using Zymo Quick RNA Microprep kit (Zymo, #1051). All buffers other than the RNA lysis buffer were supplemented with DTT to a final concentration of 0.1 mM. Absolute ethanol was supplemented with 0.2 mM DTT. Labeled RNA was eluted in water supplemented with 1 mM DTT. The optional on-column DNase treatment was used. Eluted RNA was subjected to an additional DNase treatment (New England Biolabs, #M0303) and cleaned up with DTT-supplemented Zymo Quick RNA Microprep kit (Zymo, #1051), starting with the addition of 300 μL RNA lysis buffer and skipping the on-column DNase treatment. From each sample, 500 ng of alkylated RNA was then subject to targeted RNA library preparation and sequencing as previously described (Arora et al, 2022).

### Analysis of SLAM-seq results

As with the MPRA, SLAM-seq reads were first trimmed of adapters using cutadapt (Martin, 2011). Reads were then aligned to oligonucleotide sequences using bowtie2 and the following parameters: -q –end-to-end –fr –no-discordant –no-unal -p 4 -x Bowtie2Index/index -1 forreads.fastq -2 revreads.fastq -S sample.sam. Nucleotide conversions present in each were calculated and assigned to oligonucleotides using a modified version of PIGPEN software (Lo et al, 2025a) available at: https://github.com/TaliaferroLab/OINC-seq/blob/master/getmismatches_MPRA.py.

### Creation of CAD cells expressing wild-type or Q331K TDP-43

CAD cells containing a single loxP-flanked cassette (Khandelia et al, 2011) were co-transfected with a plasmid containing HA-TDP-43 transgenes mixed with 1% of plasmid expressing Cre recombinase. To transfect one well of a six-well plate, 1.5 μg of reporter plasmid and 15 ng of Cre-plasmid was mixed with 3 μl Lipofectamine LTX reagent (Invitrogen, #15338100), 1.5 μl PLUS reagent, and 100 μl Opti-MEM following the manufacturer’s protocol. Cells were incubated with the transfection mixtures for 24 h, followed by the media change. The cells were incubated for an additional 24 h allowing for recovery and expression of the antibiotic resistance before addition of puromycin (2.5 μg/ml). The cells were selected in the puromycin until the cells in the control wells died. The cells with stably integrated reporter plasmids were expanded in the growth medium with puromycin. Integration was tested by inducing transgene expression with 1 μg/ml doxycycline for 7 days, followed by lysis by direct addition of RIPA buffer. Protein expression was assayed by western blot by using antibodies against TDP-43 (Proteintech, #10782-2-AP, 1:10,000 dilution), HA tag (transgene, GenScript, #A01244, 1:10,000 dilution), and histone H3 (loading control, Abcam, #10799, 1:10,000 dilution).

For subcellular fractionation, transgene expression was induced with 1 μg/ml doxycycline for 7 days, then fractionated according to (Arora et al, 2021). In total, 100 ng of isolated RNA from each fraction was prepared for sequencing using the KAPA mRNA HyperPrep Kit (Roche, #08098123702) as described above.

## Supplementary information

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Dataset EV8

Dataset EV9

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Expanded View Figures

## Data Availability

All high-throughput sequencing data associated with these experiments has been deposited at the Gene Expression Omnibus under accession number GSE288185. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00653-4.

# Supplementary material for: TDP-43 directly inhibits mRNA accumulation in neurites through modulation of mRNA stability
**Source:** EMBO J. 2025 Dec 15;45(3):692–721. doi: 10.1038/s44318-025-00653-4
**Supplement:** Supplementary file 18 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Creation and characterization of TDP-43 knockout lines.**

(A) Immunoblot of CAD cells with single copy, site-directed integration of doxycycline-repressible TDP-43. (B) Neurite lengths in CAD cells containing (–dox) or lacking (+dox) TDP-43. (C) Neurite enrichments of RNAs known to be neurite enriched, including those encoding ribosomal proteins and components of the electron transport chain. (D) PCA analysis of RNA expression values from soma and neurite samples of wild-type and TDP-43 knockout CAD cells. (E) As in (D), but for N2A cells. (F) Hierarchical clustering of RNA expression values from soma and neurite samples of wild-type and TDP-43 knockout CAD cells. (G) As in (F), but for N2A cells. (H) Changes in RNA localization to neurites in N2A cells upon loss of TDP-43. (I) Overlap in the identities of RNAs with increased neurite enrichments upon TDP-43 knockout in CAD and N2A cells. *P* values were calculated using a binomial test. (J) As in (I), but for RNAs with decreased neurite enrichments. *P* values were calculated using a binomial test. (K) Changes in neurite localization for *Ascl1*, *Diras1*, *Ksr2*, and *Wasf3* RNAs between wild-type and knockout CAD cells as measured by RT-qPCR. *P* values were calculated using a *t* test.

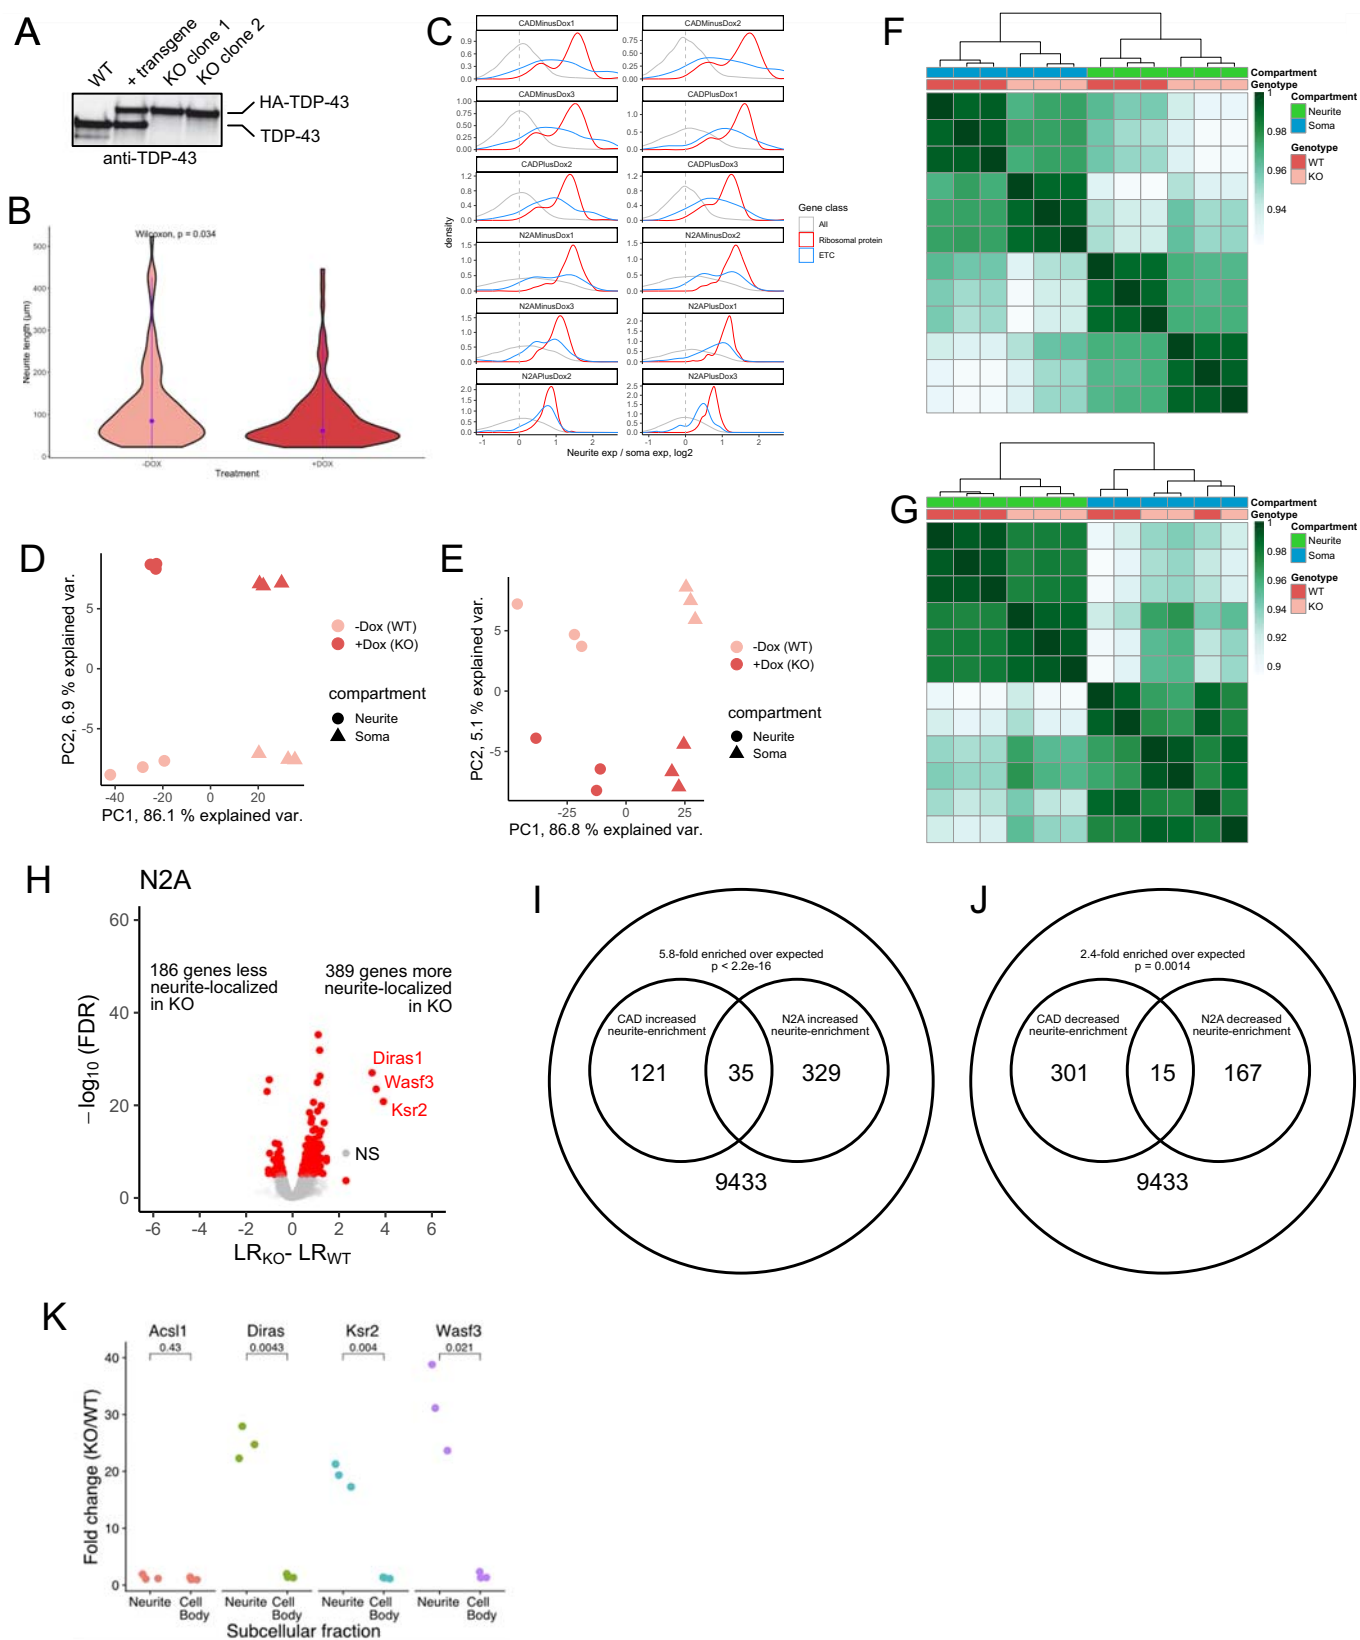

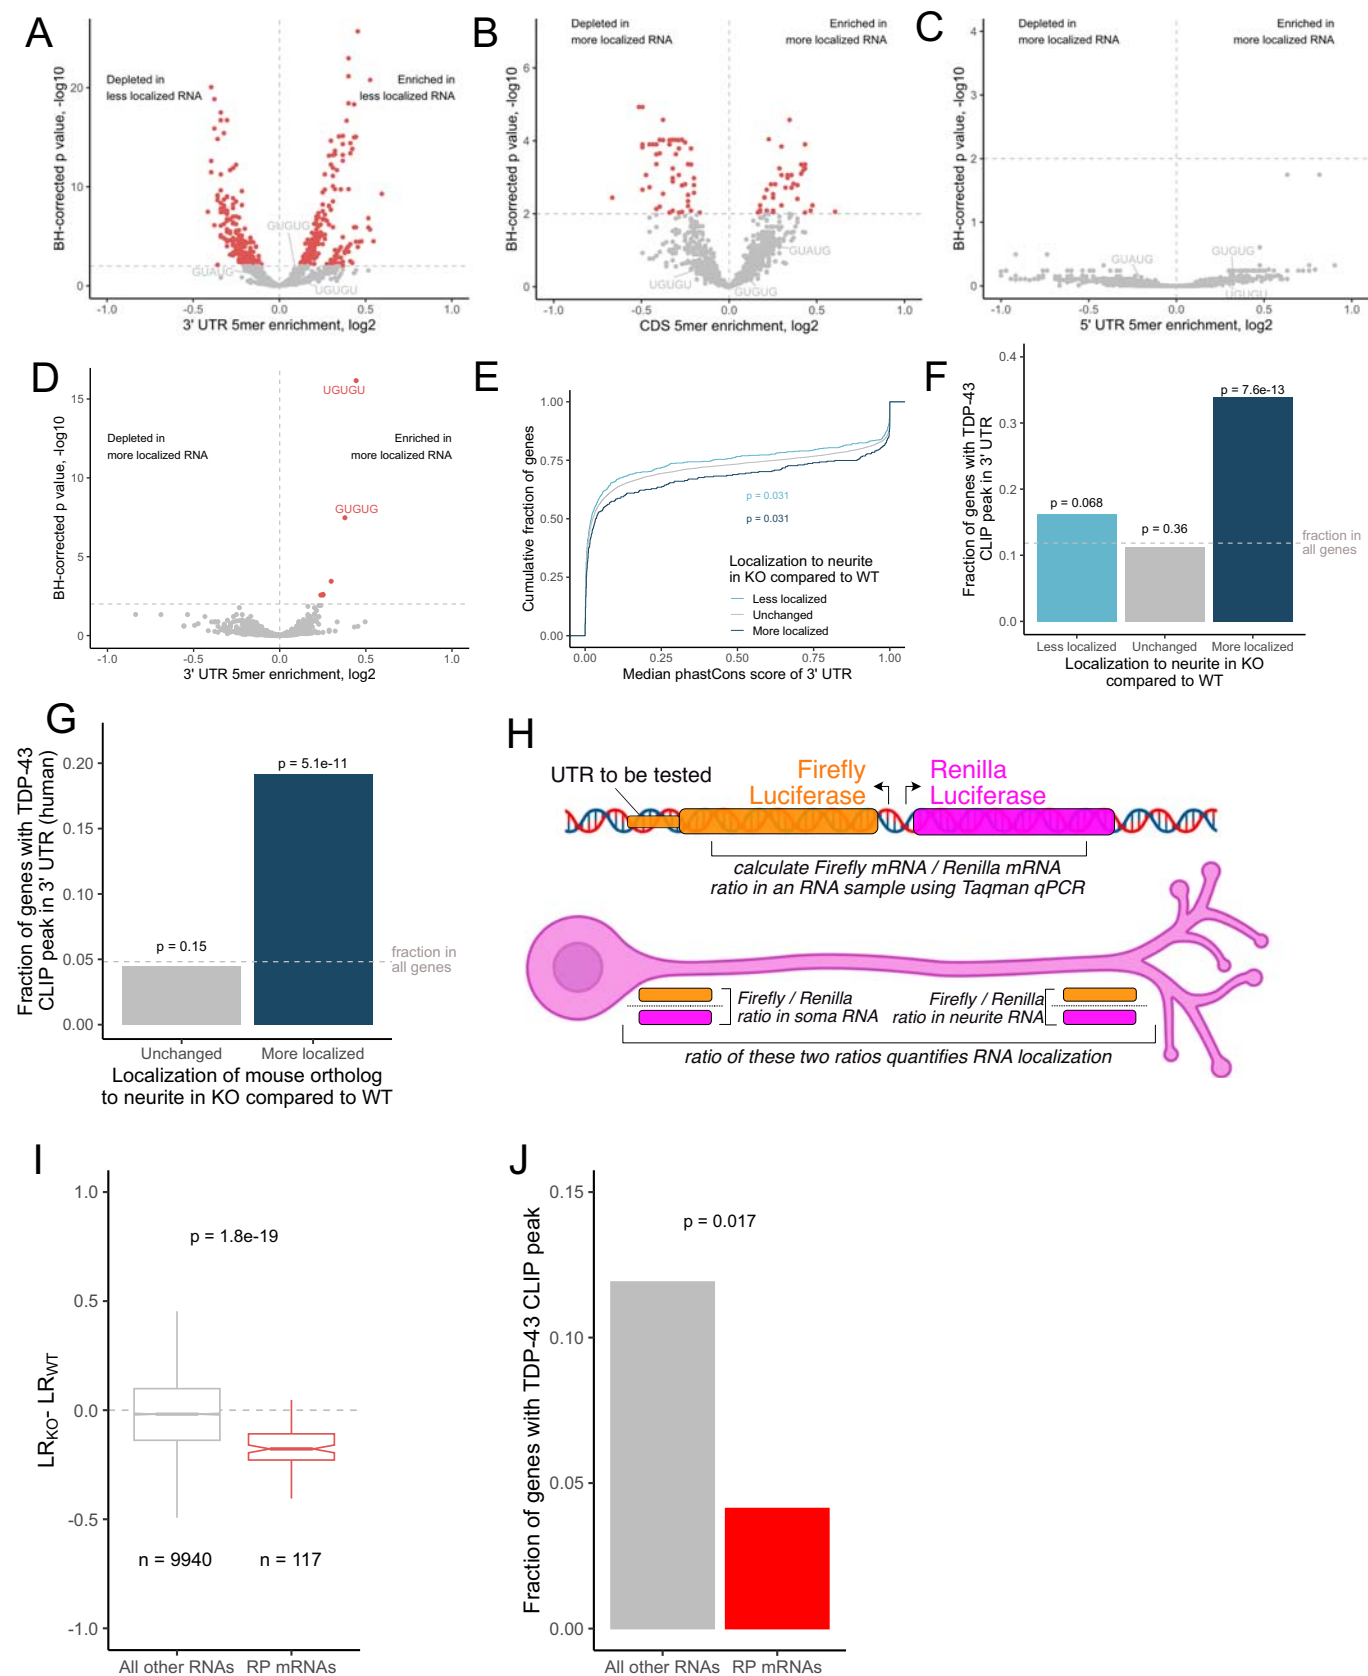

◀ **Figure EV2. Analysis of sequences within RNAs whose localization is sensitive to TDP-43 loss.**

(A) Enrichment for all 5mers in the 3' UTRs of RNAs that were less neurite localized upon TDP-43 knockout in CAD cells ( $n = 315$  UTRs) compared to the 3' UTRs of RNAs whose localization was unaffected ( $n = 9305$  UTRs). (B) Enrichment for all 5mers in the coding regions of RNAs that were more neurite localized upon TDP-43 knockout ( $n = 160$  coding sequences) compared to the coding regions of RNAs whose localization was unaffected ( $n = 9335$  coding sequences). (C) Enrichment for all 5mers in the 5' UTRs of RNAs that were more neurite localized upon TDP-43 knockout ( $n = 157$  UTRs) compared to the 5' UTRs of RNAs whose localization was unaffected ( $n = 9283$  UTRs). (D) Enrichment for all 5mers in the 3' UTRs of the human orthologs of RNAs that were more neurite localized upon TDP-43 knockout ( $n = 162$  UTRs) compared to the 3' UTRs of the human orthologs of RNAs whose localization was unchanged ( $n = 9237$  UTRs). (E) Phastcons scores for 3' UTRs of RNAs with the indicated changes in neurite localization upon TDP-43 knockout. (F) Fraction of RNAs with CLIP-seq peaks in their 3' UTRs for RNAs with the indicated changes in neurite localization upon TDP-43 knockout. (G) As in (F), but for the human orthologs of the genes in (F). (H) Schematic of reporter RNAs used in experiments monitoring RNA localization of reporters by RT-qPCR. (I) Differences in neurite localization between wild-type and knockout cells for all RNAs (left) or those encoding ribosomal proteins (right). (J) Fraction of genes with a TDP-43 in their 3' UTR for all RNAs (left) or those encoding ribosomal proteins (right). *P* values for (A–D) were calculated using a Fisher's exact test. *P* values for (E, I) were calculated using a Wilcoxon rank-sum test. *P* values for (F, G, J), were calculated using a binomial test. For boxplots, centers represent medians, the bounds of boxes represent the 25th and 75th percentiles, and the tips of whiskers represent the value furthest from the bounds of the box that is no more than 1.5 times the interquartile range from the bounds of the box.

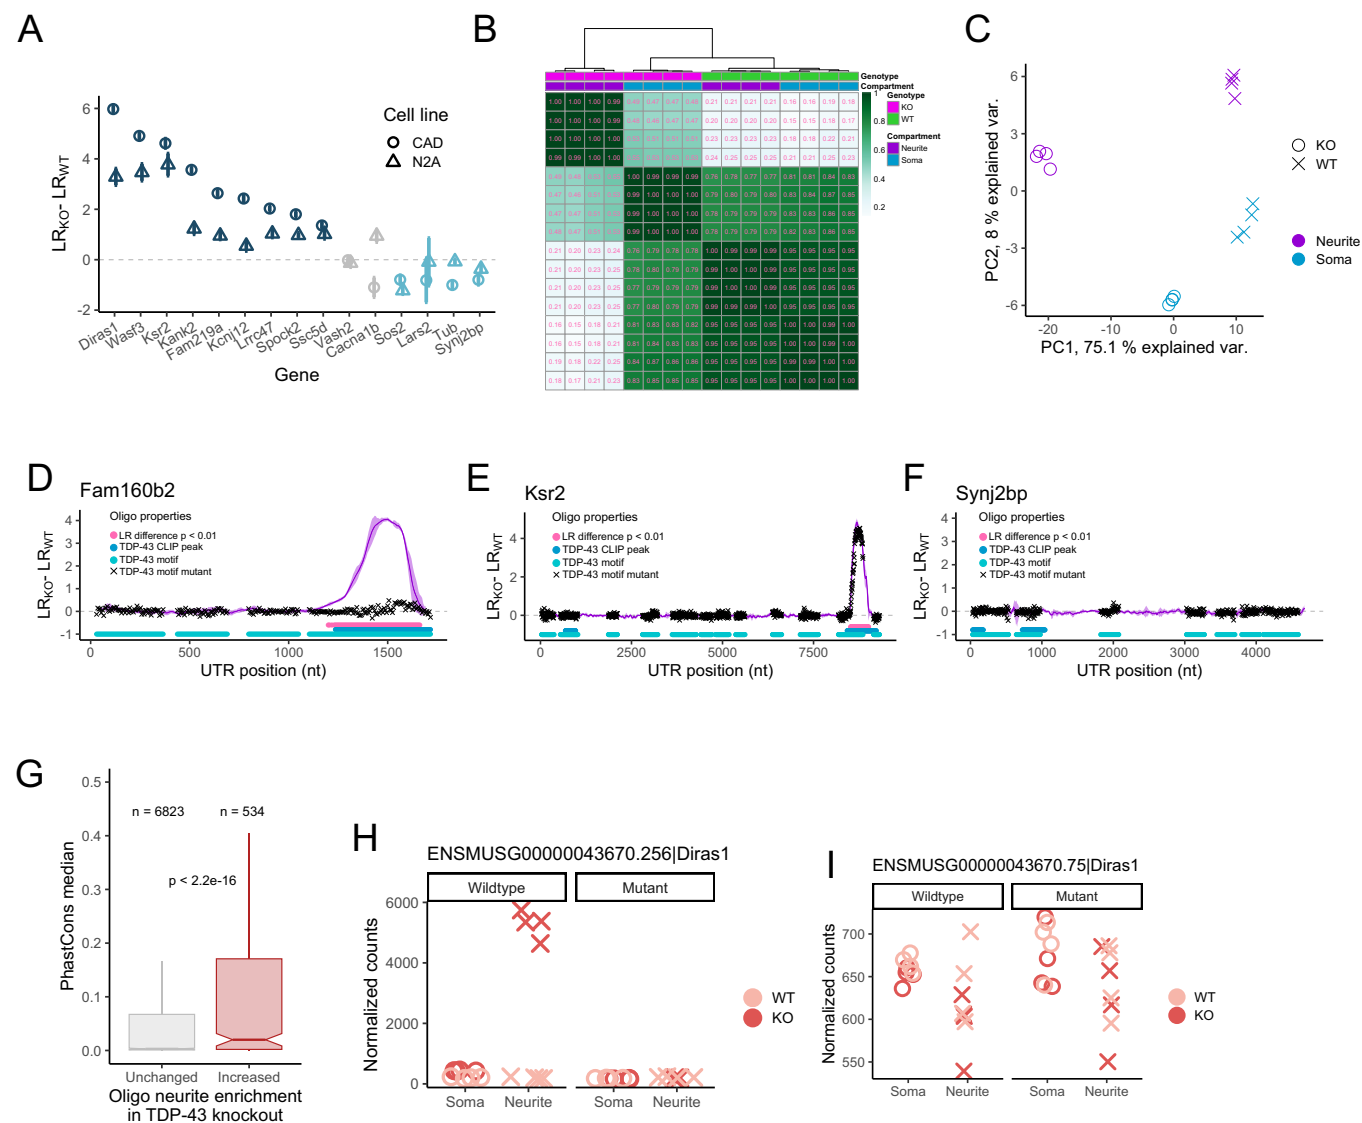

**Figure EV3. Identification of sequences within 3' UTRs that drive TDP-43-dependent RNA localization using a massively parallel reporter assay.**

(A) Neurite enrichments for genes chosen for further analysis by MPRA.  $n = 3$  for all comparisons. Error bars represent standard error around the mean. (B) Hierarchical clustering of normalized expression counts for all MPRA reporters. (C) PCA analysis of normalized expression counts for all MPRA reporters. (D) Differences in neurite enrichment between wild-type and knockout cells for all oligos that tile across the *Fam160b2* 3' UTR. Oligos that contain a TDP-43 motif are represented by a light blue circle, those that contain a TDP-43 CLIP-seq peak are represented by a dark blue circle, and oligos with mutated TDP-43 motifs are represented by a black x. (E) As in (D), but for the *Ksr2* RNA. (F) As in (D), but for the non-TDP-43-target *Synj2bp* RNA. (G) Conservation levels for oligo sequences that were not sufficient to drive TDP-43-dependent changes in RNA localization (left) and those that were sufficient (right). (H) Example of one oligo that contained a TDP-43 motif and lied within a TDP-43 CLIP-seq peak. (I) Example of one oligo that contained a TDP-43 motif but did not lie within a TDP-43 CLIP-seq peak.  $P$  values were calculated using Wilcoxon rank-sum tests. For boxplots, centers represent medians, the bounds of boxes represent the 25th and 75th percentiles, and the tips of whiskers represent the value furthest from the bounds of the box that is no more than 1.5 times the interquartile range from the bounds of the box.

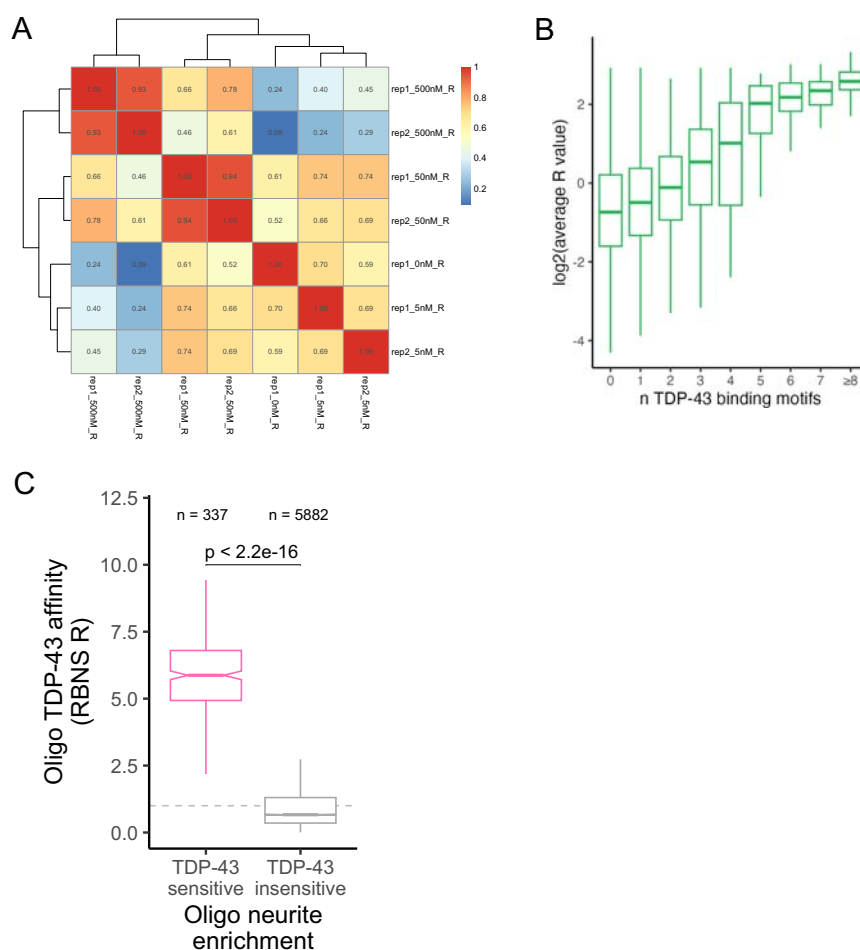

**Figure EV4. Sequences that regulate RNA localization via TDP-43 are bound by purified recombinant TDP-43 in vitro.**

(A) Hierarchical clustering of TDP-43 affinity values for all 260mer sequences as defined by RBNS. (B) Number of TDP-43 motifs in each 260mer sequence and the affinity of that sequence for TDP-43. Number of oligos in each motif bin: 0 = 6457, 1 = 2050, 2 = 652, 3 = 231, 4 = 69, 5 = 67, 6 = 73, 7 = 37, 8+ = 301. (C) Differences in TDP-43 affinity for RNA sequences that were sufficient to drive TDP-43-dependent changes in RNA localization (left) and those that were not (right). *P* values were calculated using Wilcoxon rank-sum tests. For boxplots, centers represent medians, the bounds of boxes represent the 25th and 75th percentiles, and the tips of whiskers represent the value furthest from the bounds of the box that is no more than 1.5 times the interquartile range from the bounds of the box.

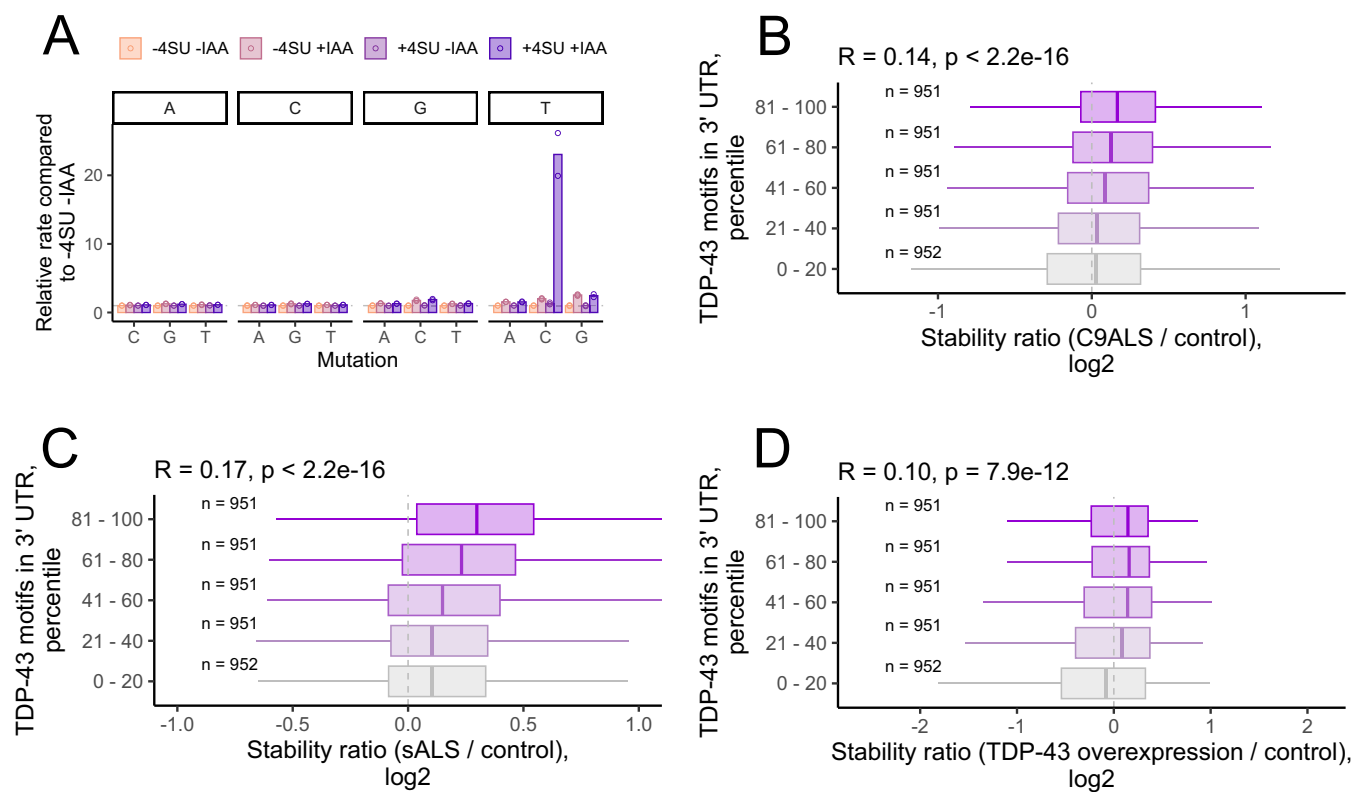

**Figure EV5. TDP-43 motifs in 3' UTRs are associated with an aberrant increase in RNA stability in disease settings.**

(A) Nucleotide conversion rates for SLAM-seq samples containing or lacking 4SU and iodoacetamide (IAA). (B) Changes in stability as identified by BruChase-Seq between C9ALS and control samples for RNAs with the indicated TDP-43 motif content in their 3' UTRs. (C) As in (B), but for changes in stability between sALS and control samples. (D) As in (B), but for changes in stability between TDP-43 overexpression and control samples. The indicated correlation coefficients and *P* values are from Spearman tests. For boxplots, centers represent medians, the bounds of boxes represent the 25th and 75th percentiles, and the tips of whiskers represent the value furthest from the bounds of the box that is no more than 1.5 times the interquartile range from the bounds of the box.

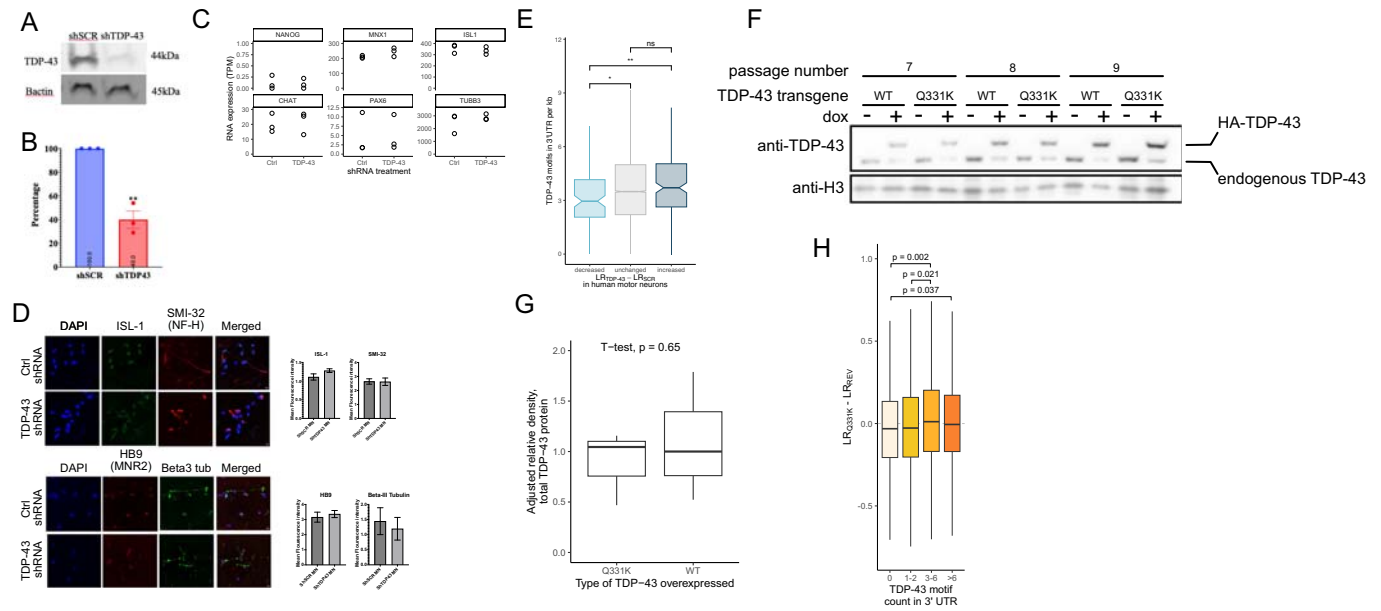

**Figure EV6. In human motor neurons, TDP-43 knockdown is associated with increased neurite enrichment of RNAs containing TDP-43 motifs in their 3' UTRs.**

(A) Immunoblot of TDP-43 in human motor neuron samples treated with shRNA against TDP-43 or a control scrambled RNA. (B) Quantification of TDP-43 levels in TDP-43 knockdown experiments. Bars represent standard deviations.  $P$  values were calculated using a  $t$  test. \*\* represents  $P < 0.01$ . Exact  $P$  value 0.008.  $n = 3$  biological replicates. Error bars represent standard deviation around the mean. (C) RNA expression levels of pluripotency and neuron marker genes in human motor neurons treated with control and TDP-43-targeting shRNAs.  $n = 3$  biological replicates. (D) Immunofluorescence images and signal quantification for pluripotency and neuron marker genes in human motor neurons treated with control and TDP-43-targeting shRNAs. Bars represent standard deviations. Exact  $p$  values: decreased vs. unchanged 0.015, decreased vs. increased 0.002, unchanged vs. increased 0.15. (E) TDP-43 motif content in the 3' UTRs of RNAs with the indicated changes in neurite localization in human motor neurons between samples treated with TDP-43 shRNA and those treated with control, scrambled shRNA. Exact  $p$  values: decreased vs. unchanged 0.015, decreased vs. increased 0.002, unchanged vs. increased 0.15. (F) Immunoblot of endogenous and transgenic TDP-43 levels with and without doxycycline-inducible transgene expression. (G) Relative amount of total TDP-43 protein, as quantified by immunoblotting, in CAD cells inducibly expressing integrated wild-type and Q331K TDP-43 transgenes. (H) Difference in neurite enrichment between TDP-43 Q331K and wild-type human motor neurons for RNAs with the indicated number of TDP-43 binding sites (defined as GUGUG, UGUGU, and GUAUG) in their 3' UTRs.  $P$  values were calculated using Wilcoxon rank-sum tests. NS (not significant) represents  $P > 0.05$ , \* $P < 0.05$ , \*\* $P < 0.01$ . For boxplots, centers represent medians, the bounds of boxes represent the 25th and 75th percentiles, and the tips of whiskers represent the value furthest from the bounds of the box that is no more than 1.5 times the interquartile range from the bounds of the box.

How the deposited data were processed for this re-analysis (not part of the article)

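The RNA-seq files cover soma and neurite fractions of CAD and N2A cells with and without TDP-43 knockout, of CAD cells expressing wild-type or Q331K TDP-43 and of human motor neurons with an shRNA against TDP-43 or a scrambled shRNA, with 3 cultures per group. Further files cover the MPRA (4 cultures per group), RBNS (1 input library, 1 library at 0 nM and 2 libraries at each of 5 nM, 50 nM and 500 nM TDP-43) and SLAM-seq of the MPRA reporters (3 libraries per group, with 2 listed for wild-type cells at 0 h). Samples were grouped by the conditions in their labels. The labels and the paper differ on the doxycycline dose, and the labels list the human motor neurons as mouse and the RBNS pool under CAD cells. The paper's description was used for the last 2.

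For RNA-seq, the authors trimmed adapters with cutadapt and ran salmon, and deposited an estimated count of reads and a TPM for each transcript. The estimated counts were summed to genes with the GENCODE vM21 annotation of GRCm38 and rounded, and the TPM values were summed to genes for Diras1, Ksr2 and Wasf3. The paper names Gencode version 17 for mm10. At most 0.13% of a library's counts fell on transcripts without a gene in this annotation. The human transcripts were tested without summing to genes, since no human annotation was used here, and the marker genes and 3′ UTR motifs of the human motor neurons were not analysed here. For the MPRA, the authors trimmed reads with cutadapt, aligned them to the oligo sequences with bowtie2 and deposited a count of reads and a count of unique UMIs per oligo. For RBNS, the authors deposited a count of reads per oligo. For SLAM-seq, the authors deposited a count of T positions read as T and as C per oligo from a modified version of PIGPEN.

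Changes in LR were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr by group, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment, FDR of 0.01) as the interaction of compartment and genotype in a model of the 4 groups of an experiment. Gene sets were tested with fry and camera of limma 3.58.1. The DESeq2 alternative used version 1.42.0. SLAM-seq counts were tested with edgeR's modelMatrixMeth design at an FDR of 0.05 on oligos with at least 1000 T positions read in each of the 11 libraries, and rates were taken with 0.5 added to the counts. R values used 0.5 added to each count. Other steps used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Libraries were clustered by average linkage on 1 minus Pearson's r. Permutation tests were two-sided and exact for fewer than 10 values per group, and used 100000 permutations otherwise. Tests across UTRs flipped the sign of each UTR's value in all combinations, and UTRs are not independent cultures, since the same libraries measure all of them. 5mers were counted in the longest annotated 3′ UTR, coding sequence or 5′ UTR of a gene. ViennaRNA 2.7.2 folded the oligos. The ribosomal protein set holds cytosolic ribosomal proteins, and the electron transport chain set holds nuclear-encoded subunits of the complexes and cytochrome c, both written as lists of symbols.

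The RNA-seq libraries of CAD and N2A cells held at least 22726534 estimated counts and the SLAM-seq libraries at least 10782983 reads. In the MPRA, the smallest library had 7923270 UMIs. The fits were tested on simulated data with known changes. They recovered 163 of 195 changed genes (83.6%) in data drawn from the CAD libraries, 137 of 195 (70.3%) from N2A, 177 of 198 (89.4%) from the Q331K libraries, 0 of 159 from the human libraries, 199 of 200 (99.5%) from the MPRA and 187 of 200 (93.5%) from SLAM-seq. The calls on unchanged genes were 1 each for CAD, N2A and Q331K, 0 for human, 2 for the MPRA and 16 for SLAM-seq. All simulated changes were of at least 1 on the log2 scale, with the same spread set for all genes or oligos of an experiment. The shares recovered do not apply to smaller changes. An example is the median Q331K change of 0.08 in genes with a higher LR in knockout CAD cells. The fit of the human transcripts recovered none of the simulated changes. The SLAM-seq simulation was fitted with rates relative to their library, while the main fit of the real data was not. It also gave all libraries of a group the same mean rate, without the spread of the knockout libraries at 12 h. Its share recovered therefore does not measure the power of the main SLAM-seq fit.

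The tests, the alternatives and the rule for named genes were written before the data were examined. The genes and oligos named are every one that the paper names for these experiments and, for each test, the 5 largest rises and the 5 largest falls past the threshold with LRs that do not overlap between the groups. Some genes of this rule are summarised in ranges and counts. The alternatives were an FDR of 0.05, DESeq2, upper-quartile scaling, no filter or at least 10 counts in every library, length-scaled counts, a term for the culture or its number, leaving out each culture number, other transcripts and ways of counting for 5mers, a mean over 20 oligos, other folding and grouping for base pairing, other concentrations, denominators and minimums for RBNS, and other minimums, background subtraction and limma for SLAM-seq. UMI counts corrected for UMIs shared by chance, read counts in place of UMIs, SLAM-seq rates relative to their library and the fits without replicate 1 of the knockout cells at 12 h were chosen after seeing the data. The CLIP-seq peaks were used only as marked in the source data for Diras1 and Lrrc47. The supplement holds all 501 oligo sequences of Cacna1b and all 263 of Lrrc47, and base pairing was analysed for these 2 UTRs alone. Experiments on other samples were not analysed here.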

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

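Only the tests of library size and scaling for Ksr2, of low counts for Zfp839 and of the oligos without a motif and the Tub oligos were chosen after the result was seen.

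In the highest window of the Ksr2 3′ UTR in the MPRA, replicate 4 of the knockout cells had an LR of 5.01, while the other replicates lay between 4.58 and 4.65. Of 51 groups of libraries examined for a value that stands apart, this was the only 1, where chance gives about 1 in 20. Relative to the median LR of oligos without a change in the same culture, a difference that no scaling alters, this replicate was at 5.02 and the others between 4.60 and 4.66. The remaining gap of 0.3615 argues against scaling. Its libraries held up to 1.04 times the UMIs of the others, which argues against library size. No biological explanation was tested, and chance remains open.

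Cacna1b, Fyco1 and Ppfia3 changed in opposite directions in the lines, with every culture of a line moving the same way. The LR change in CAD and N2A cells was -0.91 and 0.68 for Cacna1b, -1.17 and 1.25 for Fyco1 and -1.21 and 0.36 for Ppfia3. A permutation of the genotypes within each line, 400 arrangements in all, tested the difference for 25 genes. None passed the adjustment, with an exact permutation p = 0.015 for Cacna1b (adjusted p = 0.125), p = 0.095 for Fyco1 (adjusted p = 0.167) and p = 0.15 for Ppfia3 (adjusted p = 0.221). Among all genes tested in both lines, 316 of 16200 (1.95%) changed this way. That is above the 0.5% expected if no gene changed and below the 2.87% expected if genes changed independently in the 2 lines, so opposite changes are not in excess overall, and 744 changed the same way in every culture of both lines. Under DESeq2 and upper-quartile scaling, the difference nearest to 0 among the 3 genes was -1.54, and with counts scaled by transcript length it was -1.42, which argues against scaling and transcript length. A difference between the lines may be biological and stays a hypothesis, since each line is its own set of libraries, so a batch and the line cannot be told apart.

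Zfp839, which the paper does not discuss, had an LR change of 5.24 in CAD cells and 2.81 in N2A cells. Its lowest count in a knockout neurite library of CAD cells was 1889, so the change does not rest on low counts. With counts scaled by transcript length, the CAD change was 5.32. The pseudogene Mpc1-ps, which overlaps it, had a count of 0 in the knockout neurite libraries. The test set out beforehand was the LR change of the overlapping gene, which cannot be had from counts of 0, so its counts were read instead. These values argue against low counts and transcript length. A count of 0 would also be left if all shared reads had been given to Zfp839, so shared reads and an effect of TDP-43 on Zfp839 cannot be told apart.

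In the MPRA, 78 wild-type oligos without a TDP-43 motif had a higher LR in knockout cells, 46 of them from Wasf3, 24 from Ksr2 and 8 from Kank2. Their median LR change was 2.38, against -0.026 for oligos without a motif and without a change. All 78 were still past the FDR after a correction for UMIs shared by chance. The correction raises the highest counts most, here those of knockout neurites, so it could not have removed these rises. It therefore does not test shared UMIs. Oligos with a higher LR held 37.31% of the UMIs of knockout neurites and 4.09% of those of wild-type neurites. Oligos that take many UMIs would lower the shares of all others. In shares of UMIs without any scaling, the 78 oligos had a median LR change of 2.061, while that of 2721 oligos without a motif and without a change was -0.53, which argues against a few oligos taking many UMIs. Their median R in RBNS was 5.531 in Ksr2 (24 oligos), 5.116 in Wasf3 (45 with an R value) and 1.56 in Kank2 (8 oligos, from 0.423 to 3.50), against 0.465 for oligos without a motif and without a change in LR. For Ksr2 and Wasf3, this may reflect binding of TDP-43 without the 3 motifs, a hypothesis found and tested on the same data. R is uncertain where input reads are few. Wasf3 oligo 430, without a motif and at the center of its highest window, had 28 input reads, against a median of 362 over all oligos. For Kank2, binding and other causes cannot be told apart, since the values span both low and high R. Which sequence TDP-43 would bind was not tested.

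In the Tub 3′ UTR, 17 wild-type oligos between numbers 250 and 271 had a lower LR in knockout cells. Their median LR change was -0.58, within a range of -0.88 to -0.24. The median LR went from 1.08 in wild-type to 0.54 in knockout cells, and levels changed by 0.01 in soma and -0.56 in neurites. Of these oligos, 13 held no motif, and their median R was 2.34. After the correction for shared UMIs, 17 Tub oligos were past the FDR. Their levels were highest in wild-type neurites, whose counts the correction raises most, so it could not have removed these falls. In shares of UMIs without any scaling, the median LR change of these oligos differed by -0.5823 from that of the other Tub oligos, and the knockout and wild-type cultures did not overlap in this difference, which argues against a few oligos taking many UMIs. No biological explanation was tested.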

How the results depend on the processing

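Of 469 alternative values of 72 main comparisons, 362 kept their direction, their side of the threshold or their size, and 32 comparisons did so under every alternative run for them. Of 658 alternative values for 85 results on single genes and oligos, 584 did so, 53 were weaker, 10 stronger, 4 moved and 7 reversed, and 51 results kept to theirs under every alternative run. For each change given here, the cause was not tested, unless the alternative itself tests more or fewer genes.

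In CAD cells, 39 genes had a higher and 36 a lower LR. The counts were 70 and 100 at an FDR of 0.05, 78 and 145 with DESeq2, 117 and 163 without the low-count filter, and the lower count was 22 with counts scaled by transcript length. With each culture number left out in turn, they ranged from 16 to 43 and from 2 to 60. Without replicate 2, they were 16 and 2, all of them among the 39 and 36. In N2A cells, 16 and 2 genes became 560 and 955 at an FDR of 0.05, 344 and 1565 with DESeq2, 136 and 9 with upper-quartile scaling, 474 and 449 without the filter, 114 and 18 with at least 10 counts in every library, and 10 higher with counts scaled by transcript length. Leaving out a culture number gave 3 to 7 higher genes and 0 lower ones, with 1925 to 5428 genes at an unadjusted p under 0.05, and 3 without replicate 2. Of all calls, 52% were higher in CAD cells and 88.9% in N2A cells, and with DESeq2 these were 34.98% and 18.0%. Upper-quartile scaling moved the median LR change of all N2A genes from -0.01 to 0.11.

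For Q331K, 0 genes changed, and without the filter 31 were higher and 22 lower. Leaving out a culture number gave 0 to 1 higher, the 1 without replicate 2, and 0 to 1 lower, the 1 without replicate 1. In human motor neurons, 1 transcript was higher and 1 lower, against 753 and 761 with DESeq2 and 156 and 95 without the filter, and 2 were lower at an FDR of 0.05. There were 0 with upper-quartile scaling, with at least 10 counts in every library and in each fit without a culture number, where 3494, 162 and 1762 to 2865 transcripts had an unadjusted p under 0.05. The median LR change of all human transcripts was -0.36, and -0.13 with upper-quartile scaling. In the MPRA, 33 oligos with a lower LR became 61 with upper-quartile scaling. The overlap of the lines went from 10 higher and 1 lower to 23 and 7 at an FDR of 0.05, and to 18 and 23 with DESeq2. In that FDR setting, 5.75 lower genes would be shared by chance (1.22-fold, Fisher's exact p = 0.518), so the overlap of lower genes was lost there. With DESeq2, 13.8 lower genes would be shared by chance (1.67-fold, Fisher's exact p = 0.0145).

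Libraries that share a culture number deviated together with a correlation over 0.1 in 3 of 6 pairs across genotypes in CAD cells, 5 of 6 in N2A cells, 3 of 6 for Q331K, 3 of 6 for human motor neurons and 3 of 8 in the MPRA, so the numbers do not pair the libraries throughout. With the replicate number as a block, N2A cells had 37 higher and 5 lower genes, and human motor neurons 0 of each, with 1916 transcripts at an unadjusted p under 0.05. The other counts with this block were within 1.5 times, at 47 and 44 in CAD cells and 612 and 31 in the MPRA.

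The LR of electron transport chain RNAs in wild-type CAD cells was 1.13, and 1.05 with upper-quartile scaling, 1.03 with at least 10 counts and 1.11 to 1.19 with a culture number left out. In N2A cells, ribosomal protein RNAs went from 1.39 to 1.09 and 1.15 and electron transport chain RNAs from 1.22 to 0.92 and 0.99 under the same scaling and filter. The change of ribosomal protein RNAs in knockout neurites was -0.17 in CAD cells, -0.25 without replicate 1 and -0.09 without replicate 2. In N2A cells it was -0.36, and -0.23 with upper-quartile scaling, -0.27 with at least 10 counts and -0.45 to -0.32 with a culture number left out. That of electron transport chain RNAs was -0.10 in CAD cells, -0.20 without replicate 1 and -0.05 without replicate 2, and -0.34 in N2A cells, -0.21 with upper-quartile scaling and -0.25 with at least 10 counts. Among RNAs with a higher LR in CAD cells, the median soma change of 0.24 became 0.11 at an FDR of 0.05, 0.093 with DESeq2, 0.44 for genes called in N2A cells and 0.26 to 0.31 with a culture number left out. The neurite change of 1.59 became 1.14, 0.96, 2.93 and 1.76 to 3.69, the last without replicate 2, where 16 genes remained. For single genes, a reversal was found for values near 0. The LR of Wasf3 in wild-type cells was -0.0037 with at least 10 counts in CAD cells and from -0.080 to 0.0157 with a culture number left out in N2A cells, the latter without replicate 1. The LR change of Vash2 in CAD cells was -0.0107 with counts scaled by transcript length. In N2A cells, that of Lars2 was 0.0071 with upper-quartile scaling and from -0.63 to 0.0158 with a culture number left out, the latter without replicate 3, and that of Tub was 0.0545 with upper-quartile scaling and 0.0176 with at least 10 counts. In N2A cells, Zfp839 lost its place past the FDR without replicate 2 (2.67), and Sos2, Kif1bp, Kank2, Ssc5d and Fam160b2 did so in each fit without a culture number. Lrrc47 (1.00 and 1.13) and Spock2 (0.99 and 1.04) did so without replicate 2 or 3. In CAD cells, Fyco1, Hhat and Sos2 did so in each such fit, Bsn without replicate 1 (-0.94) or 2 (-0.97) and Tub without replicate 2 (-1.05). Without replicate 3, Cacna1b passed the FDR in CAD cells (-1.17).

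Counted as genes with at least 1 occurrence, GUGUG (1.22) and UGUGU (1.14) were no longer past the threshold in RNAs with a higher LR, nor was GUGUG (1.03) in those with a lower LR, where GUAUG went from 0.98 to 1.03. In RNAs with a higher LR, GUAUG rose from 1.34 to 1.51 in this count. At an FDR of 0.05, UGUGU was 1.12-fold more frequent in RNAs with a lower LR and past the threshold, and their motif density went from 1.00 to 1.02 times that of other genes. Over 20 oligos, the highest mean LR change was 1.08 in Kcnj12, 2.46 in Lrrc47 and 2.23 in Spock2, and with reads in place of UMIs, chosen after seeing the data, 4.60 in Fam160b2 and 3.12 in Lrrc47. With whole oligos folded, the share of least paired oligos with a higher LR was 11.1% for Cacna1b and 77.1% for Lrrc47, and 65.5% for Lrrc47 with groups of 33%.

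In RBNS, log2 R of 3 or more motifs over none went from 2.88 to 1.76 at 50 nM and 2.57 with the 0 nM library as denominator. The wild-type minus mutated difference of 0.29 reversed to -0.047 at 50 nM. The motif difference by UTR rose from 0.60 to 0.72 with at least 50 input counts and was then past the threshold. The median R of oligos with a higher LR went from 5.48 to 3.36 at 50 nM and 6.55 with the 0 nM library, and that of oligos without a change from 0.636 to 0.562 and 0.789.

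In SLAM-seq, limma called 1 oligo in place of 0, where 261 had an unadjusted p under 0.05. The median stability change of -0.43 ranged from -1.39 to -0.11 with a replicate number left out, the former without replicate 1. The motif difference of -0.01 was 0.0017 without a minimum of T positions and -0.0348 to 0.0010 with a replicate number left out, and above 0 without replicate 3. Wild-type minus mutated oligos went from 0.0009 to -0.0020 with at least 5000 T positions, to -0.03 with the background subtracted and to values from -0.0013 without replicate 1 to 0.0046 without replicate 3. Oligos with a lower LR stood 0.0046 above those without a change, and 0.0131 to 0.173 above with a replicate number left out, the latter without replicate 1. Without replicate 1 of the knockout cells at 12 h, chosen after seeing the data, the motif difference was -0.0306 and past the threshold, wild-type minus mutated oligos were at -0.0063, oligos with a higher LR stood 0.50 and those with a lower LR 0.19 above those without a change. Without replicate numbers 1 or 2, 1 wild-type library at 0 h is left, so those values have no test. Not run were the alternatives on human marker genes and human 3′ UTR motifs.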

Differences from the paper's values

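The number of RNAs with a higher LR in knockout CAD cells was 39, against the paper's value of about 170 in Fig. 1C, read by eye. Without the low-count filter it was 117, which lies within 1.5 times the paper's value, and the other alternatives set before the data were examined did not come as near. The number with a lower LR was 36, against the paper's about 340 in Fig. 1C, read by eye, and none of the alternatives set before the data were examined closed the gap. In N2A cells, 16 RNAs had a higher LR, against the paper's about 390 in Fig. EV1H, read by eye. An FDR of 0.05 gave 560, DESeq2 gave 344 and no low-count filter gave 474, all within 1.5 times the paper's value, and the other alternatives did not. In N2A cells, 2 RNAs had a lower LR, against the paper's about 190 in Fig. EV1H, read by eye, and none of the alternatives set before the data were examined closed the gap. The paper's methods name xtail for these calls, and xtail was not among the alternatives.

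The lines shared 10 RNAs with a higher LR, against the paper's about 35 in Fig. EV1I, read by eye, and 1 with a lower LR, against the paper's about 15 in Fig. EV1J, read by eye. For both counts, none of the alternatives set before the data were examined closed the gap. The shared number with a higher LR was 260 times the number expected, against the paper's about 5.8 in Fig. EV1I, read by eye. At an FDR of 0.05 it was 10.1 and with DESeq2 11.2, and none of the alternatives closed the gap. For a lower LR it was 231 times, against the paper's about 2.4 in Fig. EV1J, read by eye, and DESeq2 gave 1.67, which closed the gap, while the others did not.

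The LR of Ksr2 in wild-type N2A cells was -1.07, against the paper's -0.39 (standard error 0.226) in its source data, and none of the alternatives set before the data were examined closed the gap. In the 3′ UTRs of RNAs with a higher LR, GUGUG was enriched 2.99-fold, against the paper's 1.51 in its source data, and UGUGU 2.51-fold, against the paper's 1.35. The paper's folds come from a larger set of called RNAs than the 38 genes here, so the folds compared are not of the same set. Counting genes with at least 1 occurrence gave 1.22 and 1.14. Of 13642 genes without a change, 10344 hold GUGUG and 11054 hold UGUGU, which keeps such a fold low for any set. This count therefore cannot tell whether the gaps close, and the other alternatives did not close them.

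The paper's text gives a range of 20 to 30-fold for the rise in neurite enrichment and of 10 to 30-fold for the rise in neurite levels. For Diras1 in CAD cells, the fold was 61.9 for neurite enrichment and 71.8 for neurite levels, against the paper's 30 for each, and none of the alternatives set before the data were examined closed either gap. For Wasf3 in CAD neurites it was 46.1, against the paper's 30, and 43.1 without replicate 2 or 45.0 without replicate 3, which come within 1.5 times the paper's value, while the others do not. In N2A cells, the fold of neurite enrichment was 9.84 for Diras1 and 11.6 for Wasf3, against the paper's 20. Without replicate 3, Wasf3 was at 14.0, and in TPM, computed after the values were seen, at 13.8, both within 1.5 times the paper's value. In TPM, the folds of Diras1, and of Wasf3 in CAD neurites, stayed outside that range. For Diras1 in N2A cells, none of the alternatives set before the data were examined closed the gap. Ksr2 in N2A neurites rose 52.4-fold, against the paper's 30, and none of them closed the gap, while in TPM it rose 29.2-fold, within 1.5 times the paper's value.

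Pearson's r of R between the 50 nM libraries was 0.904, against the paper's about 0.94 in Fig. EV4A, read by eye. With at least 50 input counts it was 0.927 and with the 0 nM library as denominator 0.871, and none of the alternatives set before the data were examined closed the gap. The median Q331K LR change of RNAs with a lower LR in knockout cells was 0.011, against the paper's about -0.023 in Fig. 7D, read by eye. Without replicate 1 it was -0.09, further from the paper's value than with all cultures, but of its sign and within the spread between cultures. Without replicate 3 it was -0.0026, which closed the gap, while the other alternatives did not.

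The paper ranks GUAUG among the top 5mers with GUGUG and UGUGU, while its rank here was 34 by p and 32 by fold, and 7 by p when genes with at least 1 occurrence were counted. The paper finds none of these 5mers enriched in RNAs with a lower LR. Here GUGUG was 1.28-fold more frequent there with an adjusted p = 0.00246 in Fisher's exact test. It was 1.03-fold when genes with at least 1 occurrence were counted. The 5mers were counted here in 38 higher and 36 lower genes, both smaller sets than the paper's. The paper describes soma levels of Diras1, Ksr2 and Wasf3 as about equal between genotypes, while the log2 fold changes of Ksr2 and Wasf3 in CAD soma were -0.48 and 0.61 and that of Ksr2 in N2A soma 1.10, each past an FDR of 0.01 in edgeR's quasi-likelihood test. The paper describes N2A libraries as separated first by compartment, which held here with all tested genes and not with the 500 most variable. It describes MPRA libraries as clustered first by genotype, while the 2 highest branches here followed neither genotype nor compartment.

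The paper states that ribosomal protein RNAs are depleted from knockout neurites in CAD cells, while the exact permutation p was 0.2 and fry's p 0.102, and camera at its preset correlation gave 1.29e-07. It describes a higher stability of motif oligos in knockout cells, while their difference from oligos without a motif was 0.01, and -0.01 in the library medians (exact permutation p = 0.465). The paper shows Lars2 and Synj2bp among the less neurite-enriched RNAs (Fig. EV3A), and neither was past the FDR in CAD cells here (adjusted p = 0.765 and 0.0357 in edgeR). Lars2 was past it with no low-count filter (-0.80, adjusted p = 0.000875) and Synj2bp with DESeq2 (-0.62, adjusted p = 0.00305). Over all alternatives, the adjusted p ranged from 0.000875 to 1.00 for Lars2 and from 0.00305 to 0.257 for Synj2bp. Elsewhere, the paper takes Synj2bp as an RNA that TDP-43 does not target (Fig. EV3F), so for Synj2bp the difference is from Fig. EV3A only. The paper describes RNAs with a changed LR in human motor neurons, while 1 transcript was higher and 1 lower here, and DESeq2 gave 753 and 761. The paper describes 15 UTRs in the MPRA, while the files list oligos of 16, and Fig. EV3A shows Vash2 among the RNAs chosen for it, while the files list no oligos of Vash2. The paper's methods describe the tiling as beginning a full oligo length upstream of a UTR, while it began 100 nt upstream of the annotated UTR in the 7 UTRs located here.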

Other observations

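All tests of other splits of the libraries, of the mutated oligos and of the scaling of soma levels were chosen after the result was seen, as were those of the SLAM-seq library apart from its share of reads, while the test of slower decay was set out before.

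Genotypes were redrawn within each compartment, the real split included. For the LR changes in CAD cells, 1 of 100 splits, the real split, gave at least the 75 genes found, and the largest number in another split was 52. In N2A cells, 2 of 100 splits gave at least 18 genes, and another split gave 24. In the MPRA, 1 of 100 splits gave at least 647 oligos, and the largest number in another was 521. For Q331K, where 0 genes changed, all 100 of 100 splits gave at least as many, and 605 genes had an unadjusted p under 0.05. In human motor neurons, 4 of 40 splits gave at least 2 transcripts. In SLAM-seq, where 0 oligos changed, 40 of 40 did, and 261 oligos had an unadjusted p under 0.05. Any split gives at least 0, so for Q331K and SLAM-seq this comparison says nothing, while the count of human motor neurons does not stand apart from other splits.

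Replicate 1 of the knockout cells at 12 h in SLAM-seq had a T > C rate of 1.37%, against 0.465% and 0.511% in the others of its group. Oligos with a higher LR in knockout cells held 6.72% of its reads, within the 6.28% to 7.32% of the other knockout libraries. Labeled wild-type libraries held 4.10% to 5.51%, and wild-type libraries without 4SU 3.93% to 8.42%, so this share does not tell the genotypes apart. Its rate lay under the 1.81% to 1.91% of knockout cells at 0 h, which argues against a library from 0 h. It had 833071615 T positions read, so its rate does not rest on few reads. The median log2 rate of oligos with a higher LR minus that of oligos without a change was -0.11. This lies outside the -0.47 to -0.26 of the labeled wild-type libraries, which argues against a labeled wild-type library in its place. It lies between the -0.17 to -0.15 of knockout cells at 0 h and the 0.17 and 0.18 of the other libraries at 12 h. The value is consistent with a label that was removed in part, a hypothesis found and tested on the same data. Without this library, an alternative chosen after seeing the data, the median change in stability of all oligos was -1.34.

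Mutated Ksr2 oligos with a higher LR in knockout cells, 55 in all, had a median R of 5.28, and their wild-type counterparts 4.92. This is consistent with TDP-43 binding after the motifs were mutated. Of 31 mutated Kank2 oligos with a higher LR, 27 had an R value, with a median R of 1.84, from 0.439 to 6.85, and here binding after mutation and other causes cannot be told apart, since the values span both low and high R.

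Among the 520 wild-type oligos with a higher LR in knockout cells, all had a higher level in soma too, 511 of them past the FDR, with a median log2 fold change of 1.56 in soma and 3.58 in neurites. The share of UMIs from all oligos with a higher LR went from 3.65% to 10.5% in soma and from 4.09% to 37.3% in neurites. Scaling between libraries leaves such shares as they are, and every knockout soma library (10.28% to 10.94%, mean 10.52%) lay above every wild-type soma library (3.33% to 4.09%), which argues against scaling. If decay slowed in knockout cells, soma levels and stability would rise together across oligos. The Spearman correlation was above 0 in 9 of 16 UTRs (two-sided exact sign-flip permutation p = 0.3503). In the 10 UTRs with oligos of a higher LR, it was above 0 in 7, with a median of 0.14 (exact sign-flip permutation p = 0.227), and in the other 6 in 2, with a median of -0.06. Thus slower decay may or may not contribute, and the variation between SLAM-seq libraries keeps it open.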
